# Transcriptome sequencing of sheep hypothalamic tissue reveals the regulatory role of lncRNA in the mechanism of pubertal estrus initiation

**DOI:** 10.3389/fvets.2025.1594040

**Published:** 2025-09-02

**Authors:** Rong Xuan, Yanan Peng, XinKun Wang, Wei Li, QiaoYan Huang, HuiPing Sun, LeXiao Zhu, RuoHuai Gu, Feng Xing

**Keywords:** lncRNA, estrus initiation, hypothalamic tissue, puberty, Dolang sheep

## Abstract

**Introduction:**

Pubertal estrus in sheep is crucial for reproductive maturation, with the hypothalamus playing a key role in its regulation. While long noncoding RNAs (lncRNAs) have gained attention for their involvement in the nervous system, their specific role in regulating pubertal estrus remains unclear.

**Methods:**

This study performed transcriptome sequencing on hypothalamic tissues from Dolang sheep at pre-pubertal, pubertal, and post-pubertal stages. Identified lncRNAs were characterized based on genomic features, differential expression, potential cis-regulatory targets, and ceRNA relationships.

**Results:**

A total of 1,589 lncRNAs were identified, including 848 known and 741 novel lncRNAs, with intergenic lncRNAs being most abundant. The majority of lncRNAs were 200–2000 nucleotides in length and contained 2–5 exons. A total of 129 differentially expressed lncRNAs were identified, with the highest differential expression between puberty and post-puberty. Cis-regulation analysis suggested that lncRNAs regulate genes involved in estrogen biosynthesis, dopamine transport, glycolipid metabolism, and nervous system development. LncRNAs may also impact reproductive hormone signaling, including the estrogen signaling pathway and gonadotropin-releasing hormone (GnRH) pathways, influencing growth, gonadal development, and sex hormone production. Specifically, ceRNA relationships such as LOC101105119–oar-miR-106b–GNAQ and LOC105607217–oar-miR-370-3p–PRKCA were validated.

**Discussion:**

Overall, this study demonstrates that lncRNAs regulate pubertal estrus initiation through ceRNA networks (e.g., LOC101105119–miR-106b–GNAQ) and hormone signaling, particularly the GnRH pathway, offering potential targets for sheep breeding.

## 1 Introduction

Puberty marks the transition to reproductive maturity, characterized by reproductive system maturation and activation of the hypothalamic–pituitary–gonadal (HPG) axis (1). In females, it is typically indicated by the onset of the estrus cycle, a key marker of reproductive readiness (2). The hypothalamus, as the central regulator of the endocrine system, integrates environmental, metabolic, and hormonal signals to control reproductive hormone secretion via the HPG axis, thereby determining the timing of estrus initiation (3, 4). However, the molecular mechanisms underlying this regulation—particularly the role of long non-coding RNAs (lncRNAs)—remain largely unexplored in sheep.

lncRNAs are RNA molecules longer than 200 nucleotides that do not encode proteins but play important roles in epigenetic, transcriptional, and post-transcriptional regulation (5, 6). Compared with protein-coding mRNAs, lncRNAs exhibit higher spatiotemporal specificity and have been implicated in various reproductive processes, including ovarian development, oocyte maturation, fertilization, and early embryonic development (7–10). Hypothalamus-associated lncRNAs are involved in regulating responses to glucocorticoids, estradiol, and retinoic acid. For example, in Small-tailed Han sheep, the *FecB* gene mutation modulates GnRH secretion and follicle–luteum transition through specific lncRNAs (LINC-219386, IGF2-AS), thereby increasing ovulation rate (11). In goats with divergent fertility, differentially expressed hypothalamic lncRNAs and mRNAs are enriched in *GnRH*, estrogen, and oxytocin signaling pathways, influencing follicular development via key genes such as *NMUR2*, *FEZF1*, and *WT1* (12, 13). Moreover, knockdown of lncRNA Meg3 reduces reproductive hormone levels and delays puberty onset in female rats (14), while high expression of lncRNA AK044061 in arcuate nucleus *AgRP* neurons activates the NF-κB pathway to alter energy metabolism (15), highlighting the critical roles of hypothalamic lncRNAs in both reproductive and metabolic regulation.

Although previous studies have revealed the critical roles of hypothalamic lncRNAs in reproductive regulation in various animal species, systematic investigations during puberty-associated estrus initiation in Xinjiang Dolang sheep are still lacking. The Xinjiang Dolang sheep is a locally adapted breed with strong reproductive performance (16, 17), and recent advances in molecular breeding have markedly improved its reproductive efficiency (17–19). Elucidating the regulatory role of lncRNAs in the hypothalamus during puberty in this breed will provide important insights into the molecular mechanisms of reproductive regulation and identify potential molecular targets for improving fertility. In this study, we performed deep transcriptome sequencing of hypothalamic tissues from pre-pubertal, pubertal, and post-pubertal Dolang sheep to comprehensively identify lncRNAs and their potential target genes involved in estrus initiation. Bioinformatics analyses were then applied to characterize their expression patterns, predict target genes, and explore enriched signaling pathways. These findings will offer new perspectives for understanding the lncRNA-mediated regulatory network underlying estrus initiation in pubertal sheep.

## 2 Materials and methods

### 2.1 Ethics statement

This study was conducted under the supervision and guidance of the Ethics Committee of Tarim University (The ethical approval number is 2024060, Supplementary Figure S1) (16). All experimental participants were required to undergo training and adhere to strict experimental procedures.

### 2.2 Collection of hypothalamic samples, extraction of RNA, and sequencing

This study utilized Dolang sheep from the Experimental Station of Tarim University as a model. The study was conducted from August to September in autumn. Dolang sheep at the prepuberty stage (*n* = 3, 120 days after birth), the puberty stage (*n* = 3, 130 days after birth), and the postpuberty stage (*n* = 3, 150 days after birth) were used in this study. Detailed information on weight, body size, and age can be found in Supplementary Table S1 and Supplementary Figure S2. Pubertal stage classification was performed by observing each ewe at 10:00, 14:00, and 18:00 daily, following criteria described in our previous study (16). Specifically, in the prepubertal stage, ewes remained calm, did not accept mounting by rams, and had dry vulvas; during puberty, ewes displayed restlessness, increased locomotor activity, accepted mounting, and exhibited moist and reddened vulvas with mucus secretion; in the postpubertal stage, ewes again became calm, refused mounting, and the vulvas returned to a dry state. All sheep were in good health and were bred and managed under the same conditions. Samples of hypothalamic tissue were collected from ewes exhibiting signs of puberty for the first time. After intravenous administration of pentobarbital sodium (100 mg/kg) to each sheep, muscle relaxation and cessation of heart and breathing occurred. Subsequently, the sheep were promptly dissected and hypothalamic tissue was harvested. The samples were immediately frozen in liquid nitrogen and stored at −80°C for further analysis. Additionally, hypothalamus samples were collected from pre-pubertal and post-pubertal ewes raised under similar conditions. In total, hypothalamic tissues from nine sheep were collected and analyzed with three biological replicates for each period. The hypothalamus was used to extract total RNA content, using TRIzol reagent (CWBIO, Beijing, China). The purity, concentration, and integrity of the RNA samples were assessed using Nanodrop (Thermo Fisher, USA) and Agilent 2100 (Agilent Technologies, USA). For RNA sample preparation, 1 μg of RNA per sample was utilized as input material. mRNA was isolated from the total RNA using magnetic beads attached with poly-T oligonucleotides. Fragmentation was carried out in NEBNext First Strand Synthesis Reaction Buffer (5X) at high temperature with divalent cations. First-strand cDNA synthesis was performed using random hexamer primers and M-MuLV reverse transcriptase. Subsequently, second-strand cDNA synthesis was conducted using DNA polymerase I and RNase H. The remaining overhangs were converted to blunt ends by exonuclease/polymerase activity. After adenylation of the 3′ end of the DNA fragments, NEBNext adapters with hairpin loop structures were ligated for hybridization preparation. To selectively isolate cDNA fragments of 240 bp in length, library fragments were purified using the AMPure XP system (Beckman Coulter, Beverly, USA). Following this step, 3 μL of USER enzyme (NEB, USA) was used with size-selected adapter-ligated cDNA at 37°C for 15 min followed by incubation at 95°C for 5 min before PCR amplification. PCR amplification involved Phusion High-Fidelity DNA Polymerase along with universal PCR primers and index (X) primers. Finally, PCR products underwent purification through the AMPure XP system and library quality assessment utilizing an Agilent Bioanalyzer 2100 system. Index-encoded samples were clustered on the cBot Cluster Generation System employing TruSeq PE Cluster Kit v4-cBot-HS (Illumina), following manufacturer’s instructions. Upon cluster generation completion; library preparations were sequenced on the Illumina platform provided by Biomarker Technologies resulting in paired-end reads being generated.

### 2.3 Alignment of sequencing data to the sheep reference genome and the identification and classification of lncRNAs

The quality of the raw sequencing data was assessed using FastQC software (version 0.11.9) (20). Sequencing adapters and low-quality sequences were removed using Trimmomatic software (version 0.39) (21). The sheep reference genome index was generated with HISAT2 software (version 2.2.1) (22), and the sequencing reads were aligned to the sheep reference genome to calculate the read alignment rate. The NCBI RefSeq assembly number for the sheep reference genome is GCF_016772045.2. Transcripts were assembled using StringTie software (version 2.2.0) (23), and transcripts from all samples were obtained using the StringTie merge function, which resulted in new annotation files for quantitative transcript analysis. Spliced transcripts were compared with the sheep genome annotation file using GffCompare software (version 0.12.6) (24). Transcripts categorized as “u,” “x,” “i,” “j,” or “o” were selected for downstream analysis screening (25). The screening criteria for novel lncRNAs were set as length > 200 and coverage > 1. Subsequently, the newly assembled transcripts were utilized to predict their protein coding ability using four software tools: CPC2 (version 2) (26), CNCI (version 2) (27), PLEK (version 1.2) (28), and CPAT (version 1.2) (29). The final novel lncRNA was determined by taking the intersection of the prediction results from all four software tools. Furthermore, the FEELnc software (version 0.2.1) (30) was employed to classify the identified lncRNAs into four types based on their positional relationship with adjacent protein-coding genes: intergenic, intronic, sense, and antisense lncRNAs.

### 2.4 Differential expression analysis

First, the data was filtered using RUVseq software (version 1.30.0) (31). lncRNAs with FPKM ≥ 0.5 were retained for principal component analysis (PCA) of all samples. Differential expression analysis was performed using edgeR software (version 3.38.4) (32). lncRNAs were identified as differentially expressed when the conditions log2Foldchange ≥ 1 and false discovery rate (FDR) < 0.05 were met. The expression pattern changes of all differentially expressed lncRNAs were displayed by heat maps. Differentially expressed lncRNAs were clustered according to their expression levels using the R package TCseq software (version 1.20.0) (33). The corresponding miRNAs and their target genes were screened. Gene Ontology (GO) functional annotation and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis were performed on the target genes of each cluster.

### 2.5 Analysis of the cis-regulatory functions of differentially expressed lncRNAs

Cis-regulatory functions pertain to the activation of transcription and regulation of expression in neighboring mRNAs by noncoding RNAs. In this study, BEDTools software (version 2.30.0) (34) was utilized to identify protein-coding genes located within 100 kb upstream and downstream of lncRNAs. Furthermore, GO functional annotation and KEGG pathway enrichment analysis were conducted based on the genomic location annotation of lncRNAs.

### 2.6 Analysis of competing endogenous RNA (ceRNA) relationships

Mature sheep miRNA sequence files were obtained from the miRBase website (35). The miRanda software (version 3.3a) (36) was utilized to predict the target relationships between miRNA and lncRNA, as well as miRNA and mRNA. Target relationships with scores ≥ 150 and energy < −10 were selected for further analysis. Subsequently, a miRNA-lncRNA-mRNA (protein coding) ceRNA relationship network was constructed using Cytoscape software (version 3.8.0) (37) in combination with the previously calculated target relationships.

### 2.7 Co-expression analysis of differentially expressed lncRNAs and protein-coding genes

lncRNAs and protein-coding transcripts with FPKM ≥ 0.5 were screened separately. The R package psych (version 2.2.3) was utilized to compute the Pearson correlation between differentially expressed lncRNAs and protein-coding genes, as well as to conduct significance tests. Protein-coding genes exhibiting absolute correlation values ≥0.7 and a *p* value < 0.05 with lncRNA were selected for GO functional annotation and KEGG pathway enrichment analysis.

### 2.8 Performing GO function annotation and KEGG pathway enrichment analysis

The R package clusterProfiler (version 4.4.4) (38) was utilized for conducting GO annotation and KEGG pathway enrichment analysis on the selected target genes. Sheep genes annotated with the GO and KEGG databases were employed as background genes for enrichment analysis, and only GO terms or KEGG pathways with adjust *p*-values (*p*.adj) < 0.05 were considered. Based on the *p*.adj value, the top 15 GO terms or KEGG pathways were chosen for presentation.

### 2.9 Protein–protein interaction (PPI) network analysis

The gene names selected were submitted to the STRING website^1^ (39), and the relationships with a combined score ≥ 0.4 were filtered to obtain the PPI network. The node degree was calculated using the Cytoscape built-in software NetworkAnalyzer, and the network hub genes were selected based on the node degree.

### 2.10 Dual-luciferase reporter assay

miRanda software (version 3.3a) was used to predict the miRNA binding site information of target genes. Wild-type plasmids, mutant plasmids, and positive plasmids of the six transcripts were constructed using the pmirGLO vector. HEK-293 T cells were used for the dual-luciferase reporter assay because primary hypothalamic cells from sheep were not available at the time of the experiment. HEK-293 T cells exhibit high transfection efficiency, stable growth characteristics, and low endogenous expression of the tested miRNAs, minimizing background noise and ensuring reliable detection of reporter activity (40, 41). Empty vector, wild-type, mutant plasmids, and positive plasmids were co-transfected with oar-miR-106b mimics or oar-miR-370-3p mimics into HEK-293 T cells. After 48 h, the firefly and Renilla luciferase activities were measured using a dual-luciferase reporter gene kit (Promega) on a fluorescence luminescence detection instrument (GloMax® 20/20 luminometer (Promega)). The sequences of miRNA mimics and eukaryotic expression vectors are shown in Supplementary Figure S3. Three biological replicates were established for each group.

### 2.11 CeRNA relationship verification

The pcDNA3.1 vector (Sigma-Aldrich) was used to construct the overexpression vectors of *GNAQ* (XM_015093177.3), LOC101105119 (XR_009597486.1), *PRKCA* (XM_060395902.1), and LOC105607217 (XR_006059048.1), oar-miR-106b mimics and oar-miR-370-3p mimics were synthesized by Ribobio Biotech. Cell transfection experiments were divided into the following groups: empty pcDNA3.1 vector without sequence insertion (NC(pcDNA3.1)); gene overexpression vector (gene); lncRNA overexpression vector (lncRNA); miRNA control group (NC (MIMICS)); miRNA overexpression group (miRNA); NC (pcDNA3.1 + MIMICS); miRNA and lncRNA co-overexpression group (miRNA + lncRNA); miRNA, lncRNA, and gene co-overexpression group (miRNA + lncRNA + gene). The above vectors were transfected into HEK-293 T cells. The green fluorescent protein (GFP) fragment was inserted into the pcDNA3.1 overexpression vector (*GNAQ*, LOC101105119, *PRKCA*, and LOC105607217), and the number of cells expressing GFP was observed by fluorescence microscope (Keyence Biorevo BZ-9000) to evaluate the transfection efficiency of the overexpression vector in HEK-293 T cells after 48 h cell transfection. Cell count analysis was performed using ImageJ 1.48 software. Transfection efficiency was determined by quantifying the percentage of GFP+ cells within the total (DAPI+) population. The expression levels of *GNAQ* and *PRKCA* in the above different groups were detected by real-time quantitative reverse-transcription PCR (RTqPCR) 48 h after cell transfection. Genes and lncRNA overexpression vectors were transfected using Lipofectamine 3000 kit (Thermo Fisher Scientific). Mimic of miRNA and its control group were transfected using Lipofectamine™ RNAiMAX (Thermo Fisher Scientific).

### 2.12 Real-time quantitative reverse-transcription PCR (RTqPCR)

To assess the accuracy of RNA sequencing, 10 differentially expressed lncRNAs were randomly chosen for RT-qPCR analysis. The primers were designed using NCBI Primer-BLAST (42). Total RNA was extracted from hypothalamic tissue using the Trizol method. Reverse transcription and PCR amplification were carried out using the One-Step TB Green PrimeScript RT-PCR Kit (Takara, Beijing, China). Quantification was performed with a LightCycler® 96 instrument (Roche, Switzerland). The primer amplification efficiency was determined by establishing a standard curve. After assessing stability with NormFinder (version 5.0) (43), the geometric mean of two reference transcripts (XM_015102346.4 and XM_015094093.4) was selected as the normalization factor. Relative gene expression was calculated using the modified Pfaffl method (44) (for detailed calculation steps, see: https://toptipbio.com/qpcr-multiple-reference-genes/). The primer sequences and efficiencies are provided in Supplementary Table S2.

### 2.13 Statistical analysis

The significance of differences between the experimental group and the control group was tested using the Student’s t-test, with a threshold of *p* < 0.05 indicating a significant difference. Gene expression levels at different developmental stages were analyzed using Tukey’s honestly significant difference test. Unless otherwise specified, the plots presented in this work were generated using R software (Version 4.4.1).^2^

## 3 Results

### 3.1 Results of basic statistical analysis of sequencing data

Statistical analysis of the sequencing data revealed that 24,405,562 ± 628,416, 23,243,346 ± 1,957,677, and 23,679,907 ± 1,788,387 clean reads were obtained from the sequencing libraries of prepubertal, pubertal, and postpubertal stages, respectively. 

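Hypothalamus RNA was sequenced from 3 Dolang sheep at prepuberty (120 days of age), 3 at puberty (130 days) and 3 at postpuberty (150 days), with 1 library per animal. The values analysed here were the deposited expression estimates of the authors, in FPKM (the fragments of a transcript divided by its length and by the mapped fragments of the library), which StringTie calculated after alignment with HISAT2. Read counts and the values after correction with RUVseq were not analysed here. The estimates covered 115108 transcripts, of which 1589 were the lncRNAs of Supplementary Table S4 and 76684 were mRNAs with RefSeq identifiers. Identifiers that StringTie assigned are written with a hyphen in place of the first point (MSTRG-2028.1). Stages were compared with limma on log2(FPKM + 1) for the 47002 transcripts whose mean FPKM reached 0.5 in at least 1 stage, in 1 fit of all 9 libraries without scaling between libraries. The p-values were adjusted by the Benjamini-Hochberg method within the 1589 lncRNAs and within the 27675 mRNAs that were kept. Thresholds were an absolute log2 fold change of at least 1 and an adjusted p-value below 0.05, and a positive log2 fold change means higher expression in the stage named first. Because 1 was added before the logarithm, log2 fold changes of transcripts with a low FPKM are smaller than the logarithm of the ratio of their FPKM. An FPKM of 0 can stand for a failed estimate as well as for absent expression, so such transcripts are given as listed at 0 and without a fold change against that stage.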

The alignment results showed that the alignment rate of each sequencing library was ≥91% (Supplementary Table S3). 

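The number of mapped reads behind the FPKM values, which the paper gives in Supplementary Table S3, was 22677545, 22865709 and 23966519 in the prepuberty libraries, 23845340, 19347227 and 22237389 in the puberty libraries, and 23930719, 20624219 and 22797018 in the postpuberty libraries. The FPKM of all transcripts summed to between 359588 and 398109 in 8 of the libraries and to 599726 in the second puberty library (Puberty 2). FPKM was above 0 for between 67824 and 71787 transcripts in those 8 libraries and for 42441 transcripts in Puberty 2. An FPKM of at least 0.5 was reached by between 33838 and 35656 transcripts in the 8 libraries and by 25851 in Puberty 2. Puberty 2 listed 188 transcripts at 0 whose FPKM was at least 10 in each of the other 8 libraries, while each other library listed between 0 and 3 such transcripts. Every mean over the puberty libraries therefore includes 1 library whose values were distributed unlike the rest.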

The original sequencing data has been submitted to the NCBI GEO database (GEO accession number: GSE273981). 

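Among the 1589 lncRNA transcripts with deposited FPKM values, 848 carried RefSeq identifiers and 741 carried identifiers that StringTie assigned during assembly. The mean FPKM over the 9 libraries had a median of 0.710 among the RefSeq lncRNAs and of 0.696 among the assembled lncRNAs. Between 1334 (Puberty 2) and 1472 (Puberty 1) of the lncRNAs had an FPKM above 0 in a library.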

Combined with the annotation of the sheep reference genome and the structural and functional characteristics of lncRNAs, this study identified 848 known lncRNAs and 741 novel lncRNAs (Figures 1A,B and Supplementary Table S4). The expression of lncRNA in each period was counted (FPKM ≥ 0.5): the number of lncRNAs expressed in puberty was highest (1,262), the number expressed in pre-puberty was lowest (1,035), and 757 lncRNA species were expressed in all three periods (Figure 1C). This indicates that lncRNA expression is more active during puberty. Furthermore, certain lncRNAs are expressed uniquely in each stage, indicating the stage-specific expression of lncRNAs during different puberty stages of the hypothalamus.

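A lncRNA was counted as expressed in a stage when the mean FPKM of its 3 libraries was at least 0.5, which gave 1035 lncRNAs in prepuberty, 1262 in puberty, 1105 in postpuberty and 757 in all 3 stages. In single libraries this FPKM was reached by 884, 920 and 965 lncRNAs in prepuberty, by 1007, 940 and 967 in puberty, and by 982, 1002 and 944 in postpuberty, so the ranges of the stages overlapped. With 2 libraries per stage, the numbers were 968 to 1006 in prepuberty and 1029 to 1063 in postpuberty, 1043 in puberty without Puberty 2, and 1158 and 1173 in the pairs that held it. In all 3 stages the number was 785 without Puberty 2. With the median of the 3 libraries in place of the mean, the numbers were 932 in prepuberty, 981 in puberty and 972 in postpuberty. An FPKM threshold of 1 moved the numbers of the stages most, to 516, 612 and 546. From the highest number in puberty, the paper concludes that lncRNA expression was more active in that stage.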

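Under the same definition, 89 lncRNAs were expressed only in prepuberty, 315 only in puberty and 129 only in postpuberty. Of the 315 puberty lncRNAs, 267 had their highest FPKM in Puberty 2, 27 in Puberty 3 and 16 in Puberty 1, and 215 reached 0.5 in a single puberty library. An FPKM of at least 0.5 in all 3 libraries of the stage was found for 7 of the 89 prepuberty lncRNAs, 9 of the 315 puberty lncRNAs and 16 of the 129 postpuberty lncRNAs. Of these, 1 in prepuberty, 4 in puberty and 2 in postpuberty reached 0.5 in no library of another stage. When Puberty 2 was left out, 80 lncRNAs were expressed only in puberty. When 1 library of another stage was left out instead, 54 to 74 were expressed only in prepuberty and 89 to 100 only in postpuberty.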

**Figure 1:**
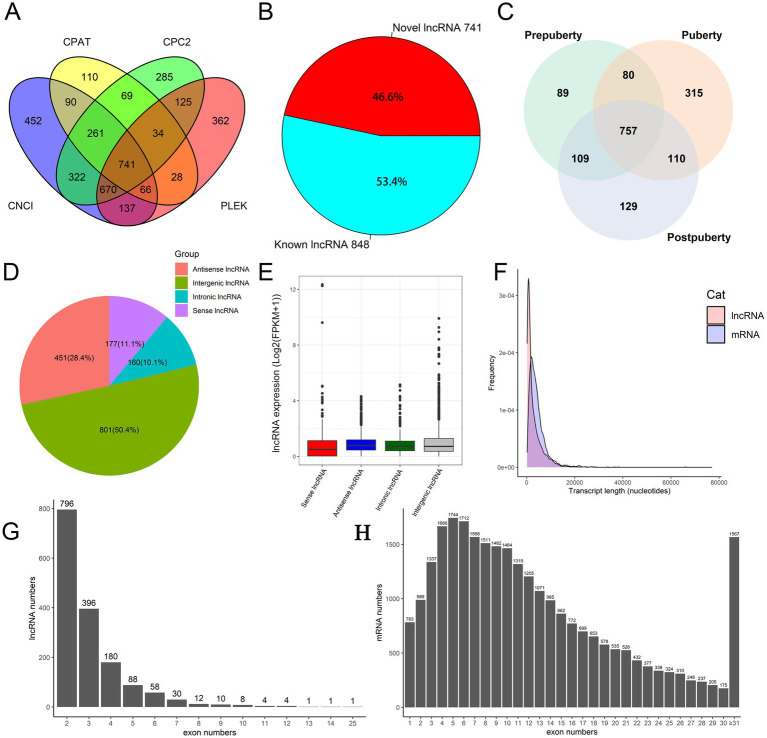
Identification and characterization of lncRNAs in hypothalamic tissue. **(A)** Coding ability of novel lncRNAs. **(B)** The number of known and novel lncRNAs. **(C)** Venn plot of lncRNA expression in the prepuberty, puberty, and postpuberty. **(D)** Classification and statistical analysis of lncRNAs based on genome location information. **(E)** Logarithmic expression levels (log(FPKM+1)) of four types of lncRNA. **(F)** The distribution of length in lncRNA and mRNA. **(G)** Statistics of lncRNA exon numbers. **(H)** Statistics of mRNA exon numbers.

### 3.2 Analysis of the exon number and length characteristics of lncRNA

The classification of lncRNAs based on their genomic location revealed that the number of intergenic lncRNAs exceeded that of intronic lncRNAs (Figure 1D and Supplementary Table S5). This suggests that intergenic lncRNAs may exhibit higher transcription efficiency and stability, leading to their accumulation at higher levels in cells. In contrast, intronic lncRNAs may be less abundant due to degradation during post-transcriptional processing. 

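The classes that the paper lists in Supplementary Table S5 held 801 intergenic, 451 antisense, 177 sense and 160 intronic lncRNAs among those with FPKM values. Of the intergenic lncRNAs, 528 were expressed in prepuberty, 621 in puberty and 548 in postpuberty at a mean FPKM of at least 0.5. Intronic lncRNAs reached that level in 104, 132 and 115 cases. The paper proposes higher transcription efficiency and stability of intergenic lncRNAs from these numbers.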

The Figure 1E shows the relative logarithmic expression of four different types of lncRNAs. 

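For each lncRNA the mean FPKM over the 9 libraries was taken, and its median was 0.699 for intergenic lncRNAs (quartiles 0.464 and 1.38), 0.713 for antisense lncRNAs (0.507 and 1.22), 0.671 for intronic lncRNAs (0.504 and 0.935) and 0.809 for sense lncRNAs (0.466 and 1.52). The quartile ranges of the 4 classes overlapped. Sense lncRNAs had a median FPKM of 1.73 in Puberty 2 and of between 0.362 and 0.624 in each of the other 8 libraries. The medians of a library ranged from 0.561 to 0.799 for intergenic, from 0.610 to 0.814 for antisense and from 0.508 to 0.862 for intronic lncRNAs.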

Length distribution statistics (Figure 1F) indicated that the average length of mRNA was approximately 2000 nucleotides, while the length of lncRNAs ranged from hundreds to tens of thousands of nucleotides, with most falling within the range of 200–2,000 nucleotides. Analysis of transcript exon numbers showed that a majority of lncRNAs had 2–5 exons (Figure 1G), whereas mRNAs typically had between 1 and 22 exons (Figure 1H). Furthermore, the overall expression level of mRNA was found to be higher than that of lncRNA (Supplementary Figure S4). 

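The median FPKM of the 1589 lncRNAs lay between 0.577 and 0.846 in the 9 libraries, and the median over all 76684 mRNAs lay between 0 (Puberty 2) and 0.0629. Among transcripts with an FPKM above 0, the medians ranged from 0.658 to 0.779 for lncRNAs and from 0.428 to 0.485 for mRNAs in 8 libraries, and were 1.15 and 0.887 in Puberty 2. The median of mRNAs was thus higher than that of lncRNAs in 0 of the 9 libraries, but these sets were unlike. Every lncRNA had reached a mean FPKM of at least 0.5 in a stage, while the mRNAs were not filtered. A comparison chosen after the values were seen used only the 27675 mRNAs with a mean FPKM of at least 0.5 in a stage, a level that every one of the lncRNAs had reached. The mRNA median was then between 1.41 and 1.62 in 8 libraries, above the lncRNA median of each, and 0.229 in Puberty 2, below the lncRNA median.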

In summary, this study observed greater overall expression levels, lengths, and numbers of exons for mRNA in sheep hypothalamic tissue compared to those for lncRNA.

### 3.3 Results of differential expression analysis

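Principal components were computed on log2(FPKM + 1) of the 47002 transcripts, without correction for unwanted factors, and the corrected values shown in Figure 2A were not used here. The first component held 43.6% of the variance and the second 13.0%. Puberty 2 had a first-component score of 258, and the other 8 libraries lay between -46.1 and -20.5. With the 1589 lncRNAs alone the first component held 43.4% of the variance, with Puberty 2 at 37.7 and the other libraries between -6.77 and -3.02. Spearman correlations over all kept transcripts were between 0.288 and 0.323 for pairs that included Puberty 2. Without that library the median was 0.724 over the 7 pairs of the same stage and 0.737 over the 21 pairs of different stages. The nearest library by Euclidean distance on the log2 values belonged to the same stage for 1 of the 9 libraries over all kept transcripts, and for 4 of 9 over lncRNAs. After removal of 1 unwanted factor estimated from replicates (the RUVs model, here on log2 values), Puberty 2 was the nearest library to each of the other 8 over all kept transcripts.

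**Figure D1:**
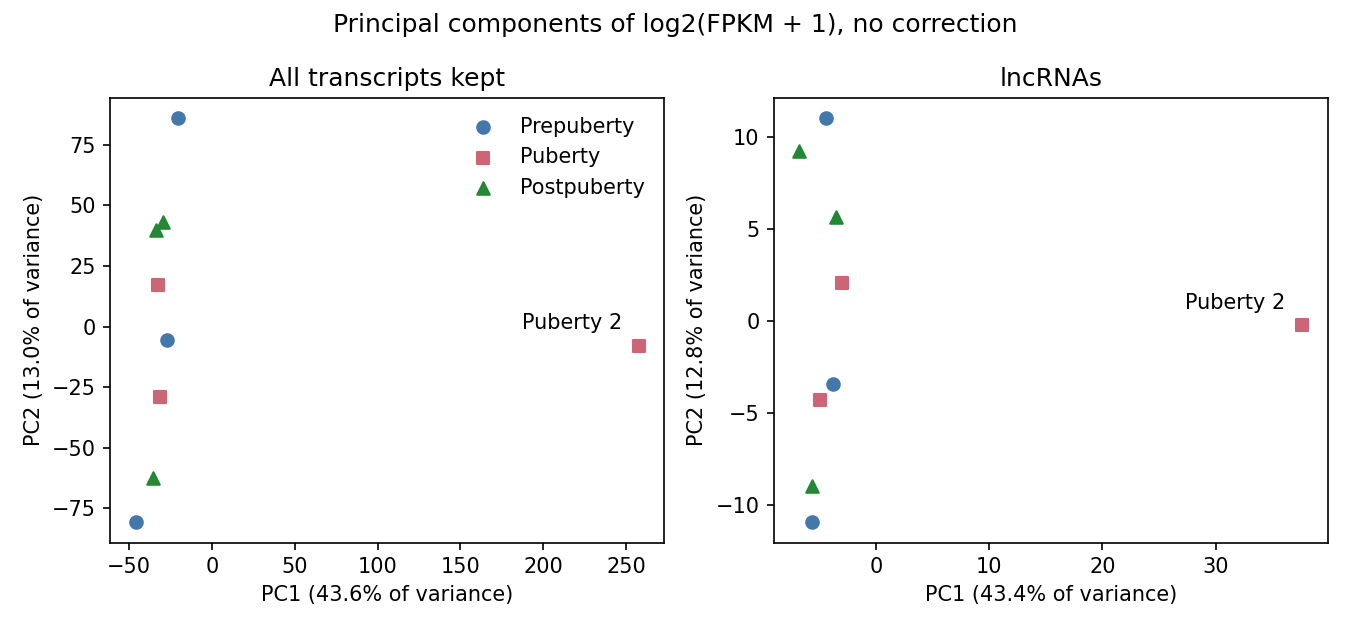
Scores of the 9 libraries on the first component (horizontal axis, 43.6% of variance for all kept transcripts and 43.4% for lncRNAs) and the second component (vertical axis) of log2(FPKM + 1), with 1 point per library and its stage shown by colour and shape. Puberty 2 lies at 258 on the first component of all kept transcripts, and the other libraries between -46.1 and -20.5.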

The principal component analysis (PCA) revealed (Figure 2A) that, following sample correction, the hypothalamic samples from the same period clustered together, while samples from different periods were scattered. The sample expression box plot provided an intuitive display of expression distribution among hypothalamic samples, indicating proper normalization and removal of expression outliers (Figure 2B). 

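The spread of each library was measured as relative log expression, the log2(FPKM + 1) of each kept transcript minus its median over the 9 libraries. The median was 0 in 8 libraries and -0.26 in Puberty 2. The interquartile range was between 0.29 and 0.44 in those 8 libraries and 1.38 in Puberty 2. For lncRNAs the interquartile range was between 0.25 and 0.34 in the 8 libraries and 1.22 in Puberty 2. These values were not corrected for unwanted factors, unlike those of Figure 2B.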

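Of the 1589 lncRNAs, 0 passed the thresholds of limma in prepuberty versus puberty, 0 in puberty versus postpuberty and 0 in prepuberty versus postpuberty. An unadjusted p-value below 0.05 was reached by 41, 51 and 27 lncRNAs in these comparisons, against 79 at a nominal rate of 0.05. That rate is no measure of chance here. In fits of only the 6 libraries compared, other groupings gave 23 to 57 lncRNAs in prepuberty versus puberty. They gave 22 to 45 in puberty versus postpuberty and 33 to 130 in prepuberty versus postpuberty. The real groupings gave 31, 39 and 62 in such fits. The smallest adjusted p-values were 0.741, 0.397 and 0.154. The count moved most when 1 factor estimated from residuals (the RUVr model) was added, with 23 lncRNAs past the thresholds in prepuberty versus puberty, 21 in puberty versus postpuberty, 0 in prepuberty versus postpuberty and 29 in any comparison. That factor had a loading of 0.813 in Puberty 2, and the same model also returned 37 lncRNAs in data simulated with 1 such library and without any difference between stages. Without Prepuberty 1, 3 lncRNAs passed the thresholds.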

Differential expression analysis results identified a total of 129 differentially expressed lncRNAs in the three comparison groups (Supplementary Table S6). Notably, the comparison between puberty and postpuberty exhibited the largest number of differentially expressed lncRNAs (Figure 2C). 

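Among lncRNAs with both an unadjusted p-value below 0.05 and an absolute log2 fold change of at least 1, 27 were found in puberty versus postpuberty, 18 in prepuberty versus puberty and 13 in prepuberty versus postpuberty. Of the fits that each left out 1 library, the first 2 of these numbers moved most without Puberty 1 (63, 52 and 15) and without Puberty 3 (59, 56 and 13). Without Puberty 2 these numbers were 19, 16 and 14 of the 1354 lncRNAs then kept. When only the unadjusted p-value was considered, the numbers without Puberty 2 were 39 in puberty versus postpuberty, 40 in prepuberty versus puberty and 47 in prepuberty versus postpuberty. In the same order they were 95, 77 and 28 without Puberty 1, and 87, 83 and 27 without Puberty 3. The first 2 then came close to or passed 79, the number at a nominal rate of 0.05 with all 9 libraries.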

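The highest FPKM of the 129 lncRNAs that the paper lists in Supplementary Table S6 was found in Puberty 2 for 71 of them (55.0%), and in each of the other 8 libraries for between 4 and 12. Among all 1589 lncRNAs, 575 (36.2%) had their highest FPKM in Puberty 2. Of the 23 lncRNAs labelled in Figure 2E, 20 were listed at 0 in at least 1 library and 7 were highest in Puberty 2. MSTRG-7551.4 had an FPKM of 59.2 in Puberty 2 and of at most 0.242 in any other library, and MSTRG-6189.45 of 11.3 in Puberty 2 and of at most 0.129 elsewhere. MSTRG-2455.3 had an FPKM of 10.8 in Postpuberty 2 and was listed at 0 in the other 8 libraries. The smallest adjusted p-value among the 23 belonged to XR_009597841.1 of LOC132658352 (chromosome 21, 40058681 to 40086951, ARS-UI_Ramb_v3.0), with an FPKM of 2.62, 4.42 and 2.76 in prepuberty, 2.54, 2.25 and 2.42 in puberty, and 0, 0 and 0.371 in postpuberty. Its log2 fold change was 1.92 (standard error 0.30, limma adjusted p = 0.154) in prepuberty versus postpuberty and 1.62 (standard error 0.30, limma adjusted p = 0.397) in puberty versus postpuberty. It passed the thresholds in a fit of the lncRNAs alone in the first of these comparisons and with 1 factor of RUVr in the second, and MSTRG-7551.4 and MSTRG-6189.45 passed with that factor in both comparisons that include puberty.

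**Figure D2:**
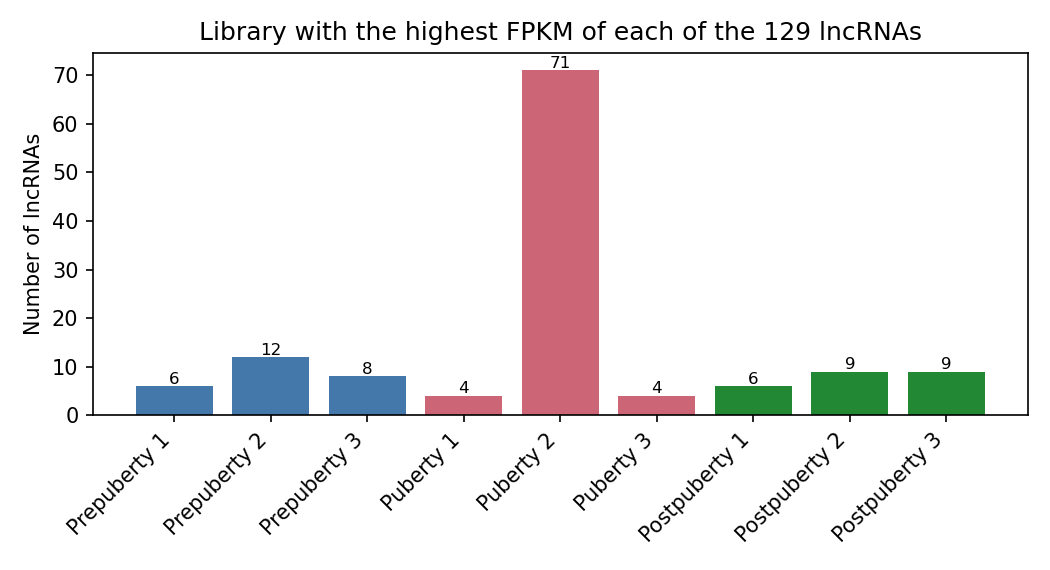
Number of the 129 lncRNAs of Supplementary Table S6 (vertical axis) whose highest FPKM was found in each of the 9 libraries (horizontal axis), with bars coloured by stage. Puberty 2 held the highest FPKM of 71 lncRNAs, and the other libraries of between 4 and 12.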

The heat map illustrated the expression changes of these 129 lncRNAs across the three developmental stages (Figure 2D), while the volcano map depicted the top five up-regulated and down-regulated lncRNAs in the three-group comparison (Figure 2E). In summary, these findings demonstrate that transcriptome levels of lncRNAs in the hypothalamus undergo changes at different stages of puberty, reflecting stage-specificity in lncRNA expression within hypothalamic tissue. Additionally, RTqPCR results for 10 randomly selected lncRNAs are presented in Supplementary Figure S5. 

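Of 85 transcripts, those that the paper names and the 8 of ARRB1, which its text names as a gene, 15 had every library of 1 stage above or below every library of the other in prepuberty versus puberty, 13 in puberty versus postpuberty and 17 in prepuberty versus postpuberty. Many of these transcripts were chosen by the paper for a difference in the same libraries, and a transcript listed at 0 in libraries of both stages cannot separate them, so the counts were not held against chance. Such a separation has a two-sided exact permutation p of 0.1, the smallest that 3 animals against 3 allow. From the differentially expressed lncRNAs and their heat map, the paper concludes that lncRNA expression in the hypothalamus was stage specific.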

Importantly, there was a significant positive correlation between RNA-Seq results (log2 fold change) and RTqPCR results (log2 fold change), with a correlation value of 0.89 and *p* value < 0.01. This indicates high accuracy in both RNA sequencing and differential expression analysis results.

**Figure 2:**
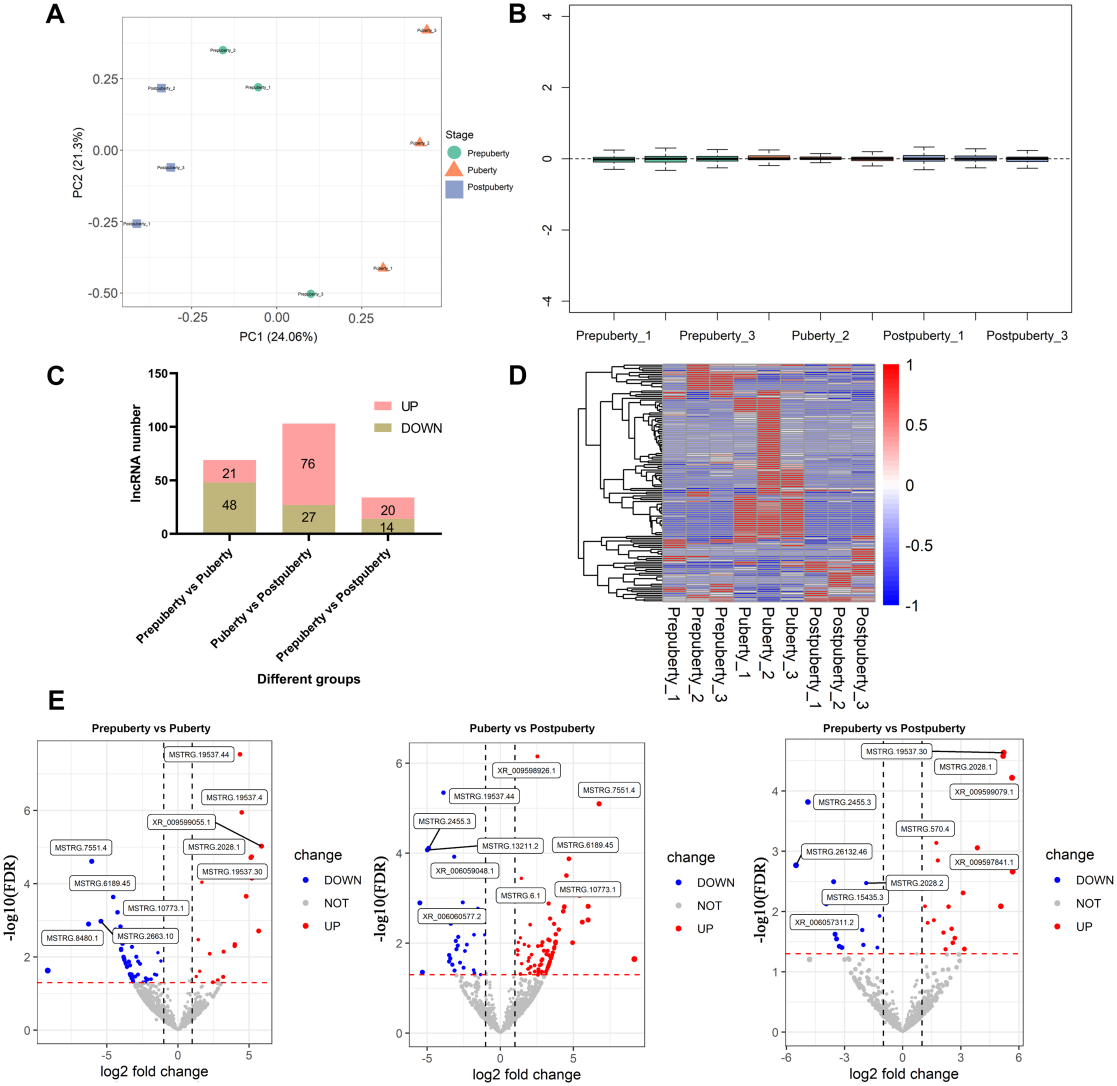
Analysis of differentially expressed lncRNAs at various stages of puberty. **(A)** Principal component analysis of different samples. **(B)** Relative log expression (log FPKM) of different samples. **(C)** Statistical results of differentially expressed lncRNAs between different comparison groups. **(D)** Heat map of differentially expressed lncRNAs. **(E)** Volcano plot depicting the differentially expressed lncRNAs across various comparison groups.

### 3.4 Results of lncRNA cis-regulatory function analysis

In this study, a total of 733 cis-regulatory relationships were identified (Supplementary Table S7), comprising 88 lncRNA genes (101 variant lncRNA transcripts) and 313 protein-coding genes (630 variant mRNA transcripts). The GO analysis results revealed the significant enrichment of GO terms in different comparisons. In the Prepuberty vs. Puberty group, enriched GO terms included estrogen biosynthetic process, dopamine transport, glycolipid metabolic process, and liposaccharide metabolic process (Figure 3A). In the Puberty vs. Postpuberty group, significantly enriched GO terms comprised sensory perception of sound, sensory perception of mechanical stimulus, and membrane invagination. Lastly, in the Prepuberty vs. Postpuberty group, enriched GO terms related to brain development such as cerebellar Purkinje cell layer formation, cerebellar Purkinje cell layer morphogenesis, and cerebellar cortex formation were observed. Additionally, KEGG signaling pathway analysis showed significant enrichment of pathways related to cell growth and differentiation including ErbB signaling pathway, Hippo signaling pathway, and Synaptic vesicle cycle pathways (Figure 3B).

**Figure 3:**
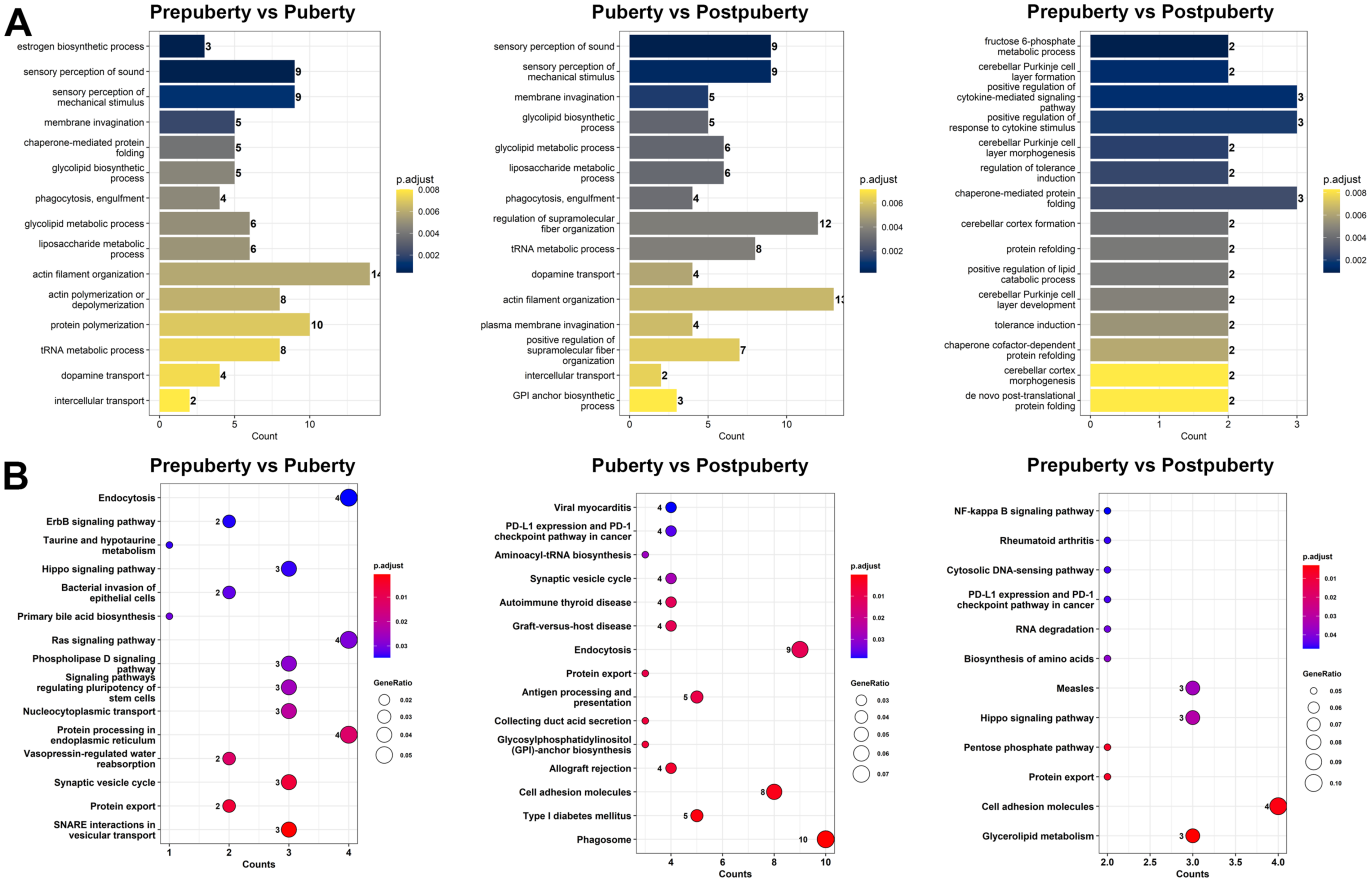
GO functional annotation and KEGG pathway enrichment analysis of lncRNA target genes for cis-regulatory function. **(A)** GO functional annotation of cis-acting target genes of differentially expressed lncRNAs in the three comparison groups. **(B)** KEGG pathway enrichment analysis of cis-acting target genes of differentially expressed lncRNAs in the three comparison groups.

This study has established the lncRNA-mRNA cis-regulatory network associated with the aforementioned three signaling pathways (Figure 4A). Specifically, there are five lncRNA transcripts (derived from MSTRG.15435, MSTRG.2028, and MSTRG.570 lncRNA genes) that exert cis-regulatory effects on the Hippo signaling pathway by influencing *PATJ*, *SOX2*, and *FZD8*. Among them, lncRNA transcripts MSTRG.15435.4, MSTRG.570.4, and MSTRG.2028.1 exhibit high expression levels during prepuberty, while MSTRG.2028.2 and MSTRG 15435.3 are highly expressed at postpuberty (Figure 4B). 

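MSTRG-15435.4 had an FPKM of 17.7 in Prepuberty 2 and was listed at 0 in the other 8 libraries. MSTRG-2028.1 had an FPKM of 5.82 in Prepuberty 2 and 6.62 in Prepuberty 3 and was listed at 0 in the other 7 libraries, and without Prepuberty 1 it passed the thresholds in both comparisons that include prepuberty. MSTRG-570.4 had an FPKM of 22.4, 3.02 and 16.1 in prepuberty, 3.67, 7.58 and 5.91 in puberty, and 5.95, 5.77 and 1.4 in postpuberty. Prepuberty versus puberty gave a log2 fold change of 0.85 (standard error 0.68, limma adjusted p = 0.912). MSTRG-2028.2 had an FPKM of 9.21, 6.36 and 4.99 in postpuberty, 7.72, 0.367 and 6.43 in puberty, and 4.96, 0 and 0.00165 in prepuberty. For MSTRG-15435.3 the postpuberty values were 5.4, 2.97 and 0, and the highest value of the other stages was 2.13 in Puberty 3. The mRNA of SOX2 (chromosome 1, 206122918 to 206123953) had an FPKM of 2.46 in Puberty 2 and of between 26.9 and 49.1 in the other 8 libraries.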

There are five lncRNA transcripts (derived from MSTRG.18414, MSTRG.21500, MSTRG.2663, and MSTRG.8480 lncRNA genes) that regulate the synaptic vesicle cycle by affecting *ATP6V0E1*, *ATP6V1G1*, and *DNM2*. Additionally, there are two lncRNA transcripts (derived from MSTRG.1264 and MSTRG.25885 lncRNA genes) that regulate the ErbB signaling pathway by affecting *SHC1* and *PAK3*. 

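Each of the 5 lncRNA transcripts reached its highest FPKM in 1 library that lay far above the rest. In Puberty 2 these were MSTRG-8480.1 with an FPKM of 38.1 (at most 0.102 elsewhere), MSTRG-2663.10 with 18.4 (at most 0.606 elsewhere) and MSTRG-18414.2 with 3.72 (at most 0.327 elsewhere). In Postpuberty 2 they were MSTRG-21500.42 with 5.79 (at most 0.753 elsewhere) and MSTRG-2663.11 with 3.27 (listed at 0 elsewhere). ATP6V1G1 (chromosome 2, 9180357 to 9189399) had an FPKM of between 45.5 and 75.1 in the 9 libraries, and ATP6V0E1 (chromosome 16, 4903057 to 4931145) of between 9.52 and 29.4. MSTRG-8480.1 and MSTRG-2663.10 passed the thresholds of limma only with 1 factor of RUVr, in both comparisons that include puberty. The FPKM of DNM2 (chromosome 5), summed over its 14 transcripts, was 36.9, 25.9 and 39.3 in prepuberty, 33.8, 61 and 35.6 in puberty, and 49.3, 33.5 and 39.8 in postpuberty.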

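MSTRG-1264.1 had an FPKM of 32.8 in Puberty 2 and of at most 0.15 in any other library, and MSTRG-25885.5 had an FPKM of 3.75 in Puberty 2 and was listed at 0 in the other 8 libraries. MSTRG-1264.1 passed the thresholds with 1 factor of RUVr and MSTRG-25885.5 under no setting that was run. SHC1 (XM_060414800.1, chromosome 1) had an FPKM of 0.826, 0.223 and 0.218 in prepuberty, 0.253, 0.106 and 0.536 in puberty, and 1.13, 0.244 and 0.22 in postpuberty. Of the 4 PAK3 transcripts examined (chromosome X), the one with the highest FPKM in any library was XM_027963550.3, with 0, 2.33 and 0.527 in prepuberty, 3.12, 0 and 1.33 in puberty, and 1.03, 1.89 and 0.882 in postpuberty. Over the 12 lncRNAs and 22 mRNAs of Figure 4, the smallest limma adjusted p-values were 0.858 and 0.788. The paper proposes that the lncRNAs of this network act in cis on the development of neural cells, signal transduction and hormone secretion.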

In summary, the aforementioned lncRNAs may play a role in regulating neural cell development, signal transduction, and hormone secretion through cis action.

**Figure 4:**
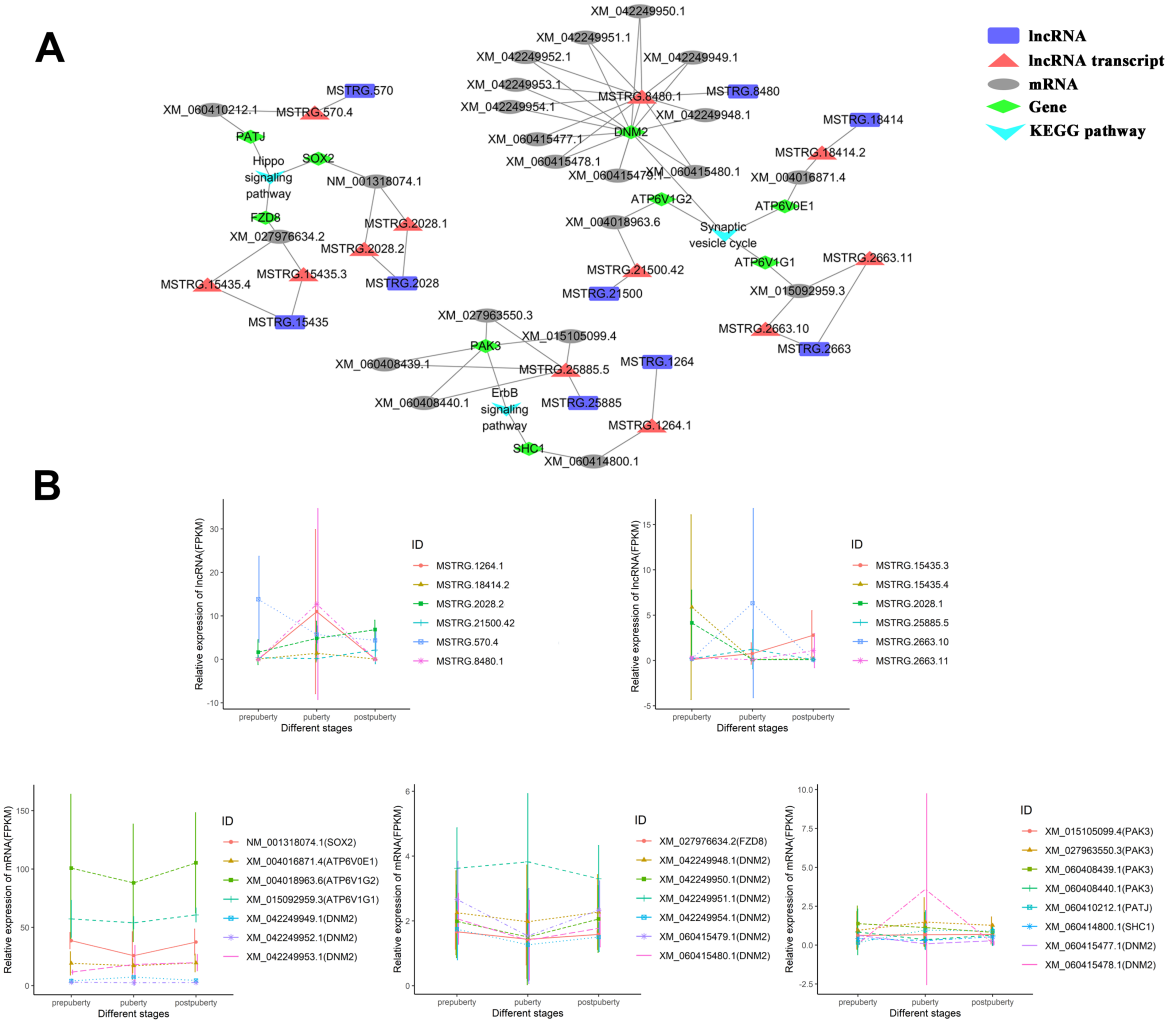
lncRNA-mRNA cis-regulatory network. **(A)** The lncRNA-mRNA cis-regulatory network associated with the ErbB signaling pathway, hippo signaling pathway, and synaptic vesicle cycle pathways. **(B)** Line graph depicting the expression levels of mRNA and lncRNA in the cis-regulatory network.

### 3.5 Analysis of lncRNA-miRNA-mRNA ceRNA relationship in hypothalamic tissue

Using miRanda software, we obtained 1,531 miRNA-lncRNA and 78,542 miRNA-mRNA targeting relationships (Supplementary Table S8). The GO analysis results (Supplementary Figure S6A and Supplementary Table S8) indicated a significant enrichment of GO terms related to the development of the nervous system, such as regulation of neuron projection development, dendrite development, and regulation of neurogenesis. Additionally, there was a significant enrichment of GO terms related to neurotransmitters or neural signaling, including cytosolic transport, vesicle transport along the microtubule, anterograde axonal transport, axo-dendritic transport, and vesicle-mediated transport in the synapse. This suggests that lncRNA may play a role in promoting neuronal interaction by regulating gene expression, participating in cell signaling pathways, and influencing cell morphology. The KEGG results revealed (Supplementary Figure S6B and Supplementary Table S8) that signaling pathways associated with the endocrine system were significantly enriched. These included pathways related to parathyroid hormone synthesis, secretion and action, GnRH secretion, oxytocin signaling pathway, cortisol synthesis and secretion, renin secretion, estrogen signaling pathway, and insulin secretion. Additionally, signaling pathways related to signal transduction such as Rap1 signaling pathway, calcium signaling pathway, MAPK signaling pathway, PI3K-Akt signaling pathway, and cAMP signaling pathway were also found to be significantly enriched.

### 3.6 The regulatory role of hormone-related lncRNA in the hypothalamus

Further analysis of the ceRNA relationship of lncRNA-miRNA-mRNA revealed that a total of 78 genes were associated with hormones. Pathway enrichment analysis of these genes indicated (Figure 5A) significantly enriched signaling pathways related to the regulation of estrus and reproductive function, such as GnRH secretion, growth hormone synthesis, secretion and action, insulin signaling pathway, GnRH signaling pathway, and estrogen signaling pathway. Among them, 18 genes were enriched in GnRH secretion. PPI results (Figure 5B) identified *NRAS*, *GNAQ*, *PRKCA*, *PRKCB*, and *CACNA1D* as hub genes in the PPI network. In the GnRH secretion ceRNA network (Figure 5C), there are 75 lncRNA transcripts, 60 lncRNA genes, 38 mRNA transcripts, 18 genes, and 20 miRNAs. The diagram of the GnRH secretion pathway illustrates the expression of enriched genes (Supplementary Figure S7A). 

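GNAQ (XM_015093177.3, chromosome 2, 58845262 to 59167270) had an FPKM of 11.2, 15 and 11.3 in prepuberty, 12.6, 7.27 and 10.6 in puberty, and 12.5, 12.1 and 10.6 in postpuberty. Of the 8 ARRB1 transcripts on chromosome 15 (53201048 to 53278255), XM_004016327.6 had the highest FPKM, with 22.6, 37.1 and 16.8 in prepuberty, 23.7, 10.8 and 17.2 in puberty, and 30.7, 28.7 and 24.4 in postpuberty. The log2 fold change of this transcript was 0.53 (standard error 0.41, limma adjusted p = 0.838) in prepuberty versus puberty and -0.73 (standard error 0.41, limma adjusted p = 0.788) in puberty versus postpuberty. For this transcript every postpuberty library lay above every puberty library (two-sided exact permutation p = 0.1), while the sums over the 8 transcripts overlapped, with 34 in Puberty 1 and 32.6, 30.5 and 34 in postpuberty. Summed over all 8 transcripts, the mean FPKM of ARRB1 was 30.4 ± 9.67 (SD, n = 3) in prepuberty, 22.3 ± 11.4 (SD, n = 3) in puberty and 32.4 ± 1.75 (SD, n = 3) in postpuberty.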

Among the identified genes, *GNAQ* and *ARRB1* exhibit upregulation in prepuberty but downregulation during puberty and postpuberty. The targeted relationship prediction suggests that lncRNA transcripts MSTRG.15767.17, MSTRG.24580.3, MSTRG.25425.6, and XR_009597486.1 may modulate *GNAQ* expression through oar-miR-106b. Specifically, XR_009597486.1 shows high expression in prepuberty, while MSTRG.25425.6 and MSTRG.15767.17 are highly expressed during puberty, and MSTRG.24580.3 is highly expressed during both puberty and postpuberty (Supplementary Figure S7B). In addition, this study also constructed a ceRNA network for growth hormone synthesis, secretion, and action (Supplementary Figure S8). 

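XR_009597486.1 had an FPKM of 1.82, 2.41 and 2.73 in prepuberty, 2.21, 0.141 and 0.429 in puberty, and 0.111, 0.867 and 0 in postpuberty. MSTRG-25425.6 had an FPKM of 205 in Puberty 1 and was listed at 0 in the other 8 libraries. For MSTRG-15767.17 the FPKM was 5.26 in Puberty 2 and at most 0.295 elsewhere. MSTRG-24580.3 had an FPKM of 0.776, 7.77 and 0 in puberty, 0.59, 1.23 and 0 in postpuberty, and 0, 0 and 0.497 in prepuberty.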

The network consisted of 57 lncRNA transcripts, 47 lncRNA genes, 47 mRNA transcripts, 21 genes, and 22 miRNAs. A total of 10 genes (*ADCY1*, *ADCY6*, *ADCY7*, *ADCY9*, *PLCB1*, *AKT2*, *GSK3B*, *PRKCB*, *PRKACB*, and *PRKCA*) were identified as hub genes of the PPI network (Supplementary Figure S8B). In summary, the above analysis shows that during the reproductive process of puberty, lncRNAs can regulate the expression of reproductive-related hormone signaling pathways such as GH and GnRH through miRNAs. This regulation in turn affects growth, gondal development, and sex hormone production to ensure normal reproductive maturity and physical development.

**Figure 5:**
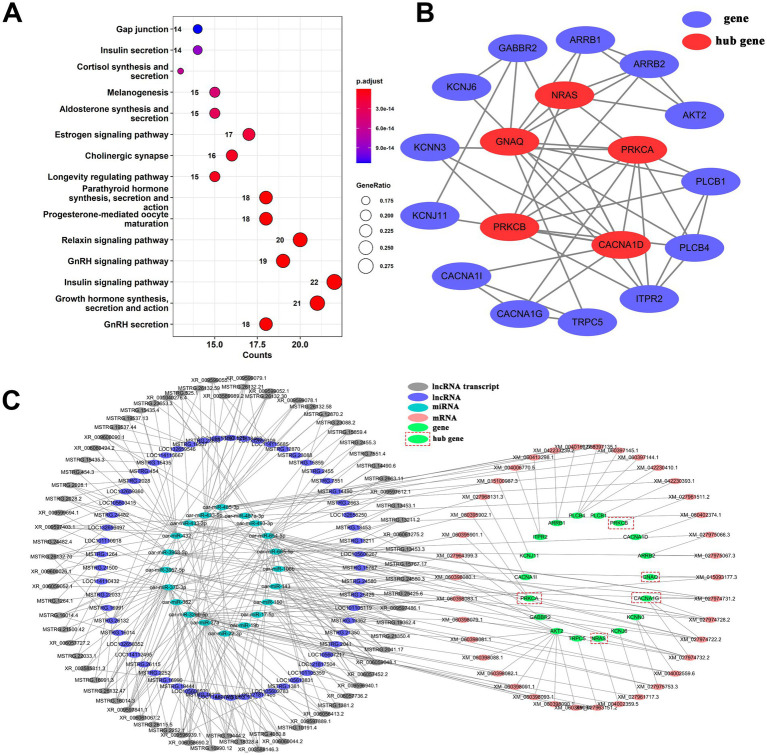
The ceRNA network of lncRNA-miRNA-mRNA in the signaling pathway of GnRH secretion. **(A)** A dotplot analysis of KEGG signaling pathways revealed significant enrichment in the regulation of estrus and reproductive function. **(B)** Protein and protein interaction network diagram of genes enriched in the signaling pathway for GnRH secretion. **(C)** The GnRH secretion ceRNA network.

### 3.7 GnRH secretion network ceRNA relationship verification results

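The mean FPKM of GNAQ was 12.5 ± 2.15 (SD, n = 3) in prepuberty, 10.2 ± 2.69 (SD, n = 3) in puberty and 11.7 ± 1.00 (SD, n = 3) in postpuberty, differences no larger than the spread between animals in puberty. For GNAQ the log2 fold change was 0.29 (standard error 0.33, limma adjusted p = 0.844) in prepuberty versus puberty and -0.22 (standard error 0.33, limma adjusted p = 0.842) in puberty versus postpuberty. Without Puberty 2 these log2 fold changes were 0.09 and -0.02. PRKCA (XM_060395902.1, chromosome 11, 61845443 to 62134300) had an FPKM of 4.92, 0.858 and 6.57 in prepuberty, 5.55, 0 and 1.49 in puberty, and 17, 14.4 and 5.89 in postpuberty. Its log2 fold change was 0.78 (standard error 0.75, limma adjusted p = 0.838) in prepuberty versus puberty, and 0.11 without Puberty 2. In puberty versus postpuberty it was -2.29 (standard error 0.75, limma adjusted p = 0.788). Every postpuberty library lay above every puberty library (two-sided exact permutation p = 0.1), and with each library left out in turn the log2 fold change stayed between -2.98 and -1.62. Of the other 3 hub genes, the transcripts in Figure 6 had an FPKM of between 0 and 2.92 (NRAS, XM_004002359.5), between 0 and 8.1 (PRKCB, XM_027961511.2) and between 0 and 0.572 (CACNA1D, XM_060402374.1) in the 9 libraries. Summed over both its transcripts, PRKCB lay between 3.51 and 31.2.

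**Figure D3:**
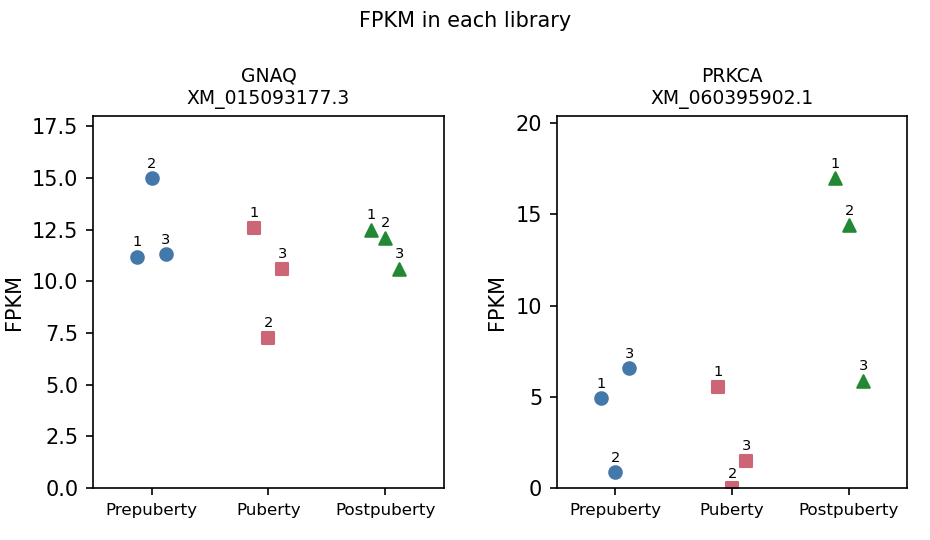
FPKM (vertical axis) of GNAQ XM_015093177.3 and PRKCA XM_060395902.1 in each library, grouped by stage on the horizontal axis, with 1 point per library and the replicate number above it. The lowest value of both transcripts lies in Puberty 2, 7.27 for GNAQ and 0 for PRKCA.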

Among the five hub genes of the GnRH secretion ceRNA network, *GNAQ* (XM_015093177.3) and *PRKCA* (XM_060395902.1) were differentially expressed in the three stages and were significantly lower in puberty than in prepuberty and postpuberty (FDR < 0.05) (Figure 6A). Therefore, the LOC101105119-oar-miR-106b-*GNAQ* and LOC105608520/LOC105607217/LOC101110918-oar-miR-370-3p-*PRKCA* relationships were screened for targeted relationship exploration (Figure 6B and Supplementary Figure S10). Sequencing results showed that LOC101105119 (XR_009597486.1) and LOC101110918 (XR_006059052.1) were highly expressed in prepuberty (Figure 6C). 

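LOC101105119 lies on chromosome 1 from 106375983 to 106400494, and its transcript XR_009597486.1 had a log2 fold change of 0.93 (standard error 0.43, limma adjusted p = 0.912) in prepuberty versus puberty, or 0.62 without Puberty 2. In prepuberty versus postpuberty the log2 fold change was 1.37 (standard error 0.43, limma adjusted p = 1), and every prepuberty library of this transcript lay above every postpuberty library (two-sided exact permutation p = 0.1). Sums over the 9 transcripts of LOC101105119 overlapped, with a mean FPKM of 5.75 ± 1.57 (SD, n = 3) in prepuberty, 5.25 ± 4.28 (SD, n = 3) in puberty and 5.42 ± 2.65 (SD, n = 3) in postpuberty. The XR_006059052.1 transcript of LOC101110918 (chromosome 3, 2808613 to 2812343) had an FPKM of 23.8, 4.09 and 34.8 in prepuberty, 29.5, 7.42 and 5.38 in puberty, and 2.32, 8.64 and 4.26 in postpuberty. Its log2 fold change in prepuberty versus puberty was 0.49 (standard error 0.82, limma adjusted p = 0.942), and it was -0.07 without Prepuberty 3. Summed over both transcripts of LOC101110918, the FPKM was 55, 72.2 and 66.8 in prepuberty and 66.3, 124 and 55.7 in puberty. The log2 fold change of these sums was -0.26, a reversal that came from the 124 of Puberty 2, as it was 0.08 without that library, a setting chosen after the values were seen.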

LOC105608520 (XR_003588146.3) was highly expressed in postpuberty. 

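The FPKM of XR_003588146.3 (chromosome 2, 103906920 to 103912691) was 26.2, 8.9 and 6.84 in postpuberty, 2.19, 4.05 and 8.78 in puberty, and 3.47, 5.68 and 7.89 in prepuberty. Puberty versus postpuberty gave a log2 fold change of -1.25 (standard error 0.58, limma adjusted p = 0.858). Across the fits that each left out 1 library this value ranged from -1.68 (without Puberty 3) to -0.71 (without Postpuberty 1).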

LOC105607217 (XR _006059048.1) was lowly expressed in puberty. 

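XR_006059048.1 (chromosome 3, 2784915 to 2790294) had an FPKM of 0, 0.00267 and 1.64 in puberty, 3.75, 7.81 and 6.19 in prepuberty, and 4.95, 6.23 and 5.69 in postpuberty. All 3 puberty libraries lay below the libraries of both other stages (two-sided exact permutation p = 0.1 for each comparison). The log2 fold change was 2.28 (standard error 0.44, limma adjusted p = 0.741) in prepuberty versus puberty and -2.25 (standard error 0.44, limma adjusted p = 0.397) in puberty versus postpuberty. Both comparisons passed the thresholds with 1 factor of RUVr. The log2 fold changes stayed between 2.04 and 2.74, and between -2.72 and -2.02, with each library left out in turn. Summed over the 4 transcripts of LOC105607217, the FPKM was 19.5, 18.1 and 23.2 in puberty, 12.4, 37.9 and 21.9 in prepuberty, and 15.5, 29 and 20.3 in postpuberty. From the lower expression of GNAQ and PRKCA in puberty, the paper chose these lncRNAs and their predicted miRNAs for the study of targeting.

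**Figure D4:**
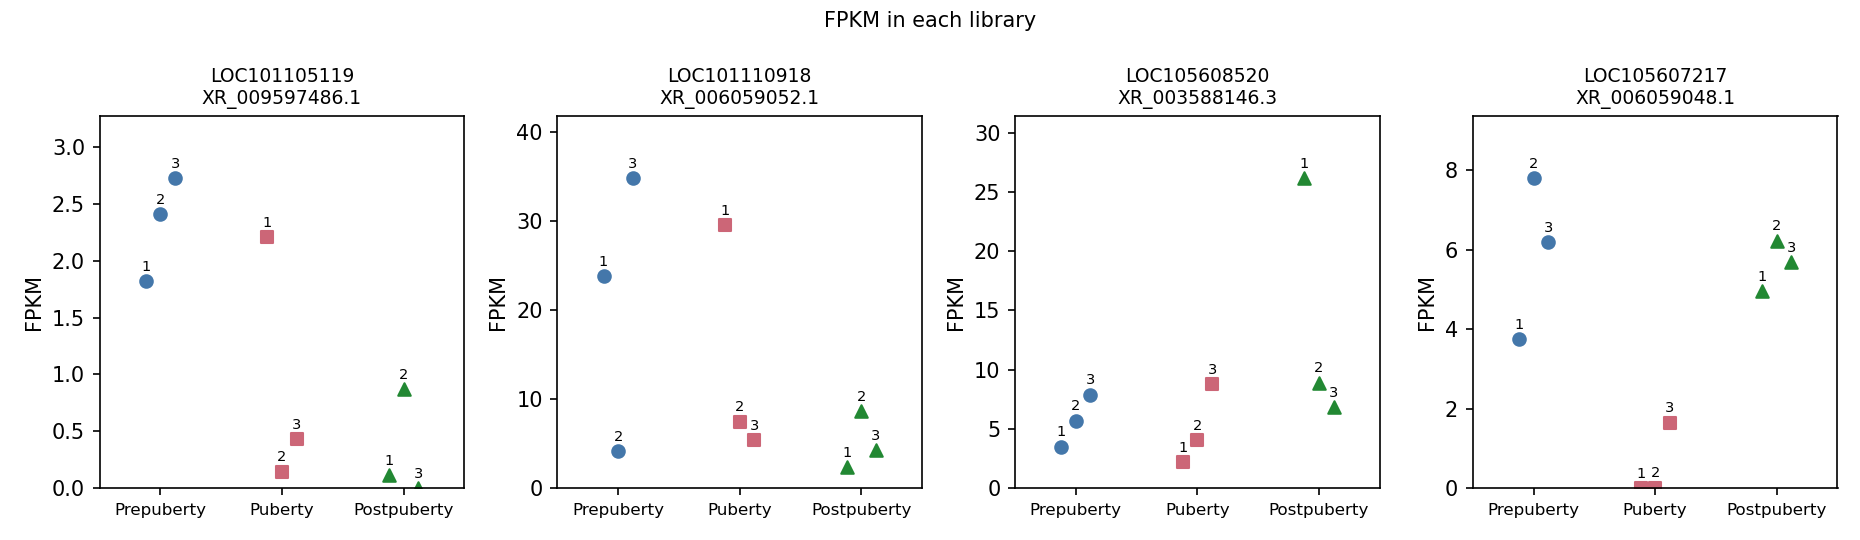
FPKM (vertical axis) of XR_009597486.1, XR_006059052.1, XR_003588146.3 and XR_006059048.1 in each library, grouped by stage on the horizontal axis, with 1 point per library and the replicate number above it. For XR_006059048.1 the puberty libraries lie between 0 and 1.64 and the libraries of the other stages between 3.75 and 7.81.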

RT-qPCR results showed that oar-miR-106b and oar-miR-370-3p were highly expressed in puberty (Figure 6D). The results of the dual luciferase assay showed that compared with the control group, after transfection with oar-miR-106b mimics, the relative expression of firefly luciferase in wild-type vectors and positive vectors of *GNAQ* and LOC101105119 was significantly downregulated (*p* < 0.01), and the expression of mutant vectors did not change significantly (Figure 6E). After transfection with oar-miR-370-3p mimics, the relative expression of firefly luciferase in wild-type vectors and positive vectors of *PRKCA* and LOC105607217 was significantly downregulated (*p* < 0.01), and the expression of mutant vectors did not change significantly. After transfection with oar-miR-370-3p mimics, the firefly luciferase in wild-type vectors and mutant vectors of LOC105608520 and LOC101110918 did not change significantly, and the positive vector was significantly downregulated (*p* < 0.01). Dual luciferase assays showed that oar-miR-106b had targeted regulatory relationships with *GNAQ* and LOC101105119, while oar-miR-370-3p had targeted regulatory relationships with *PRKCA* and LOC105607217, but had no targeted regulatory relationship with LOC105608520 and LOC101110918.

**Figure 6:**
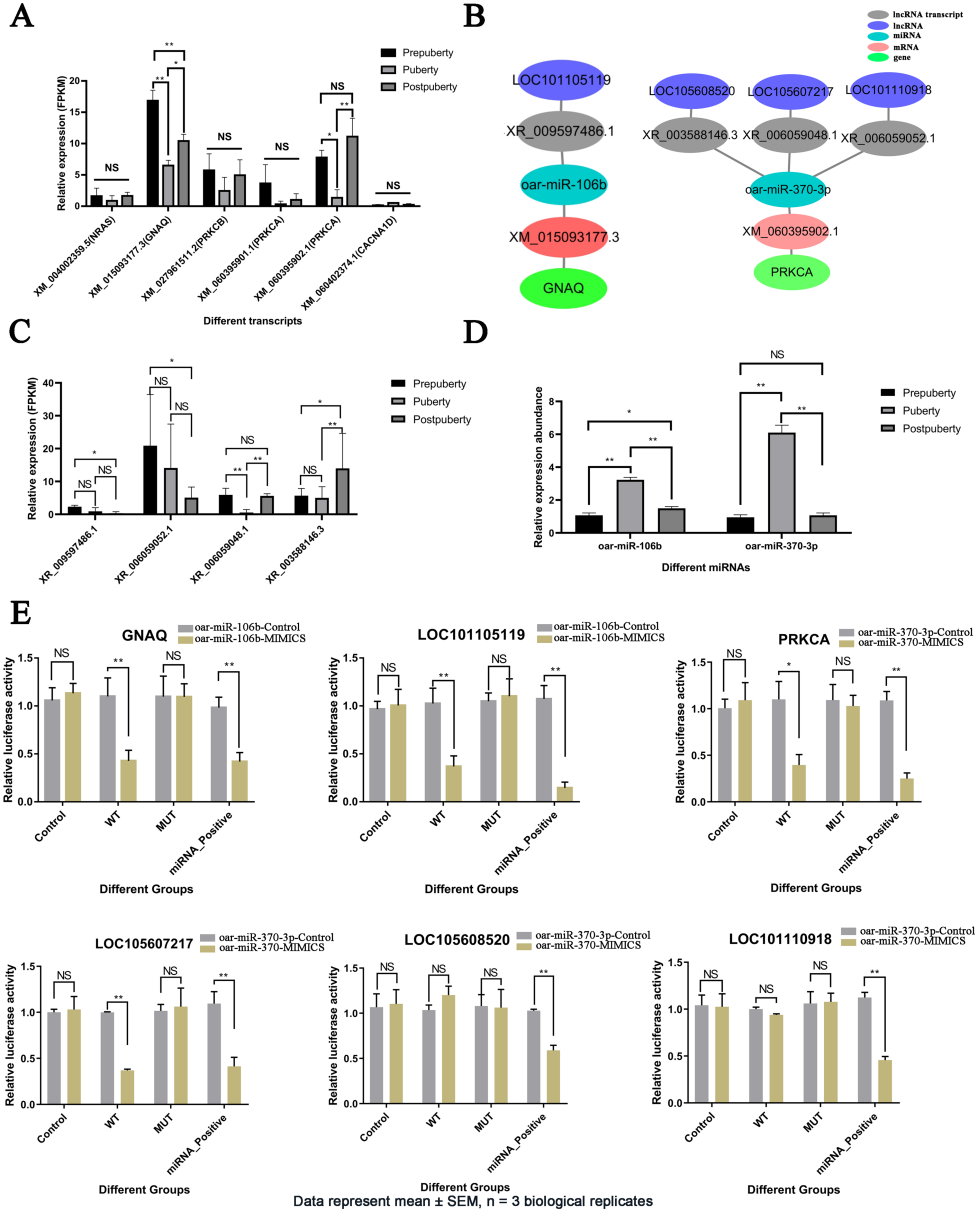
Analysis of expression patterns of hub genes in the GnRH secretion-related ceRNA network and validation of targeted interactions. **(A)** Expression (FPKM) bar plot of hub genes in the GnRH secretion-related ceRNA network. **(B)** The ceRNA relationship diagram for hub genes *GNAQ* and *PRKCA*. **(C)** Expression (FPKM) bar plot of lncRNAs in the GnRH secretion-related ceRNA network. **(D)** Expression bar plot of oar-miR-106b and oar-miR-370-3p detected by RT-qPCR. **(E)** Detection of targeting relationship of LOC101105119-oar-miR-106b-*GNAQ*, LOC105608520/LOC105607217/LOC101110918-oar-miR-370-3p-*PRKCA* using dual luciferase assay. Data are presented as mean ± SEM (*n* = 3 biological replicates). *p value <0.05, **p value <0.01, and NS, Not Significant.

Cell transfection revealed that the transfection efficiency of the overexpression vector was above 64% (Supplementary Figure S11). The results of the cell transfection experiment showed that compared with the control group (Figure 7A), the LOC101105119 overexpression group had no significant effect on the expression of *GNAQ*, while the *GNAQ* overexpression group had a significant upregulation of *GNAQ* expression (*p* < 0.01). Overexpression of oar-miR-106b significantly downregulated the expression of *GNAQ* (*p* < 0.01), while oar-miR-106b + LOC101105119 co-transfected cells did not significantly change the expression of *GNAQ* compared with the control group. When oar-miR-106b + LOC101105119 + *GNAQ* were co-transfected into cells, *GNAQ* was significantly upregulated compared with the control group (*p* < 0.01). Similarly, compared with the control group, overexpression of LOC105607217 alone had no significant effect on *PRKCA* expression, while overexpression of oar-miR-370-3p significantly downregulated *PRKCA* expression (Figure 7B). Compared with the control group, the expression of *PRKCA* in the oar-miR-370-3p + LOC105607217 group had no significant change, while the expression of *PRKCA* in the oar-miR-370-3p + LOC105607217 + *PRKCA* group was significantly upregulated (*p* < 0.01).

**Figure 7:**
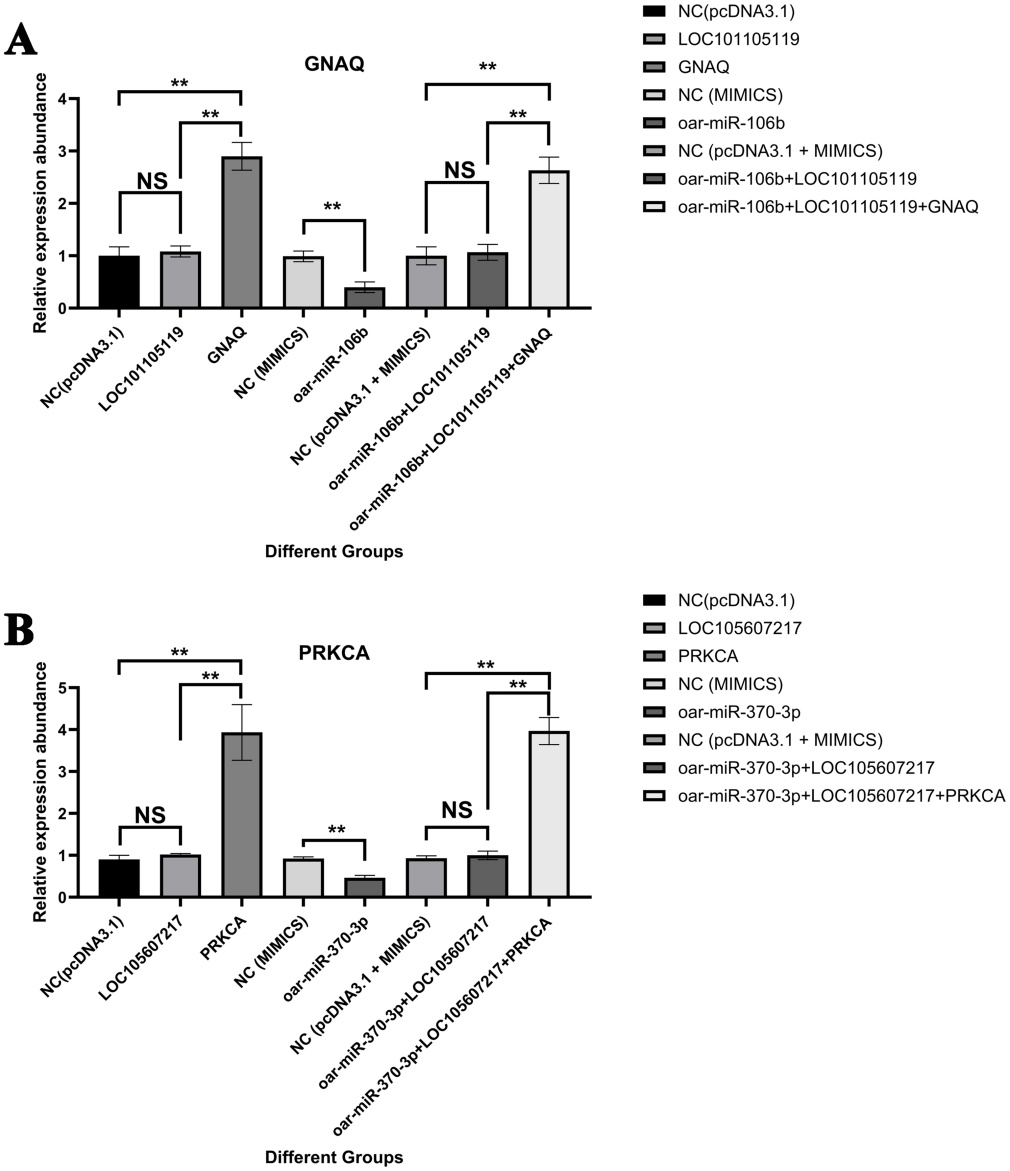
Validation results of LOC101105119-oar-miR-106b-*GNAQ* and LOC105607217-oar-miR-370-3p-*PRKCA* ceRNA regulatory relationship. **(A)** Validation results of LOC101105119-oar-miR-106b-*GNAQ* ceRNA regulatory relationship. **(B)** Validation results of LOC105607217-oar-miR-370-3p-*PRKCA* ceRNA regulatory relationship. The bar graph shows the relative expression of *GNAQ* and *PRKCA* detected by RT-qPCR 48 h after cell transfection. The grouping information is as follows: empty pcDNA3.1 vector without sequence insertion (NC(pcDNA3.1)); gene overexpression vector (gene); lncRNA overexpression vector (lncRNA); miRNA control group (NC (MIMICS)); miRNA overexpression group (miRNA); NC (pcDNA3.1 + MIMICS); miRNA and lncRNA co-overexpression group (miRNA + lncRNA); miRNA, lncRNA, and gene co-overexpression group (miRNA + lncRNA + gene). *p value <0.05, **p value < 0.01, and NS, Not Significant.

### 3.8 Analysis of differentially expressed lncRNA expression patterns and co-expression analysis with mRNA

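The clusters of Supplementary Table S9 were compared with the mean FPKM of each stage, and 126 of the 129 lncRNAs had their highest mean in postpuberty (cluster 1), prepuberty (cluster 2) or puberty (cluster 3). The lncRNAs had been selected for differences between stages in these same libraries, so this number is not independent evidence.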

According to the expression of differentially expressed lncRNAs, a total of 129 lncRNAs were grouped into three clusters (Figure 8 and Supplementary Table S9). 

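Of the 27 lncRNAs that Supplementary Table S9 places in cluster 1, 24 had their highest mean FPKM in postpuberty. All 3 postpuberty libraries had an FPKM above 0 for 18 of the 27. For 2 of the 27, every postpuberty library lay above every library of the other stages. The highest single value lay in Postpuberty 1 for 6, in Postpuberty 2 for 9 and in Postpuberty 3 for 9. When the highest postpuberty library was left out for each lncRNA, 13 were still highest in postpuberty. All libraries of the other stages were kept, so this step could only lower the number.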

Cluster 1 comprised 27 lncRNAs, which exhibited significantly high expression levels specifically in postpuberty. Cluster 2 consisted of 23 lncRNAs, which showed specific high expression in prepubety. 

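The prepuberty mean was the highest for 23 of the 23 lncRNAs of cluster 2, and 16 of them had an FPKM above 0 in all 3 prepuberty libraries. For 1 of the 23, every prepuberty library lay above every library of the other stages. The highest single value lay in Prepuberty 2 for 11 and in each of the other prepuberty libraries for 6. With only the highest prepuberty library of each lncRNA left out, which could only lower the number, 17 were still highest in prepuberty. The paper states that each cluster was specific to 1 stage.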

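Cluster 3 held 79 lncRNAs, and 79 of them had their highest mean FPKM in puberty. The highest single value lay in Puberty 2 for 71 of them, in Puberty 1 for 4 and in Puberty 3 for 4. When Puberty 2 was left out, 42 of the 79 had their highest mean in puberty. With only the highest puberty library of each lncRNA left out instead, which could only lower the number, 37 were still highest in puberty. With the median of each stage in place of the mean, 50 of the 79 were highest in puberty. All 3 puberty libraries had an FPKM above 0 for 43 lncRNAs, and for 3 every puberty library lay above every library of the other stages.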

Cluster 3 included 79 lncRNAs, which demonstrated specific high expression during the puberty. Co-expression analysis results (Supplementary Table S10) revealed that out of the differentially expressed lncRNAs, there were a total of 1,194 co-expression relationships with 205 protein-coding mRNAs involving 58 lncRNAs. 

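Pearson correlations across the 9 libraries were recomputed on log2(FPKM + 1) for the 1194 pairs of Supplementary Table S10, which hold 58 lncRNAs and 205 mRNAs. An absolute r of at least 0.7 was found for 489 pairs, and 1154 pairs had the sign that the paper lists. The median absolute r was 0.641, against 0.771 for the values that the paper lists. After the mean of each stage was subtracted, 228 pairs had an absolute r of at least 0.7. Across the fits that each left out 1 library the number ranged from 482 to 630, and it was 630 without Puberty 2. These pairs had been selected in the same libraries.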

The GO and KEGG analysis of the co-expressed mRNAs in each cluster of lncRNAs (Supplementary Table S11) revealed that GO terms such as regulation of vesicle fusion, positive regulation of Wnt signaling pathway, positive regulation of canonical Wnt signaling pathway, cell-matrix adhesion, and regulation of ATP metabolic process were significantly enriched in cluster 1. In cluster 2, there was significant enrichment of GO terms related to mammary gland morphogenesis, regulation of embryonic development, regulation of cell-matrix adhesion, gland morphogenesis, mammary gland duct morphogenesis, and other aspects of mammary gland development. Additionally, signaling pathways related to the reproductive system such as the oxytocin signaling pathway, calcium signaling pathway, and ErbB signaling pathway were also significantly enriched. In cluster 3, there was a significant enrichment of GO terms related to structural support and signal transduction. These included terms such as positive regulation of cell-matrix adhesion, cell-matrix adhesion, and chorion development.

**Figure 8:**
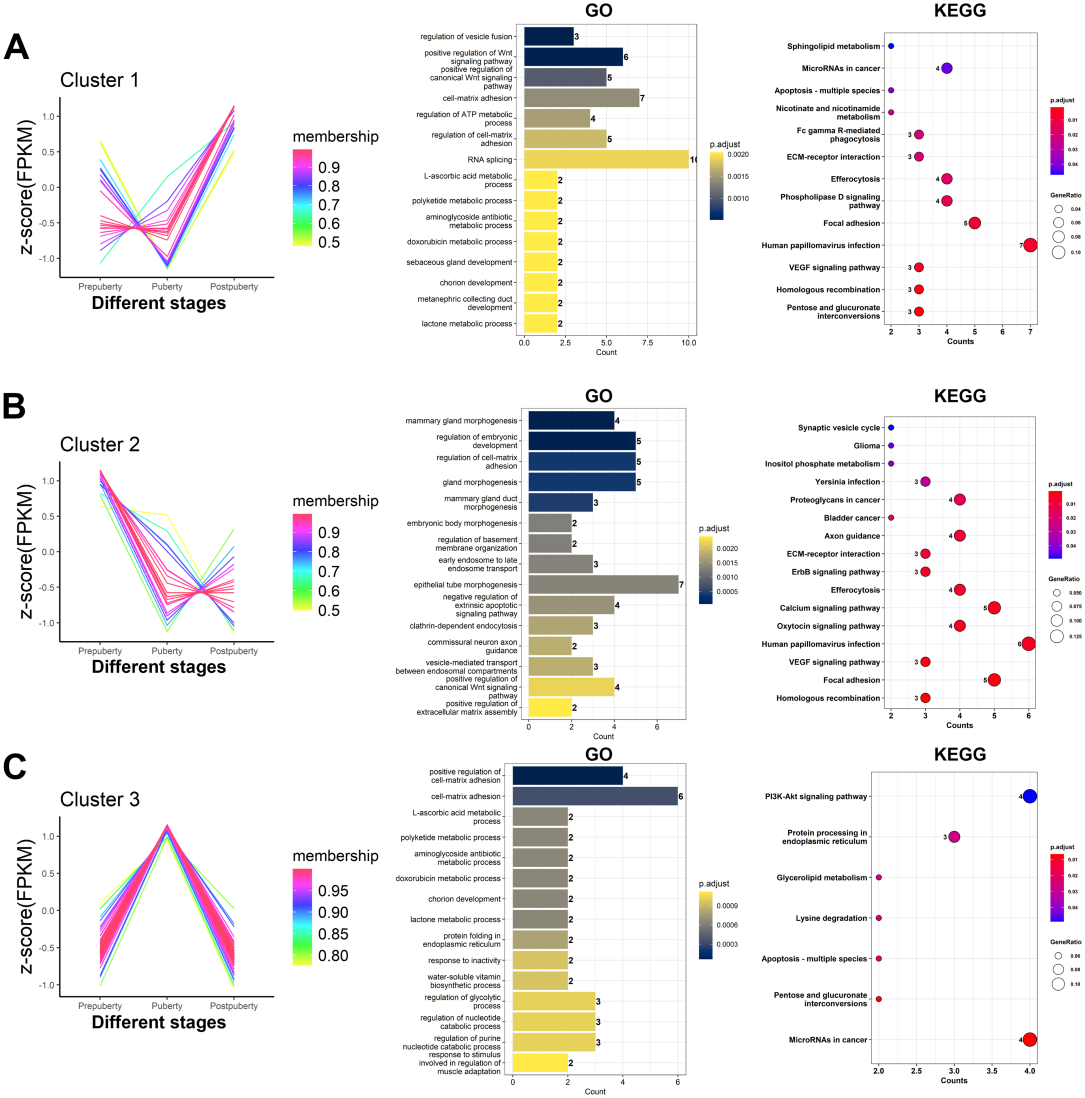
Expression patterns and target genes function analysis of differentially expressed lncRNAs. The 129 differentially expressed lncRNAs were grouped based on their expression levels, resulting in the identification of three distinct clusters of lncRNAs. **(A–C)** cluster1, cluster2, and cluster3 lncRNAs, respectively. According to the lncRNA-mRNA co-expression relationship, the target genes corresponding to the lncRNAs in each cluster were obtained. The bar chart and dotplot show the GO annotation and KEGG pathway enrichment analysis results of the target genes corresponding to lncRNA, respectively.

### 3.9 LncRNA regulates the oxytocin signaling pathway through a co-expression relationship

According to the above KEGG enrichment analysis results, a co-expression relationship network related to the oxytocin signaling pathway was constructed (Figure 9). The network contains 5 mRNAs derived from 4 genes (*CAMK2G*, *SRC*, LOC105614340, and *NFATC2*), and 6 lncRNA transcripts derived from 6 lncRNA genes (MSTRG.19537, LOC121818463, LOC132659109, MSTRG.2028, LOC101105119, and LOC132658352). 

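Correlations with SRC (XM_060397793.1) were computed across the 9 animals on log2(FPKM + 1), within a family of 42 pairs of the lncRNAs and mRNAs in Figure 9 and Supplementary Figure S12, with two-sided exact permutation tests and Benjamini-Hochberg adjustment over the family. Of the 42 pairs, 7 had an absolute r of at least 0.7 and an unadjusted exact p below 0.05, and 0 had an adjusted p below 0.05. The number moved most, to 1, with the mean of each stage subtracted and permutations within stages, and was 11 without Prepuberty 1. For XR_009597486.1 and SRC, r was 0.558 (exact p = 0.123, adjusted p = 0.307) and Spearman's rho was 0.511 (exact p = 0.167). Without the 2 libraries farthest from the median of the lncRNA, r was 0.478, and with the mean of each stage subtracted it was -0.281. For XR_009599055.1 and SRC, r was 0.587 (exact p = 0.0989, adjusted p = 0.307) and rho was 0.620 (exact p = 0.0873). Without the 2 farthest libraries, which held the 2 highest values of this lncRNA, r was 0.408. With stage means subtracted it was -0.698 (exact p = 0.222 from permutations within stages). As both transcripts were listed at 0 in all puberty libraries, only 6 libraries enter that value. XR_009599055.1 was also listed at 0 in Postpuberty 1 and Postpuberty 2. The text of the paper names no sequencing batch, so no correlation within batches was computed.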

XR_009597486.1 (LOC101105119) and XR_009599055.1 (LOC121818463) were significantly positively correlated with XM_060397793.1 (*SRC*) (*p* < 0.05) (Figure 9B). It is well established that steroid receptor coactivator (*SRC*) is a nuclear receptor coactivator that plays a crucial role in the reproductive system of mammal (45). The study revealed that SRC is involved in regulating the activity of sex hormone receptors, such as estrogen receptor (ER) and androgen receptor (AR), thereby impacting the development of germ cells, the synthesis of reproductive hormones, and the proliferation of gonads. Notably, it was found that SRC is highly expressed in prepuberty (Figure 9D), suggesting that the two co-expressed lncRNAs (LOC101105119 and LOC121818463) may play a role in regulating germ cell development and reproductive hormone synthesis to influence sexual maturity in sheep. 

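The SRC transcript XM_060397793.1, 1 of 9 of this gene (chromosome 13, 66273194 to 66327205), had an FPKM of 1.42, 0.947 and 0.571 in prepuberty, was listed at 0 in all 3 puberty libraries, and had 0.405, 0 and 0 in postpuberty. For this transcript every prepuberty library was above every library of the other stages (two-sided exact permutation p = 0.1 against each). Summed over the 9 transcripts, the FPKM of SRC was 4.89, 6.77 and 2.01 in prepuberty, 4.01, 2.9 and 4.65 in puberty, and 4.1, 4.74 and 4.28 in postpuberty. The paper describes SRC as a steroid receptor coactivator. From this role, the expression and the correlations, it proposes that both lncRNAs may influence germ cell development and reproductive hormone synthesis. The values here belong to the gene with the RefSeq symbol SRC, and its identity with that coactivator was not established here.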

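CAMK2G lies on chromosome 25 from 28923024 to 28978292, and 2 of its 50 transcripts belong to the network of Figure 9. XM_060406679.1 had a mean FPKM of 0.309 ± 0.133 (SD, n = 3) in prepuberty, 0.674 ± 0.516 (SD, n = 3) in puberty and 0.982 ± 0.413 (SD, n = 3) in postpuberty. Puberty 2, with an FPKM of 0.171, lay below every prepuberty library (0.452, 0.285 and 0.189). Puberty 1 and Puberty 3 (0.649 and 1.2) lay above all of them. The log2 fold change of this transcript was -0.31 (standard error 0.32, limma adjusted p = 0.839) in prepuberty versus puberty. It was -0.58 (standard error 0.32, limma adjusted p = 1) in prepuberty versus postpuberty, with every postpuberty library above every prepuberty library (two-sided exact permutation p = 0.1). XM_060406688.1 had a mean FPKM of 0.318 ± 0.0925 (SD, n = 3), 0.525 ± 0.419 (SD, n = 3) and 0.839 ± 0.531 (SD, n = 3) in the same stages. For this transcript too, every postpuberty library lay above every prepuberty library (two-sided exact permutation p = 0.1). Puberty 2 (0.0555) again lay below every prepuberty library, and Puberty 1 and Puberty 3 (0.658 and 0.862) above all of them. Summed over the 50 transcripts, the FPKM of CAMK2G was 38.8, 73.5 and 37.8 in prepuberty, 64.5, 1.32 and 53 in puberty, and 55, 61 and 44.6 in postpuberty.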

*CAMK2G* is significantly upregulated during puberty and postpuberty. Additionally, XR 009597486.1 (LOC101105119) and XR 009599055.1 (LOC121818463) show a negative correlation with *CAMK2G* expression. 

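For XR_009597486.1 and XM_060406679.1, r was -0.573 (exact permutation p = 0.109, adjusted p = 0.307), rho was -0.567 (exact p = 0.121), and r was -0.264 without the 2 libraries farthest from the median of the lncRNA. Without Puberty 2 this r was -0.896, and with the mean of each stage subtracted it was -0.114. For XR_009597486.1 and XM_060406688.1, r was -0.388 (exact p = 0.311, adjusted p = 0.483), rho was -0.483 (exact p = 0.194), and r without the 2 farthest libraries was 0.0651. For XR_009599055.1, r was -0.308 (exact p = 0.410, adjusted p = 0.525) with XM_060406679.1 and -0.0769 (exact p = 0.846, adjusted p = 0.846) with XM_060406688.1. Both of these pairs had a rho of -0.274 (exact p = 0.476), and their r was 0.330 and 0.509 without the 2 farthest libraries. The last 3 relations changed sign without those libraries, and the last was close to 0 with all 9. Leaving out the values farthest from the median narrows the range of the lncRNA, which by itself tends to weaken a correlation. For XR_009599055.1, listed at 0 in 5 libraries, it removed the 2 highest values, those of Prepuberty 2 and Prepuberty 3. For XR_009597486.1 and XM_060406688.1, r was -0.771 without Puberty 2 and -0.0771 without Postpuberty 3, so it depended on single libraries.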

As an essential signal-transduction protein kinase, *CAMK2G* plays a crucial role in various biological processes such as neurotransmission, muscle contraction, and cell proliferation (46). LOC101105119 and LOC121818463 may impact the function of the reproductive system by influencing the cell cycle, cell differentiation, or interacting with other signaling pathways through *CAMK2G*.

**Figure 9:**
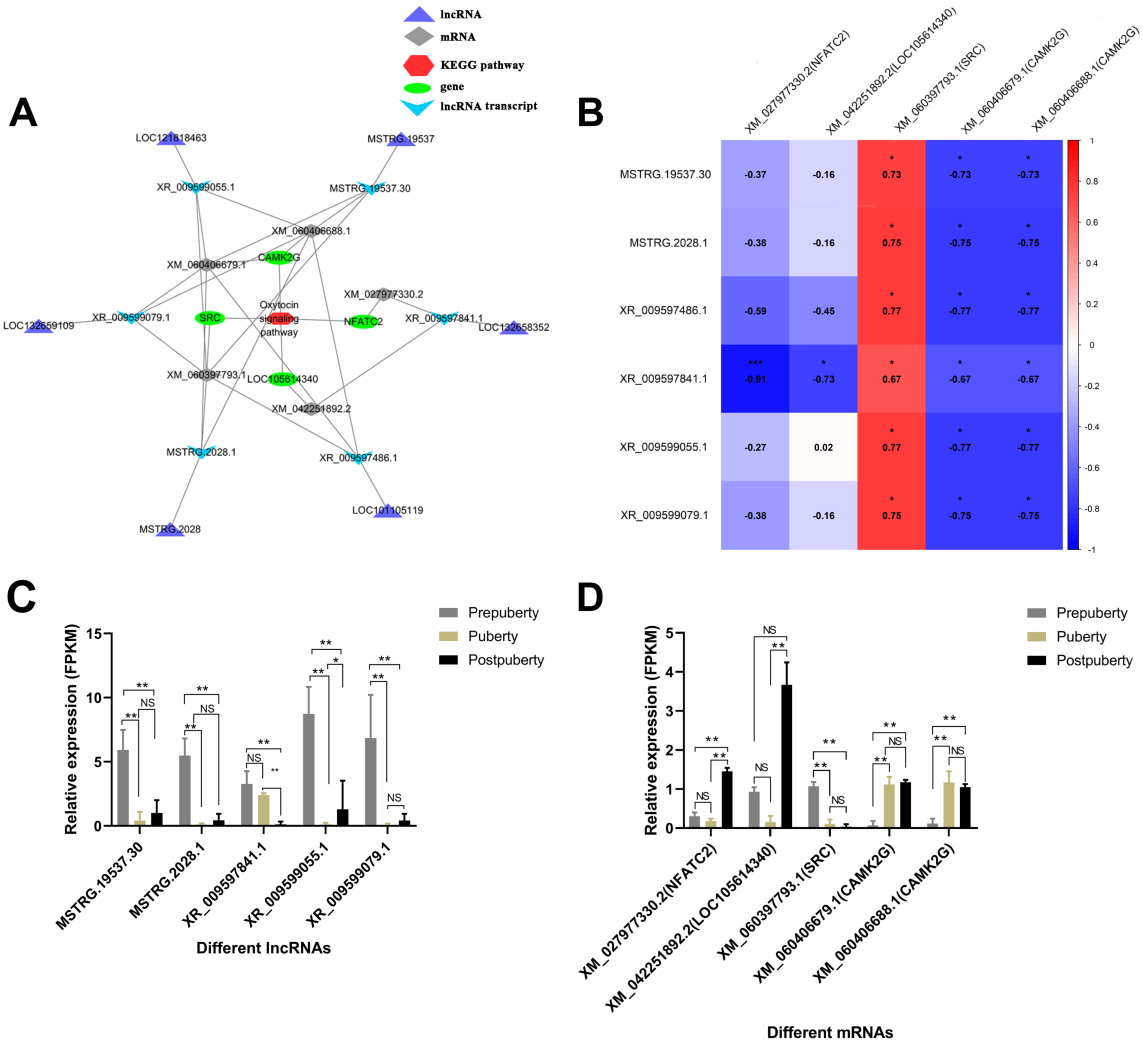
Construction of a lncRNA-mRNA co-expression network associated with the oxytocin signaling pathway. **(A)** A lncRNA-mRNA co-expression network associated with the oxytocin signaling pathway. **(B)** Heat map illustrating the correlation between lncRNA and mRNA expression levels. **(C)** Bar graph depicting the expression levels of lncRNAs in prepuberty, puberty, and postpuberty. **(D)** Bar graph depicting the expression levels of mRNAs in prepuberty, puberty, and postpuberty. *p value < 0.05, **p value < 0.01, and NS, Not Significant.

### 3.10 LncRNA regulates calcium signaling pathway through co-expression relationship

The calcium signaling pathway co-expression network included six mRNAs (Supplementary Figure S12A), derived from five genes (*CAMK2G*, LOC105614340, *SPHK2*, *NFATC2*, and *P2RX6*), and six lncRNA transcripts derived from six lncRNA genes (LOC132658352, MSTRG.2028, LOC121818463, MSTRG.19537, LOC101105119, and LOC132659109). 

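The P2RX6 transcript XM_027956893.2, 1 of 4 of this gene (chromosome 17, 72395280 to 72404519), had a mean FPKM of 0.314 ± 0.0877 (SD, n = 3) in prepuberty, 0.880 ± 0.215 (SD, n = 3) in puberty and 1.10 ± 0.195 (SD, n = 3) in postpuberty. For this transcript all prepuberty libraries lay below all libraries of the other stages (two-sided exact permutation p = 0.1 for each comparison). Sums over the 4 transcripts overlapped between the stages, with an FPKM of 3.1, 5.53 and 5.85 in prepuberty, 6.57, 9.57 and 5.29 in puberty, and 4.23, 6.65 and 6.11 in postpuberty. The log2 fold change of the transcript was -0.51 (standard error 0.26, limma adjusted p = 0.838) in prepuberty versus puberty and -0.67 (standard error 0.26, limma adjusted p = 1) in prepuberty versus postpuberty.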

P2RX6 is highly expressed during adolescence and late adolescence (Supplementary Figure S12C). LncRNAs such as XR_009597486.1 (LOC101105119), XR_009599055.1 (LOC121818463), and MSTRG.2028.1 (MSTRG.2028) are all significantly negatively correlated with *P2RX6* (Figure 9B). It is known that the *P2RX6* receptor acts as an ion channel on the cell membrane, specifically binding to and responding to adenosine triphosphate (ATP). 

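For P2RX6 and XR_009599055.1, r was -0.705 (exact permutation p = 0.0417, adjusted p = 0.250), rho was -0.602 (exact p = 0.0933), and r was -0.351 without the 2 libraries farthest from the median of the lncRNA. Those 2 libraries held the 2 highest values of XR_009599055.1. The r of P2RX6 with MSTRG-2028.1 was -0.711 (exact p = 0.0556, adjusted p = 0.292), with a rho of -0.593 (exact p = 0.111). It rests on Prepuberty 2 and Prepuberty 3, since the lncRNA was listed at 0 in every other library, and no r can be given without them. With XR_009597486.1, r was -0.575 (exact p = 0.109, adjusted p = 0.307), rho was -0.450 (exact p = 0.230), and r without the 2 farthest libraries was -0.437. After subtraction of stage means, these r were -0.0972 for XR_009599055.1, -0.102 for MSTRG-2028.1 and 0.719 (exact p = 0.130 from permutations within stages) for XR_009597486.1.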

In the egg, the function of the *P2X6* receptor may be related to the maturation of the egg and early development after fertilization (47). ATP signaling through the P2X6 receptor may play a role in embryonic development stage after fertilization. Therefore, it is suggested that these lncRNAs may play an important biological role in regulating germ cell function and reproductive system by affecting *P2RX6*. *SPHK2* is significantly upregulated in postpuberty, and XR 009597841.1 (LOC132658352) shows a negative correlation with *SPHK2* expression. Additionally, it is well-established that the activity of *SPHK2* is closely linked to cell apoptosis and survival processes in academic literature (48). 

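The SPHK2 transcript XM_027978563.3, 1 of 12 of this gene (chromosome 14, 55017857 to 55025748), had an FPKM of 0.15, 0.321 and 0.265 in prepuberty, 0.155, 1.14 and 0.392 in puberty, and 0.524, 0.534 and 0.63 in postpuberty. Its log2 fold change was -0.33 (standard error 0.29, limma adjusted p = 1) in prepuberty versus postpuberty, with every postpuberty library above every prepuberty library (two-sided exact permutation p = 0.1). In puberty versus postpuberty it was -0.05, with Puberty 2 (1.14) above every postpuberty library and Puberty 1 and Puberty 3 (0.155 and 0.392) below all of them. The FPKM of SPHK2 summed over the 12 transcripts went the other way, with 14.5, 10.2 and 12.9 in prepuberty and 9.74, 8.98 and 10.6 in postpuberty, and was 11.7, 33.5 and 13.2 in puberty. The r of this SPHK2 transcript with XR_009597841.1 was -0.373 (exact p = 0.327, adjusted p = 0.491) and -0.786 without Puberty 2. Spearman's rho of this pair was -0.695 (exact p = 0.0448, adjusted p = 0.314), and r was -0.386 without the 2 libraries farthest from the median of the lncRNA.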

In the reproductive system, maintaining a balance between cell survival and death is crucial for the quantity and quality of eggs. Additionally, *SPHK2* plays a role in regulating the metabolism of signal lipids on the cell membrane, which may impact the signal transduction pathway of sex hormones. Sex hormones are key regulatory factors in the reproductive system, playing an important role in the development, maturation, and function of eggs sperm, and gonads (49). Therefore, it is evident that LOC132658352 may influence the function of the reproductive system by regulating *SPHK2*.

## 4 Discussion

Puberty estrus is a crucial stage in the reproductive cycle of mammals. In the case of livestock such as sheep, the initiation mechanism of estrus not only impacts reproductive efficiency but also directly influences their production performance (50). In recent years, with the advancement of high-throughput sequencing technology, transcriptome sequencing (RNA-Seq) has demonstrated significant potential in uncovering the regulatory mechanism of gene expression (51, 52). Specifically, lncRNA, as a vital type of noncoding RNA, has garnered increasing attention for its role in transcriptional regulation, post-transcriptional control, and epigenetic processes (6, 53, 54). This study aims to investigate the regulatory role of lncRNA in the puberty estrus initiation mechanism through transcriptome sequencing of sheep hypothalamus tissue. The findings aim to provide a theoretical basis for efficient sheep breeding.

This study has revealed that the number of intergenic lncRNAs in the sheep hypothalamus exceeds the number of intronic lncRNAs (Figure 1D and Supplementary Table S5). This finding is consistent with previous studies conducted in sheep hypothalamus (11, 55), adipocytes (56, 57), muscle (58), and lung (59), but contradicts the results from research on the uterus (60), and pineal gland (61). These findings suggest that the origins of lncRNAs vary across different tissues and developmental stages in sheep. Furthermore, this study observed that mRNA generally contains 5–6 exons, whereas lncRNA typically has only 2–3 exons, highlighting a notable difference in exon count (Figures 1G,H). This finding is consistent with previous studies of the hypothalamus in sheep (55) and goats (62). This disparity can be attributed to the complex gene structure of mRNA, which encodes proteins and requires a greater number of exons to encode different protein regions. In contrast, lncRNA does not encode proteins and possesses a relatively simple gene structure with fewer exons (63). Additionally, the expression level of mRNA was found to be higher than that of lncRNA (Supplementary Figure S2). As mRNA serves as a template for protein synthesis, its expression level is directly influenced by the functional requirements of the organism. While lncRNA also plays crucial regulatory roles, its functions are more diverse and complex, often not necessitating high expression levels for functionality (64).

By conducting transcriptome sequencing analysis of sheep hypothalamic tissue, this study has identified 129 differentially expressed lncRNAs and 206 mRNAs (Figure 2 and Supplementary Table S12). 

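With the same thresholds, 0 of 27675 mRNAs passed in each of the 3 comparisons. An unadjusted p-value below 0.05 was reached by 832 mRNAs in prepuberty versus puberty, 910 in puberty versus postpuberty and 451 in prepuberty versus postpuberty. Without Puberty 1 the numbers were 1802, 1875 and 453, and without Puberty 3 they were 1797, 2046 and 467. Both of these fits had 0 mRNAs past the thresholds. A nominal rate of 0.05 gives 1384 with all 9 libraries, but it is no measure of chance here. In fits of only the 6 libraries compared, other groupings gave 593 to 1326, 598 to 1263 and 875 to 3000 mRNAs. The real groupings gave 638, 655 and 920 in such fits. With all 9 libraries the smallest limma adjusted p-values in the 3 comparisons were 0.312, 0.164 and 0.164. They were 0.313, 0.0564 and 0.648 without Puberty 1, and 0.150, 0.223 and 0.157 without Puberty 3. With 1 factor of the RUVr model, 730 mRNAs passed in any comparison. In data simulated without any difference between stages but with 1 library like Puberty 2, the same model returned 1464 mRNAs.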

A study conducted sequencing of the hypothalamus of monotocous and polytocous sheep during the follicular and luteal phases, identifying 622 and 809 differentially expressed lncRNAs, respectively (55). In addition, differentially expressed lncRNAs were found in comparisons of hypothalamic sequencing of adolescent goats and rats (65), hypothalamic sequencing of goats with different litters (66), and hypothalamic sequencing of goats at different developmental stages from birth to sexual maturity (62). The above not only deepens the understanding of the complexity of the sheep hypothalamic transcriptome, but also reveals the potential role of lncRNA in regulating the reproductive cycle (such as the follicular and luteal phases, different stages of puberty) and reproductive performance (such as single births and multiple births). Specifically, the study has revealed that lncRNA can regulate the expression of hypothalamus-related genes through various mechanisms. For instance, lncRNA can directly modulate the expression of adjacent genes via cis-acting elements such as enhancers, promoters, and silencers (62, 67, 68). In this study, several lncRNAs associated with hypothalamic hormone and neural regulation functions have been identified (Supplementary Table S7). These lncRNAs may exert their regulatory effects on physiological processes such as the estrogen biosynthetic process, dopamine transport, and glycolipid metabolic process through cis-acting mechanisms, thereby influencing the onset of estrus (Figure 3A). It is well-established that during puberty, the ovaries become active and estrogen levels rise rapidly, which in turn promotes the development of female reproductive organs and the emergence of secondary sexual characteristics such as breast development, pelvic widening, and subcutaneous fat deposition in preparation for the onset of estrus (i.e., sexual maturity) (69). During puberty, there are significant changes in the emotions and behaviors of sheep, which are closely related to the development and functional changes of the dopamine system. Increased levels of dopamine may enhance the exploratory desire and adventurous behavior of sheep, as well as affect their interest in and perception of attraction to the opposite sex (70). Glucose and lipid metabolism refer to the processes of synthesis, decomposition, conversion, and utilization of glucose and lipids in the body (71). Puberty is a critical period for growth and development, requiring substantial energy support. The process of glucose and lipid metabolism provides the body with necessary energy and material basis to support the development of reproductive organs and appearance of secondary sexual characteristics (72). In summary, there exists a complex and close relationship between estrogen biosynthesis, dopamine transport, glucose and lipid metabolism, as well as pubertal estrus. lncRNA can regulate these physiological processes through homeostasis, affecting the growth, development, and sexual maturation process during puberty.

The secretion of reproductive hormones plays a crucial role in the initiation of estrus (73). Certain lncRNAs in the hypothalamus may function as ceRNAs, binding to specific miRNAs and influencing the secretion of luteinizing hormone (LH) and follicle-stimulating hormone (FSH) by regulating the expression of genes related to the anterior pituitary (74). For instance, certain lncRNAs may impact the ovary’s sensitivity to FSH by modulating the expression of FSH receptors, thereby regulating follicle development and ovulation (75). In this study, several lncRNAs associated with the secretion of reproductive hormones have been identified. These lncRNAs may impact the secretion of LH and FSH by regulating the expression of genes involved in signaling pathways such as GnRH secretion, oxytocin signaling pathway, estrogen signaling pathway, and insulin secretion, thereby influencing the process of estrus initiation (Figures 5, 9). This study verified that the two groups of ceRNA relationships, oar-miR-106b + LOC101105119 + *GNAQ*, and oar-miR-370-3p + LOC105607217 + *PRKCA*, came from the GnRH secretion regulatory network (Figure 6). It is known that the activation of GnRH neurons and changes in pulse secretion patterns are key to puberty and estrus cycles. *GNAQ*, as a Gq protein subunit, is responsible for activating the phosphatidylinositol bisphosphate (PIP2) pathway through the GnRH receptor to produce inositol trisphosphate (IP3) and diacylglycerol (DAG), signaling molecules that increase intracellular calcium concentrations and activate PKC (76). PRKCA (PKCα) is a subtype of PKC. After being activated by DAG, it further regulates the activity of GnRH neurons and enhances the frequency and amplitude of GnRH secretion (77). In this study, it was found that both *GNAQ* and *PRKCA* were highly expressed before puberty (Figure 6A). Prepubertal peak expression of *GNAQ*/*PRKCA* suggests their role in priming the HPG axis for estrus initiation, possibly by sensitizing GnRH neurons to external stimuli (78). Therefore, the high expression of *GNAQ* and *PRKCA* before puberty may be a key mechanism for their role in initiating puberty and regulating the estrous cycle. Furthermore, there was a significant enrichment of signaling pathways related to signal transduction, including the Rap1 signaling pathway, calcium signaling pathway, and MAPK signaling pathway (Figure 9 and Supplementary Figure S12). Pubertal estrus involves the development and hormonal regulation of the reproductive system; cell-to-cell signaling and cell adhesion are likely to play crucial roles in this process. The Rap1 signaling pathway may indirectly influence puberty estrus by regulating processes such as adhesion, migration, and differentiation of germ cells (79). During puberty, the secretion and regulation of hormones may be accompanied by changes in intracellular calcium ions. Calcium signaling pathways may participate in the regulation of puberty estrus by controlling hormone receptor activity, intracellular signal transduction, and gene expression (80). The MAPK signaling pathways play a crucial role in the development and hormonal regulation of the reproductive system. They may participate in regulating processes such as germ cell proliferation, differentiation, apoptosis, as well as affecting hormone secretion and sensitivity during puberty estrus (81). In conclusion, this study has found that certain lncRNAs in the hypothalamus may function as ceRNAs by binding to specific miRNAs, thereby influencing the expression of genes related to estrus initiation and subsequently impacting the estrus process.

There is a significant correlation between the expression levels of lncRNA and mRNA (82). A study found 14 pairs of differentially expressed lncRNA-mRNA interactions in the hypothalamus of high- and low-fertility goats, some of which directly or indirectly reflect the relationship between the hypothalamus and goat fertility (12). This study has revealed that this relationship may indirectly regulate mRNA expression by impacting cell-matrix adhesion, material metabolism pathways, hormone signaling pathways, and reproductive organ development (Figure 8). These findings suggest that lncRNA plays a crucial role in fine-tuning the regulation of puberty estrus. By regulating the expression of genes related to extracellular matrix interaction, lncRNA may influence the adhesion and migration ability of cells, which are essential processes for tissue development and organ function. Furthermore, it indirectly regulates the morphological changes of reproductive tissues associated with estrus (83). Puberty estrus is characterized by significant changes in hormone levels and energy metabolism within the body. The study suggests that lncRNA may impact germ cell development and maturation by regulating the expression of energy metabolism-related mRNA such as fatty acid synthesis/decomposition. Additionally, sex hormones like estrogen and progesterone play a pivotal role in puberty estrus (84), and lncRNA can participate in their regulation through influencing synthesis, transport, receptor expression, and signal transduction to finely tune the estrus cycle. Moreover, lncRNA also influences the structure and function of reproductive organs (such as ovaries and uterus) by affecting gene expression related to their development. This provides a basis for smooth reproductive activities during estrus. In conclusion, this study highlights how lncRNA’s regulatory role in co-expression with mRNA enables organisms to adapt their estrus cycles according to internal and external environmental changes for survival and reproduction needs. This fine-tuned regulation holds great significance for sheep population reproduction and evolution.

This study has several limitations and technical considerations that warrant further discussion. First, because many lncRNAs do not possess polyadenine tails, the RNA purification method based on poly-A tails used in this study may have failed to capture some lncRNA without polyadenine tails, potentially affecting their representation in the transcriptome data. Additionally, transcriptome sequencing can only detect RNAs that are actively transcribed and cannot directly reflect protein expression. Therefore, while transcriptome data provide information on gene expression at the RNA level, they do not reveal the functional activity of genes at the protein level. Another limitation is that only three samples were used per time point, which may be insufficient and affect the statistical robustness of the results. To obtain more reliable conclusions, it is generally recommended to use at least five replicates per group in transcriptomic studies (85). Moreover, transcriptome sequencing results can be influenced by factors such as sample processing, sequencing depth, and data analysis methods (86–88), which may introduce variability and impact the stability and reproducibility of the data. The transcriptome data used in this study may lead to incomplete prediction of some lncRNA structures, especially for low-expressed or low-abundance lncRNAs, whose full-length transcripts may not be fully captured. To address these limitations, we validated the expression of certain lncRNAs and their ceRNA interactions using RT-qPCR and dual-luciferase reporter assays, thereby enhancing the reliability of the results. However, to more comprehensively elucidate the regulatory role of lncRNAs in estrus initiation, future studies should integrate multi-omics technologies, such as proteomics and metabolomics, to explore the interactions between lncRNAs and other biomolecules, and their functional roles in biological processes. In addition, single-cell sequencing should be employed to resolve the spatiotemporal specificity of lncRNA expression, and ovine primary hypothalamic cells should be used for functional validation.

## 5 Conclusion

In summary, this study provides evidence that lncRNAs may contribute to the regulation of puberty-associated estrus initiation in Dolang sheep, potentially through effects on hypothalamic processes related to neuronal development and reproductive hormone regulation. Derived from transcriptome profiling and bioinformatic prediction, these results offer preliminary insights into the molecular networks underlying reproductive maturation in Dolang sheep and establish a foundation for subsequent experimental validation and potential application in sheep breeding and reproductive management.

## Data Availability

The datasets generated for this study can be found in the NCBI GEO database (https://www.ncbi.nlm.nih.gov/geo/), GEO accession number: GSE273981.

# Supplementary material for: Transcriptome sequencing of sheep hypothalamic tissue reveals the regulatory role of lncRNA in the mechanism of pubertal estrus initiation
**Source:** Front Vet Sci. 2025 Sep 2;12:1594040. doi: 10.3389/fvets.2025.1594040
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figures

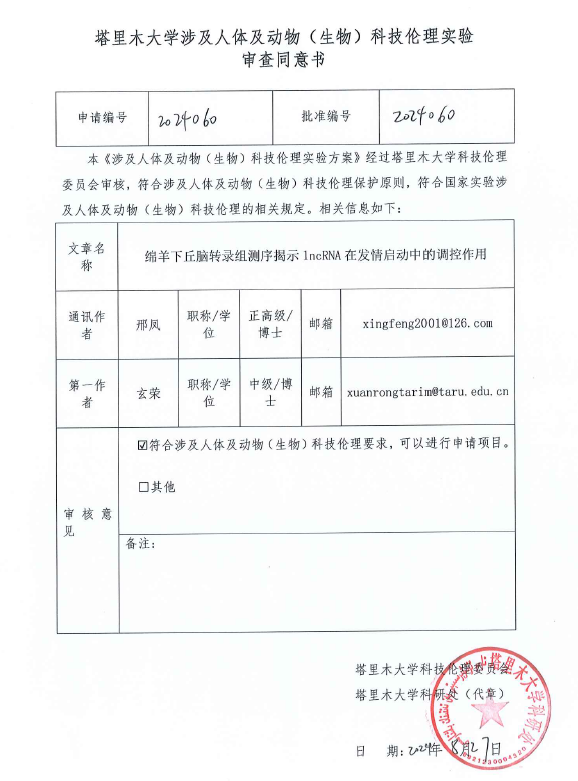

**Supplementary Figure 1.** Statement of animal ethics and approval for animal use at Tarim University.

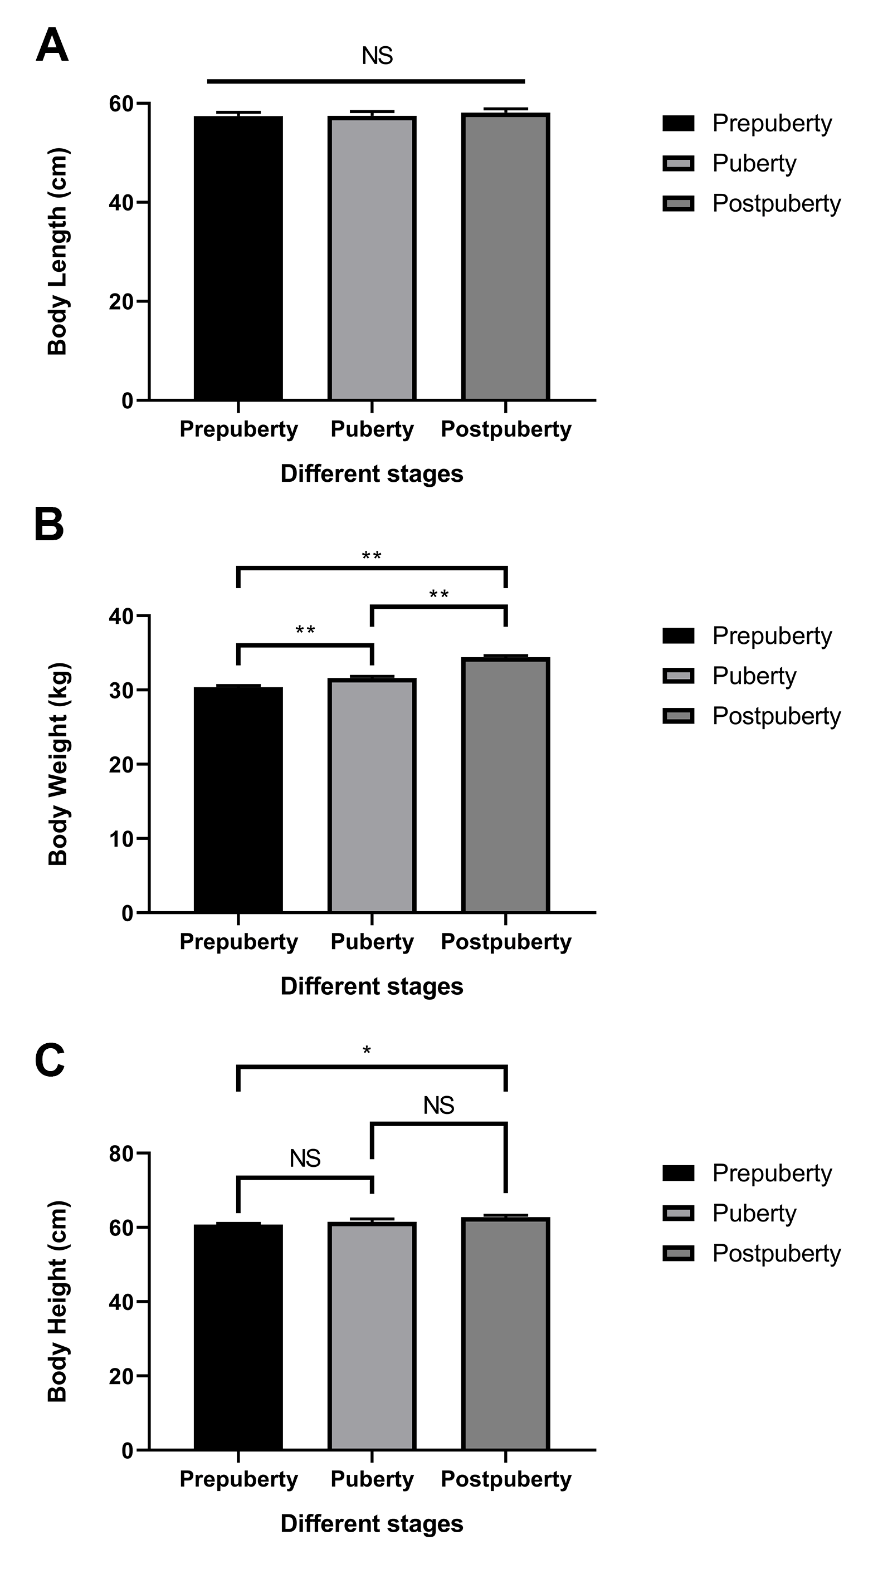

**Supplementary Figure 2.** Bar charts of body size and weight of Dolang sheep in three periods. (**A**) Comparison of body length in prepubertal, pubertal, and postpubertal sheep. (**B**) Comparison of body weights in prepubertal, pubertal, and postpubertal sheep. (**C**) Comparison of body height in prepubertal, pubertal, and postpubertal sheep. * indicates *P* value < 0.05, ** indicates *P* value < 0.01, and NS indicates Not Significant.

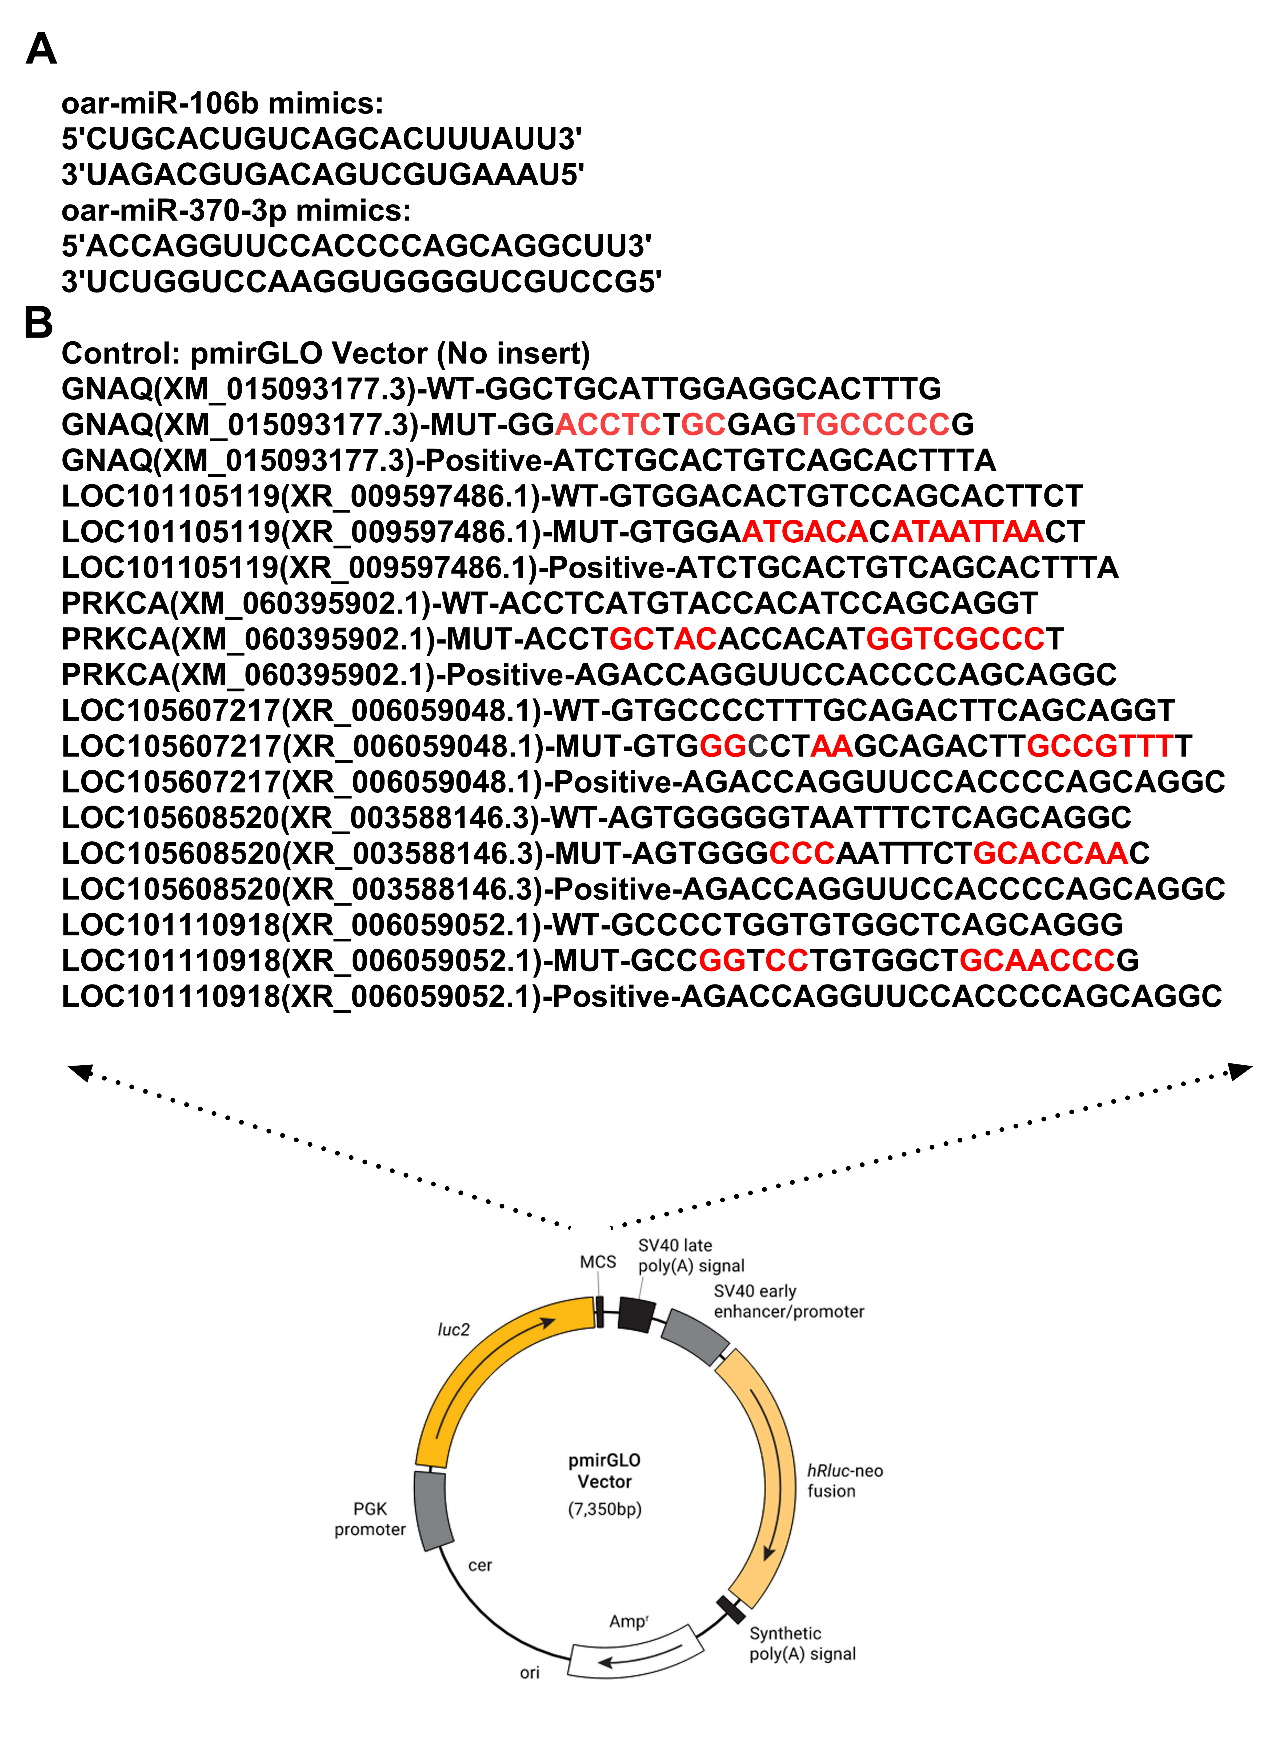

**Supplementary Figure 3.** The mimic sequences of the two miRNAs and the sequences of the wild-type, mutant, and positive vectors of *GNAQ*, LOC101105119, *PRKCA*, LOC105607217, LOC105608520, and LOC101110918. (**A**) The mimic sequences of the oar-miR-106b and oar-miR-370-3p. (**B**) The sequences of the wild-type, mutant, and positive vectors of *GNAQ*, LOC101105119, *PRKCA*, LOC105607217, LOC105608520, and LOC101110918.

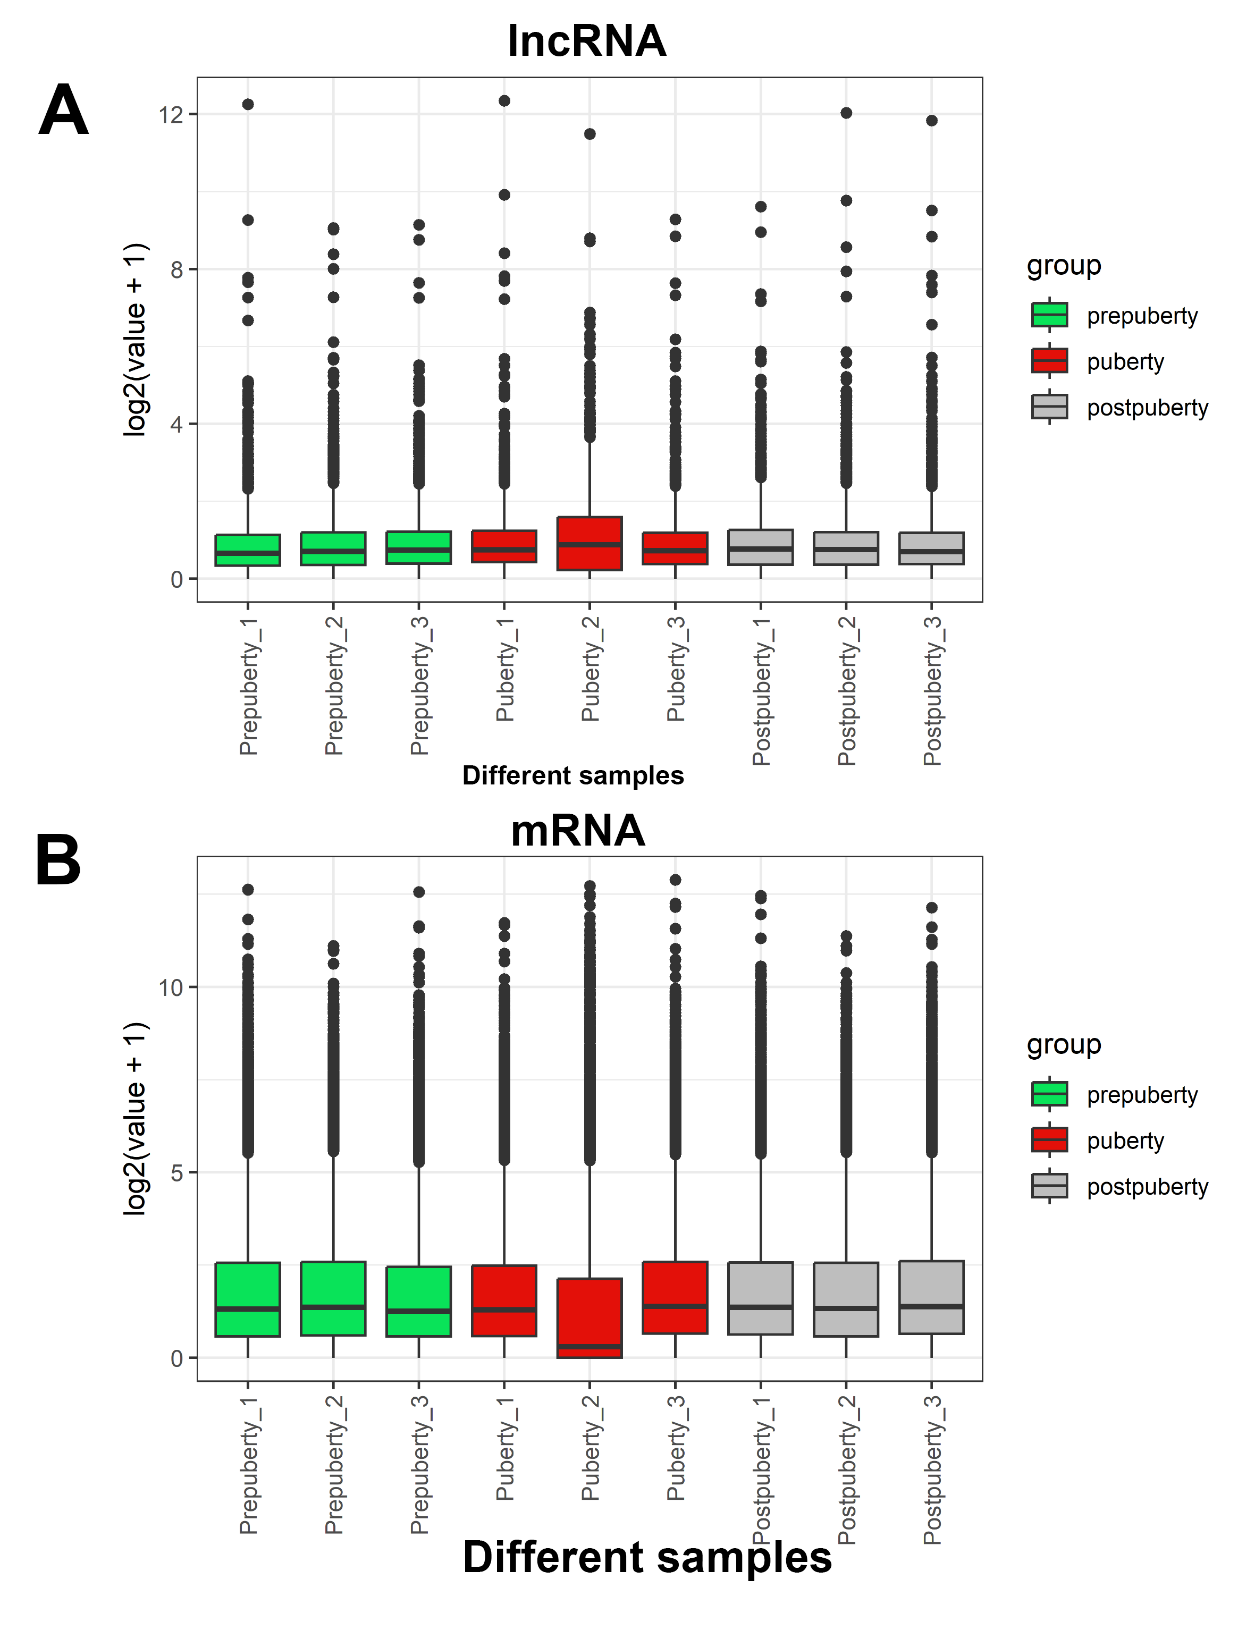

**Supplementary Figure 4.** Bar graph depicting the overall expression levels of lncRNA and mRNA in each hypothalamic sample. (**A**) The expression of lncRNA. (**B**) The expression of mRNA.

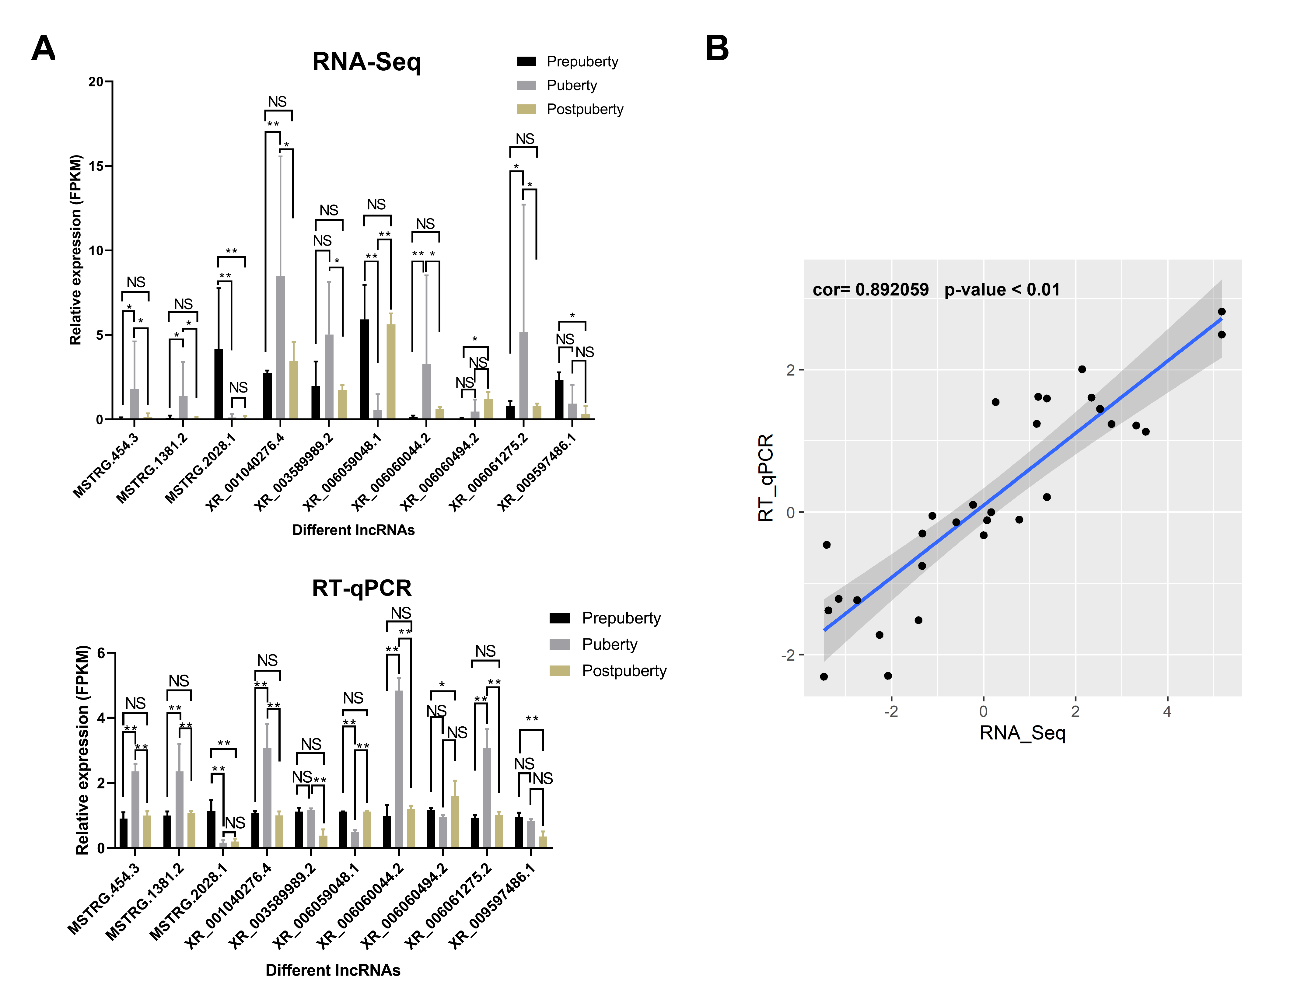

**Supplementary Figure 5.** Verification of the expression levels of 10 lncRNAs using RTqPCR. (**A**) Transcriptome sequencing to detect the expression of 10 lncRNAs. (**B**) RTqPCR to detect the expression of 10 lncRNAs. (**C**) Log2 fold change correlation between RNA-Seq and RTqPCR. * indicates *P* value < 0.05, ** indicates *P* value < 0.01, and NS indicates Not Significant.

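Of the 10 lncRNAs, 6 had their highest FPKM in Puberty 2 and 6 were listed at 0 in at least 1 library. XR_006061275.2 (LOC105606267, chromosome 11) had an FPKM of 13.9 in Puberty 2 and of between 0.432 and 1.02 in the other 8 libraries. XR_001040276.4 (LOC105610487, chromosome 5) had an FPKM of 16.7 in Puberty 2, while the other libraries lay between 2.57 and 4.76. XR_003589989.2 (LOC114115685, chromosome 7) reached 8.59 in Puberty 2 and between 1.03 and 3.64 elsewhere. XR_006060494.2 (LOC114115667, chromosome 7) was listed at 0 in all prepuberty libraries and in Puberty 1 and Puberty 2, with an FPKM of 1.28 in Puberty 3 and of 1.63, 0.805 and 1.2 in postpuberty. With 1 factor of RUVr, 4 of the 10 lncRNAs passed the thresholds, XR_006059048.1, XR_006061275.2, XR_001040276.4 and XR_006060044.2. The RT-qPCR values were not analysed here.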

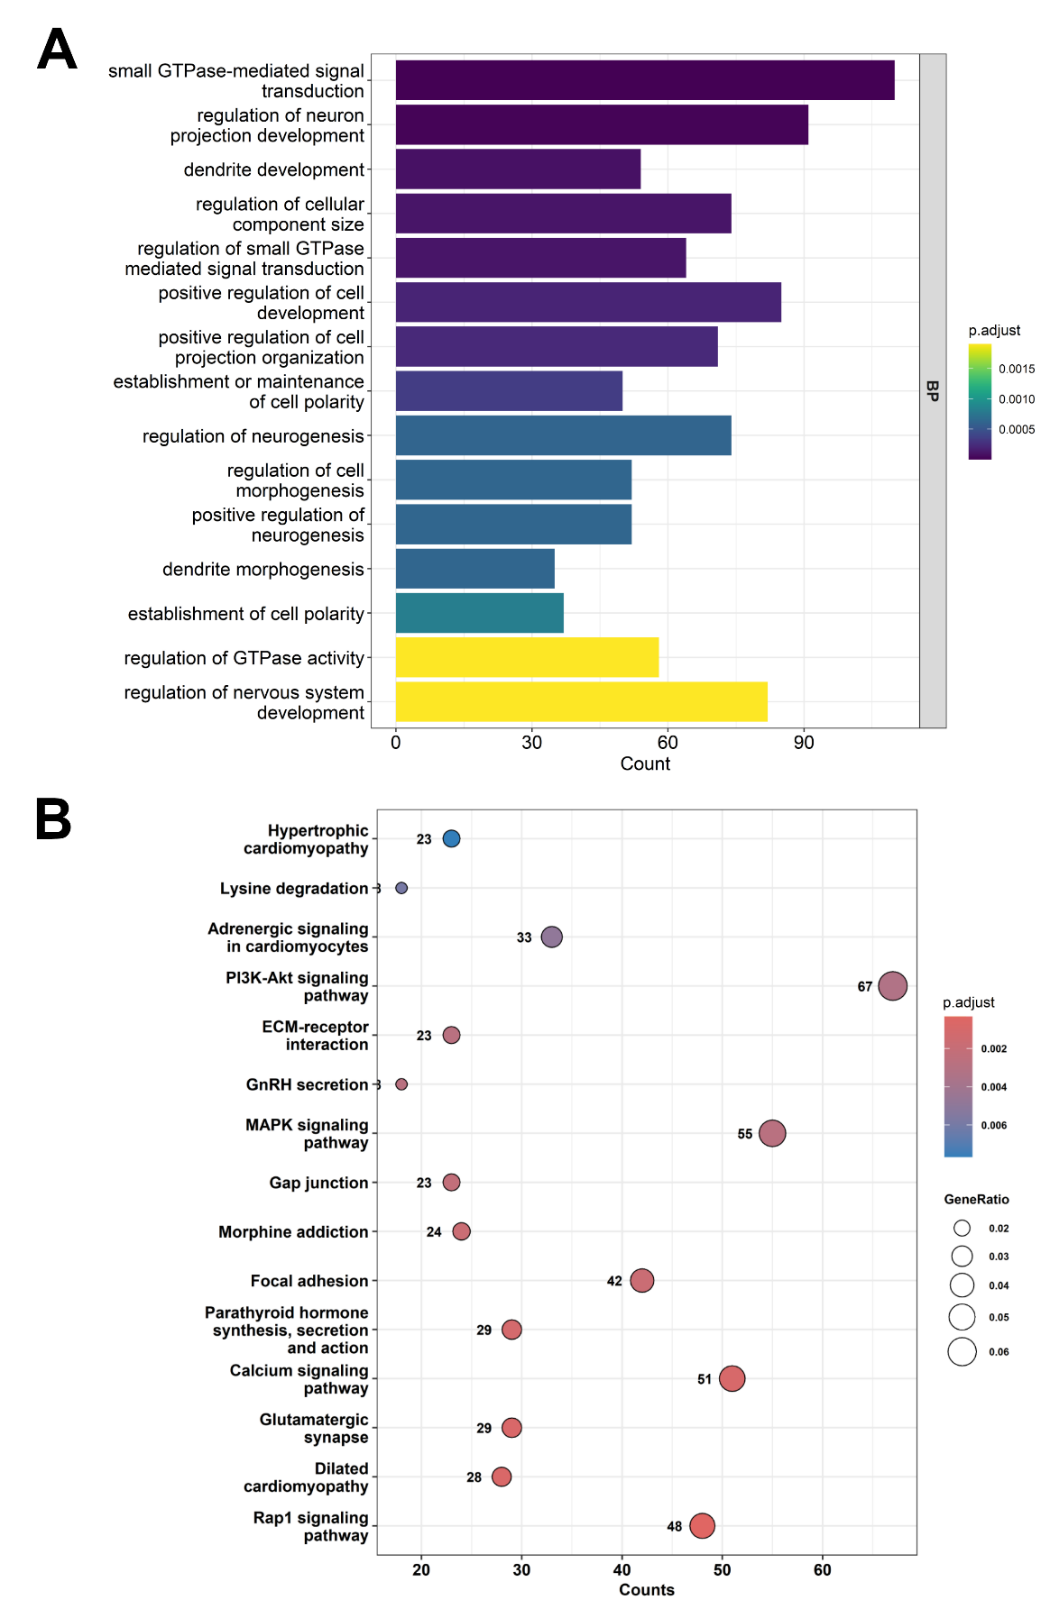

**Supplementary Figure 6.** GO functional annotation and KEGG pathway enrichment analysis of lncRNA-miRNA-mRNA ceRNA target genes. (**A**) Bar chart illustrating the GO functional annotation of lncRNA target genes in ceRNA relationships. (**B**) Dotplot illustrating the KEGG pathway enrichment analysis of lncRNA target genes in ceRNA relationships.

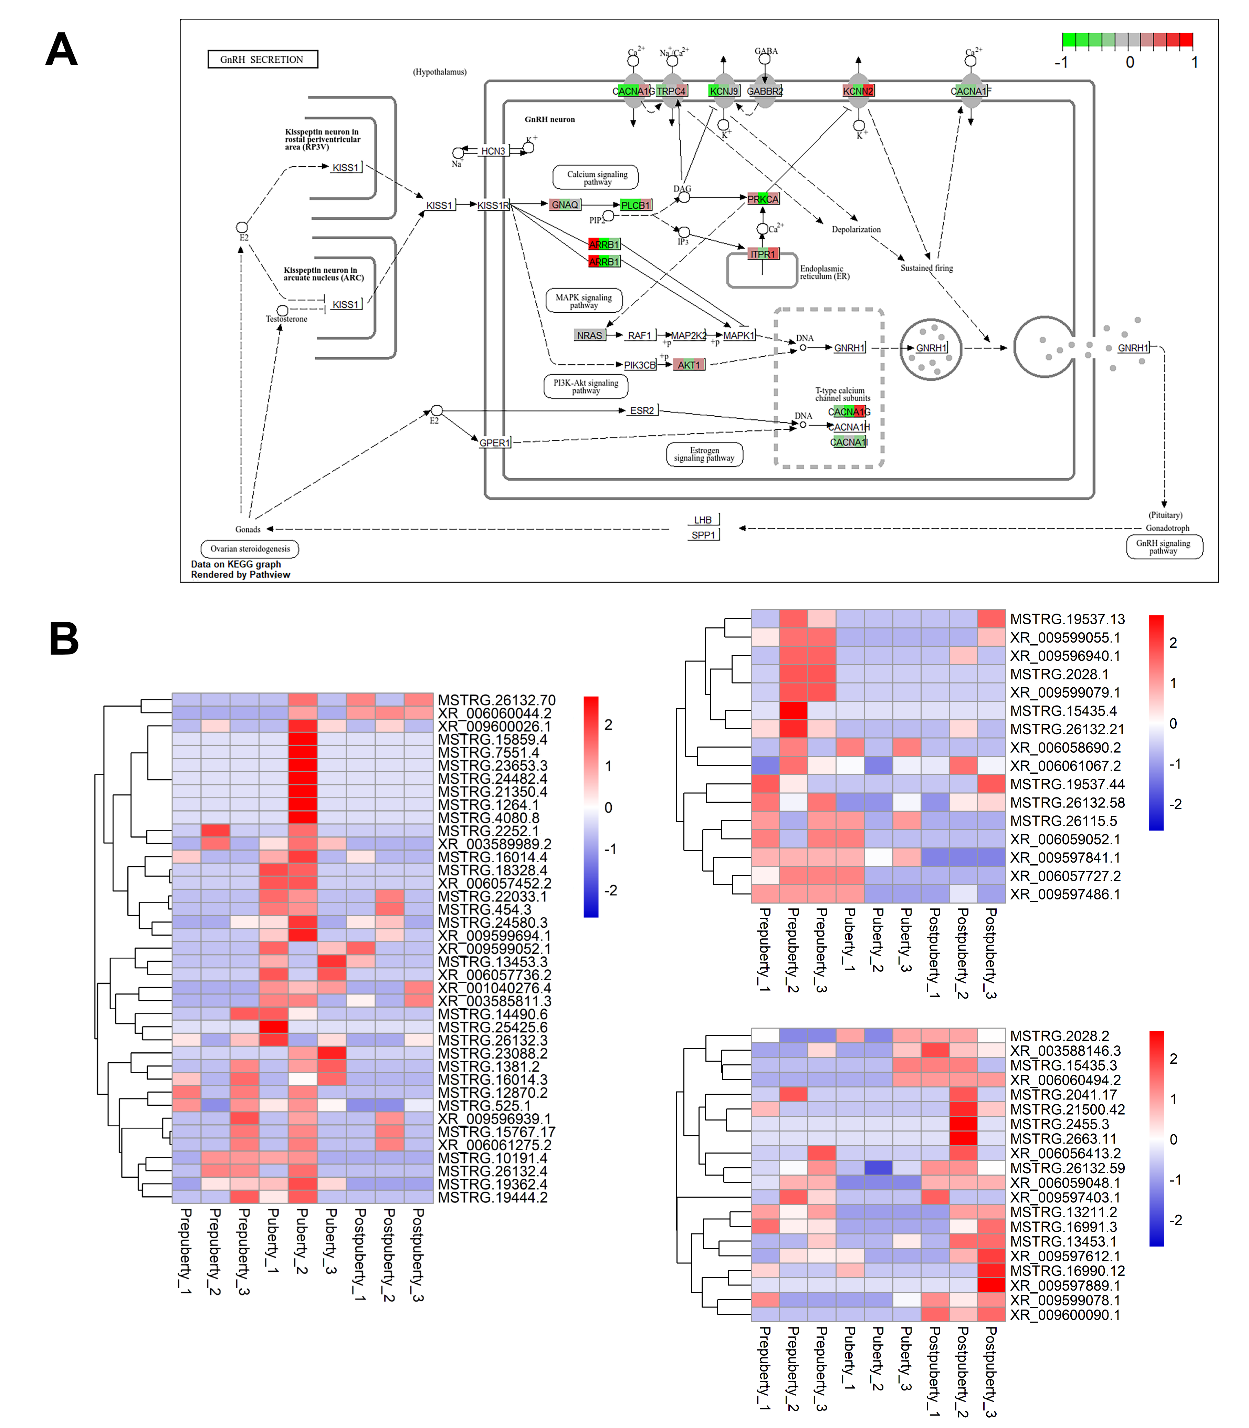

**Supplementary Figure 7.** Expression levels of mRNA and lncRNA in the ceRNA network related to the GnRH secretion signaling pathway. (**A**) Expression levels of mRNAs in the ceRNA network related to the GnRH secretion signaling pathway. (**B**) Expression heat map of lncRNAs in the ceRNA network associated with the GnRH secretion signaling pathway.

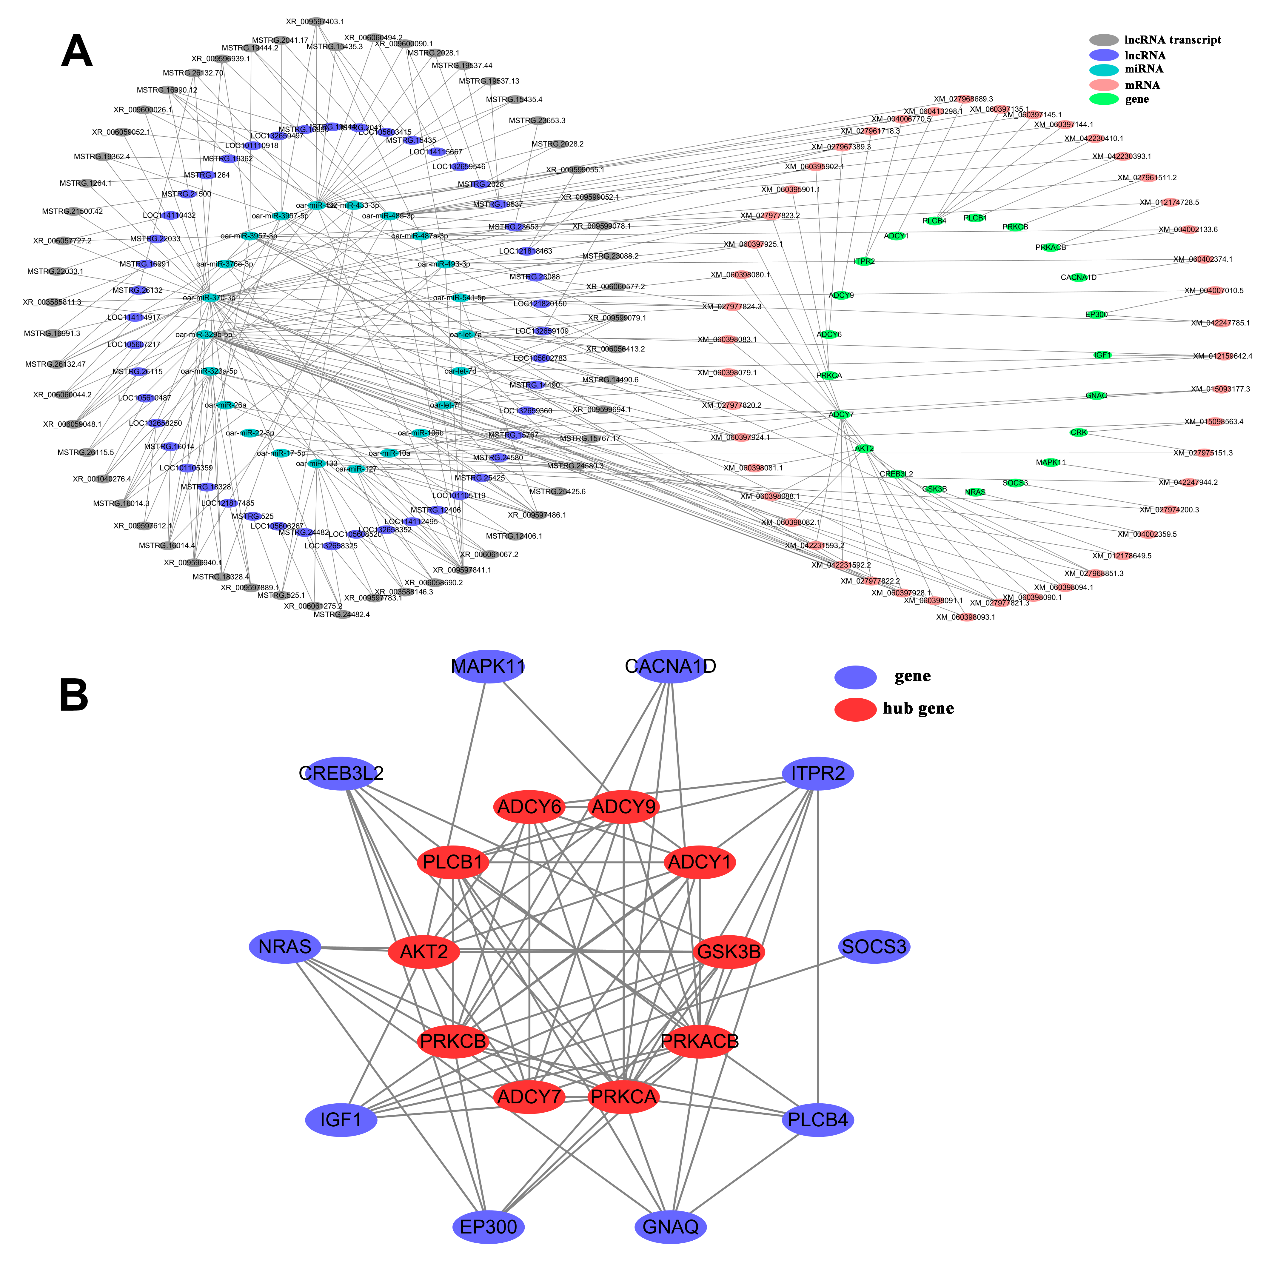

**Supplementary Figure 8.** Construction of a lncRNA-mRNA co-expression network associated with the growth hormone synthesis, secretion, and action. (**A**) A ceRNA network for growth hormone synthesis, secretion, and action. (**B**) Protein and protein interaction network diagram of genes enriched in the signaling pathway for the growth hormone synthesis, secretion, and action.

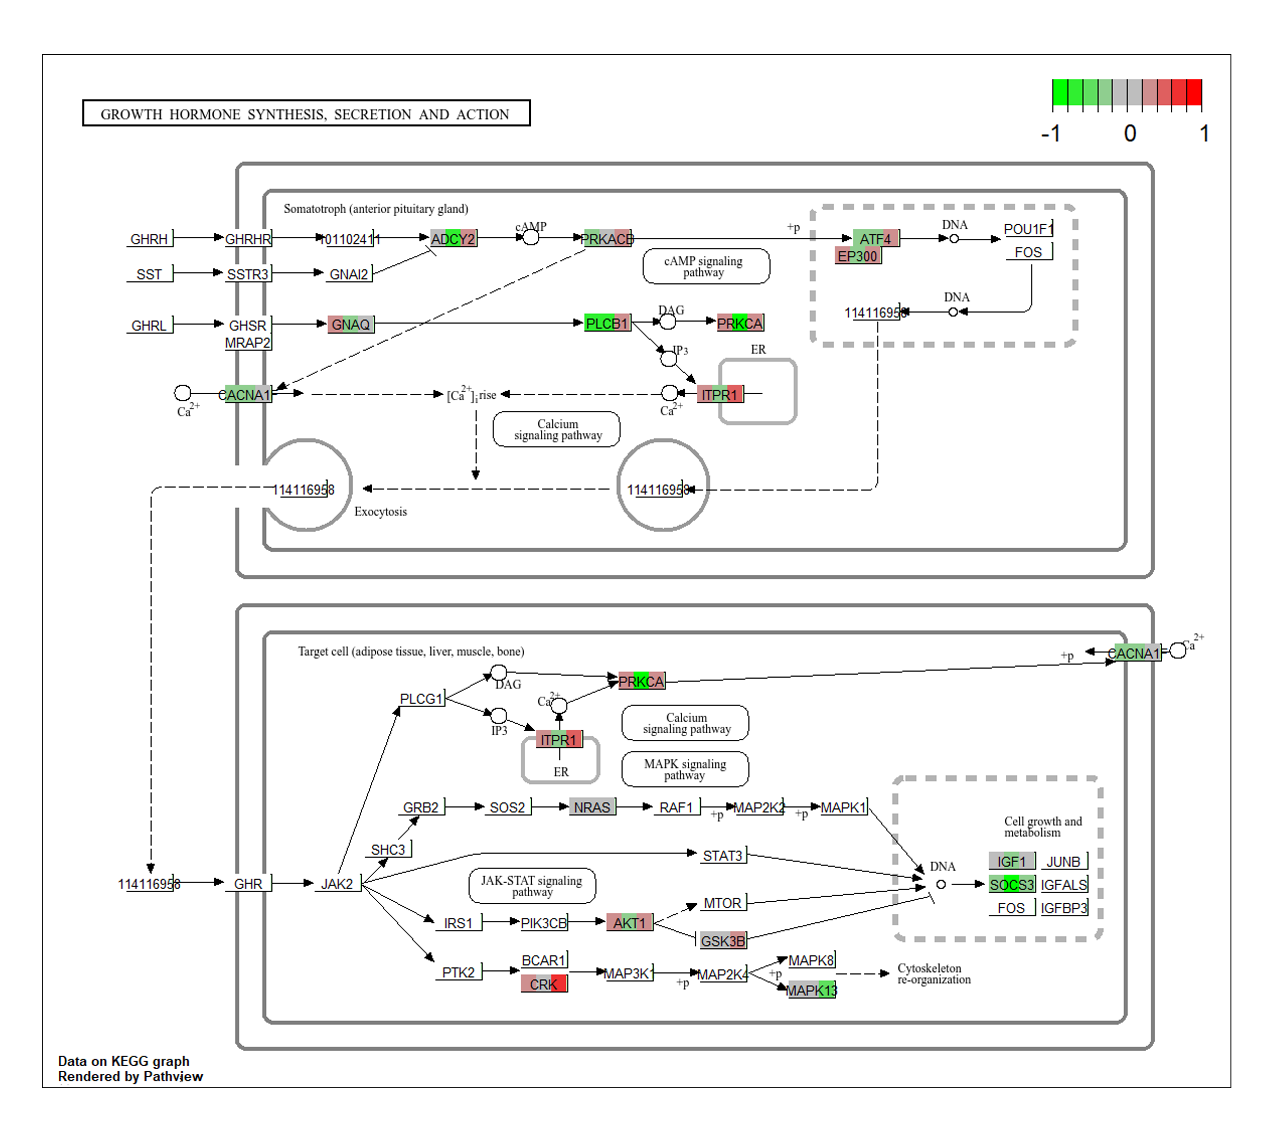

**Supplementary Figure 9.** KEGG signaling pathway diagram showing the gene expression levels related to the growth hormone synthesis, secretion, and action.

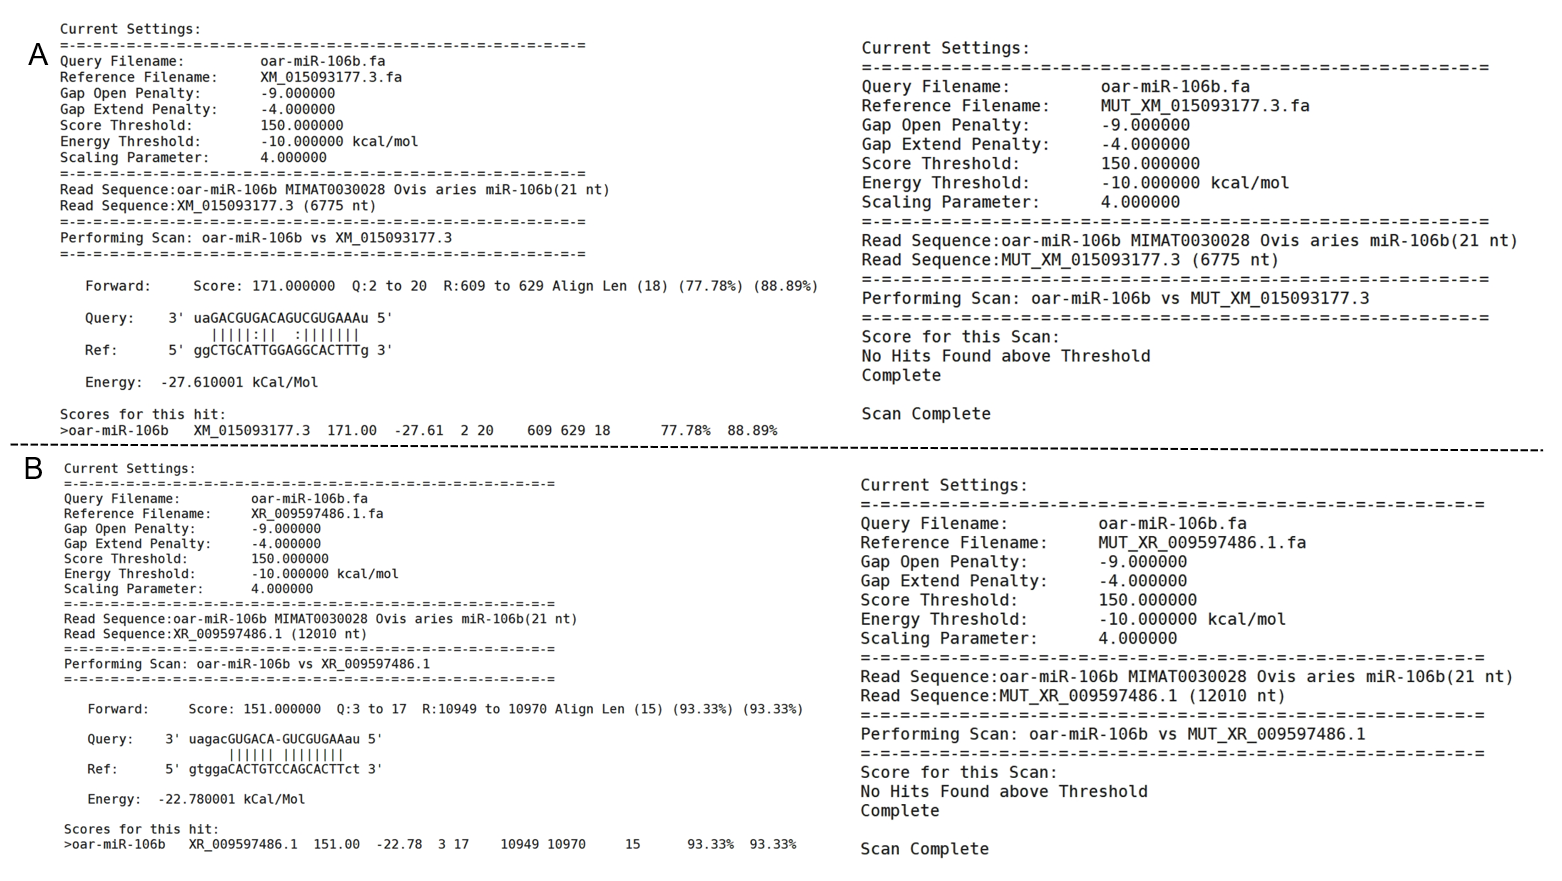

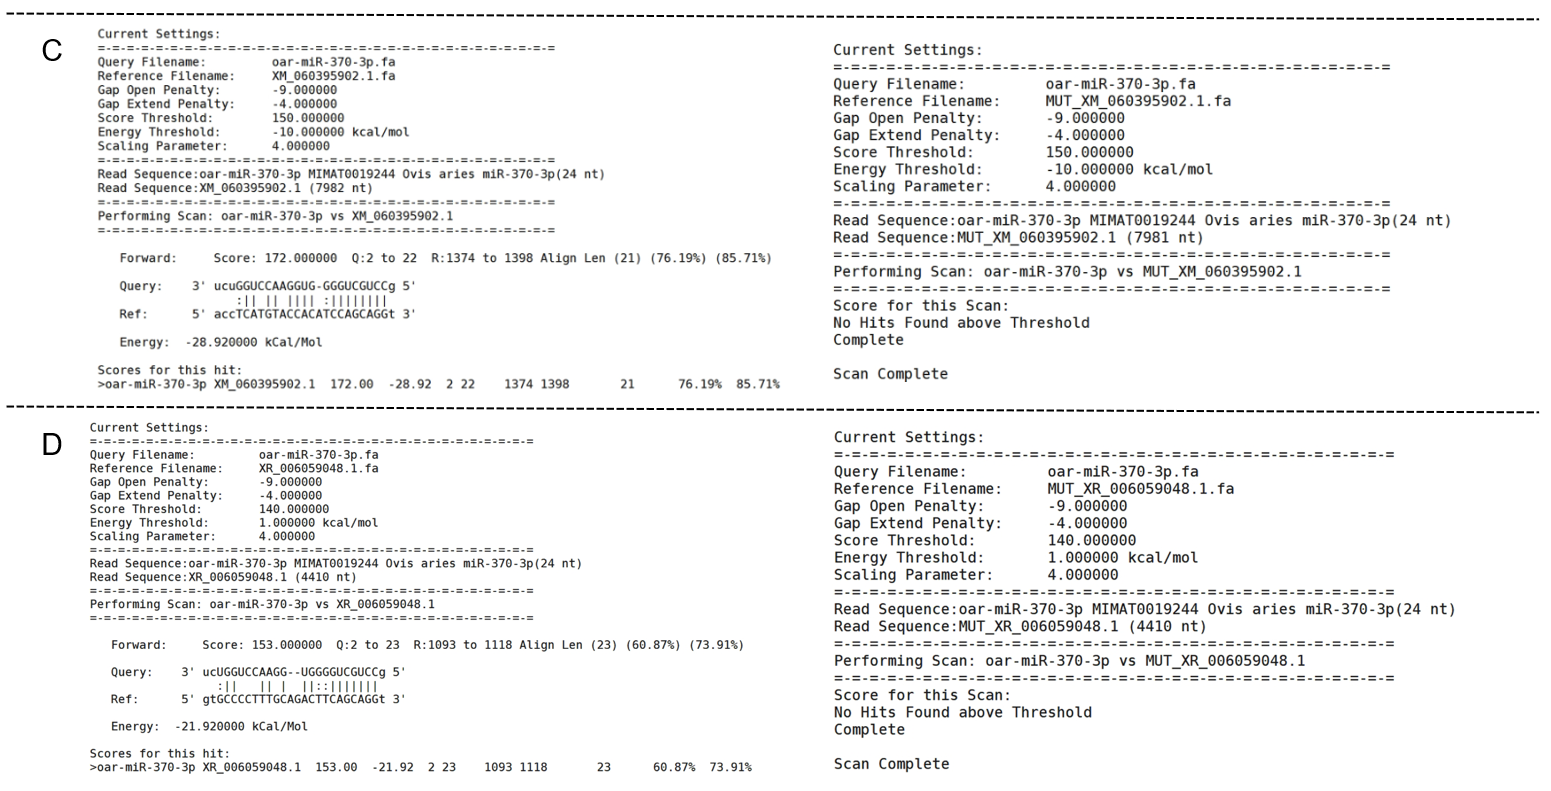

**
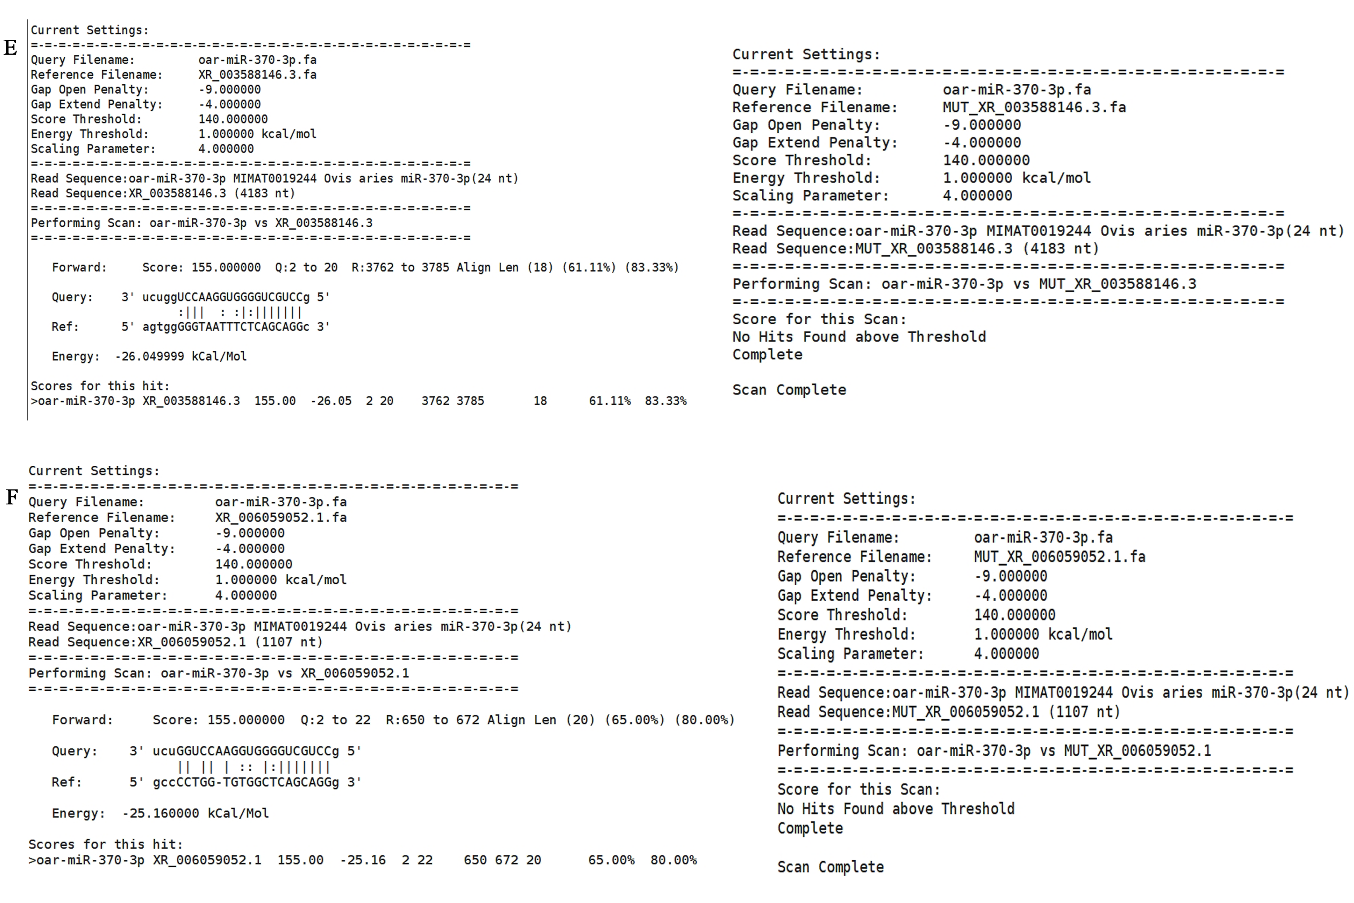
**

**Supplementary Figure 10.** Prediction of the targeting relationship of LOC101105119-oar-miR-106b-*GNAQ*、LOC105608520 / LOC105607217 / LOC101110918-oar-miR-370-3p-*PRKCA* using the miRanda software. (**A**) Prediction of the targeting relationship between oar-miR-106b and *GNAQ* / mutant *GNAQ*. (**B**) Prediction of the targeting relationship between oar-miR-106b and LOC101105119 / mutant LOC101105119. (**C**) Prediction of the targeting relationship between oar-miR-370-3p and *PRKCA*/ mutant *PRKCA*. (**D**) Prediction of the targeting relationship between oar-miR-370-3p and LOC105607217 / mutant LOC105607217. (**E**) Prediction of the targeting relationship between oar-miR-370-3p and LOC105608520 / mutant LOC105608520. (**F**) Prediction of the targeting relationship between oar-miR-370-3p and LOC101110918 / mutant LOC101110918.

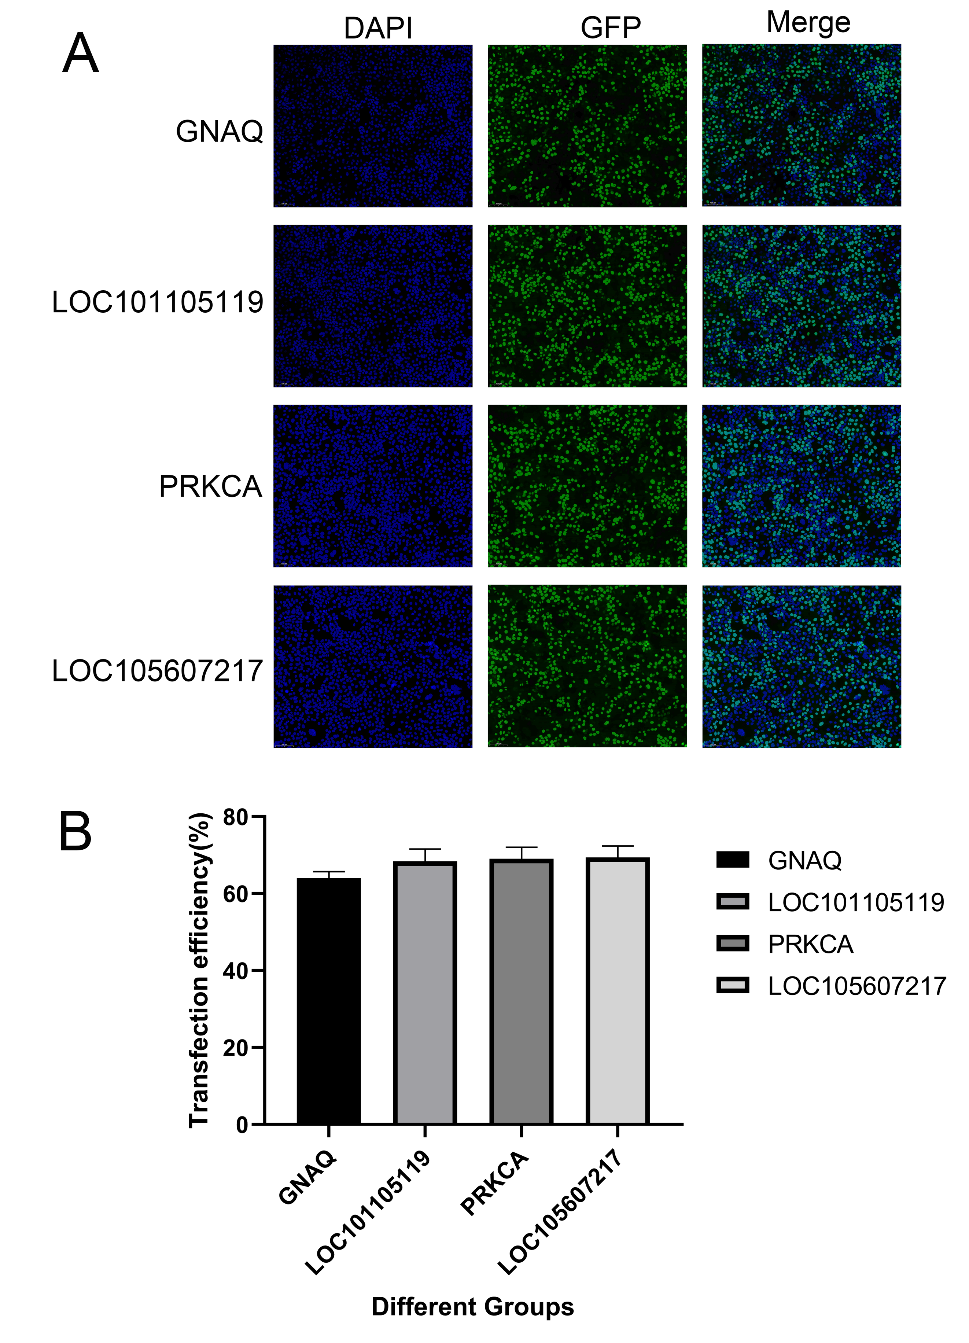

**Supplementary Figure 11.** Detection of cell transfection efficiency of overexpression vectors for *GNAQ*, LOC101105119, *PRKCA*, and LOC105607217. (**A**) HEK-293T cells were transfected with the pcDNA3.1 eukaryotic cell overexpression vectors for *GNAQ*, LOC101105119, *PRKCA*, and LOC105607217, which included a sequence encoding green fluorescent protein (GFP). Fluorescence microscopy images were captured after culturing the cells for 48 hours. (**B**) Bar graph of cell transfection efficiency in different groups.

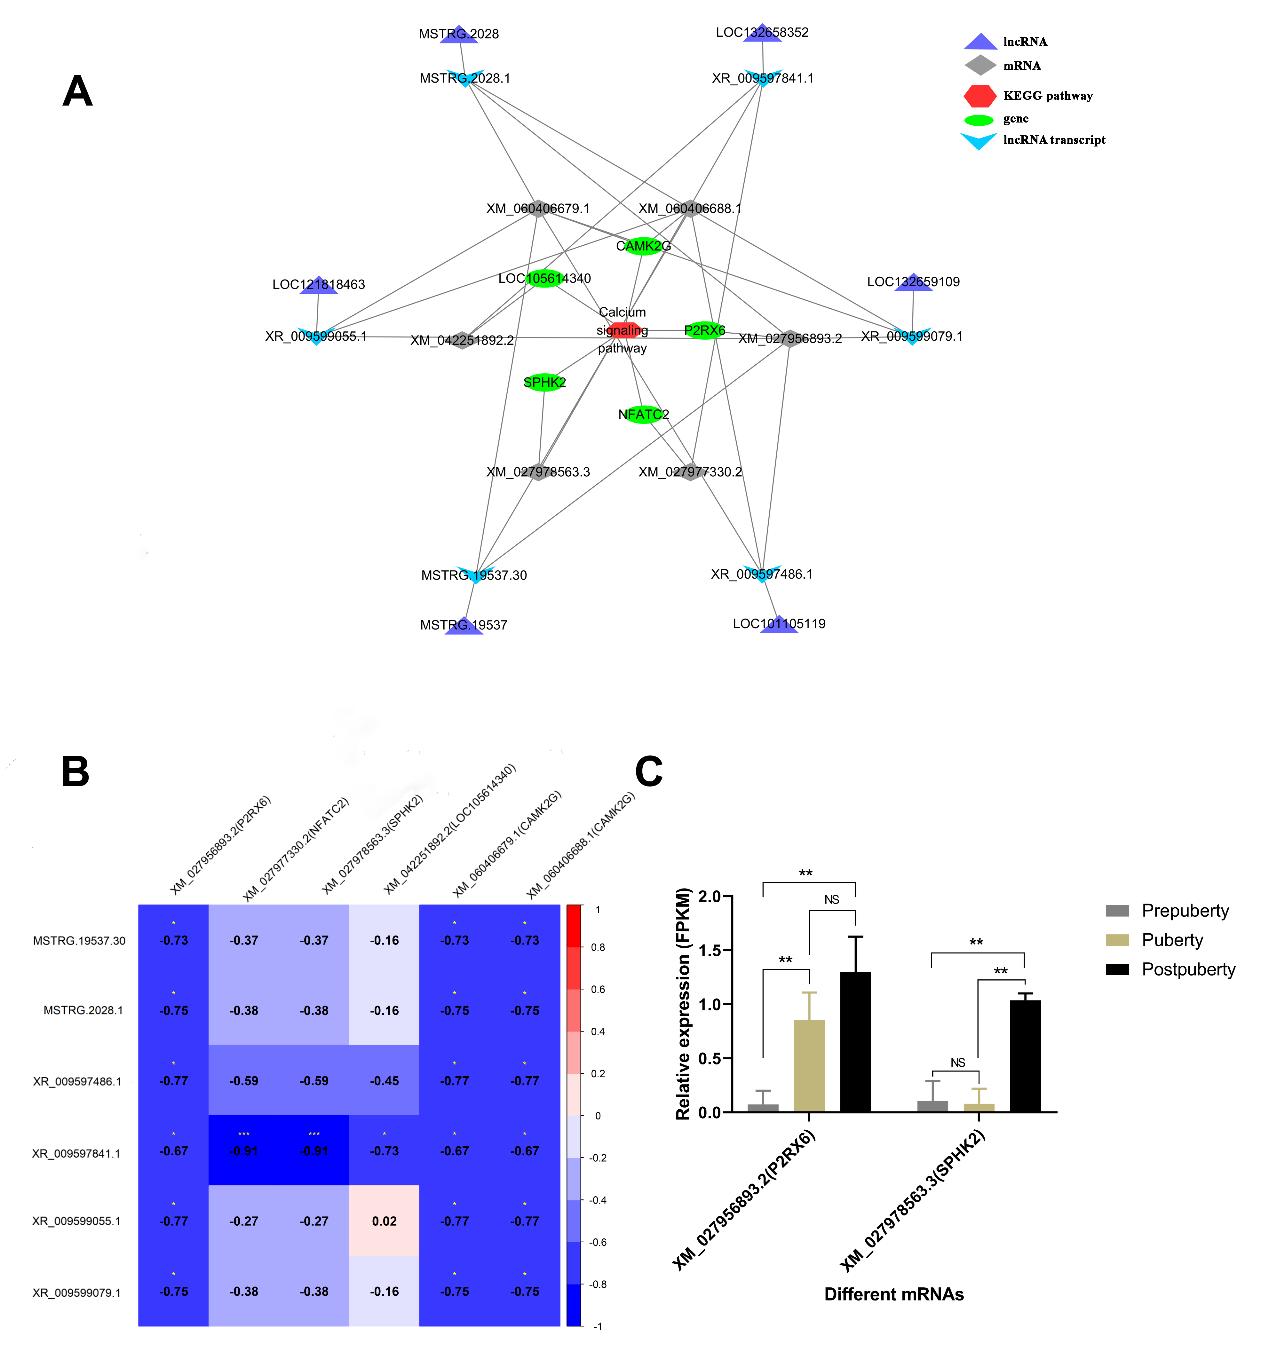

**Supplementary Figure 12.** Construction of a lncRNA-mRNA co-expression network associated with the calcium signaling pathway. (**A**) A lncRNA-mRNA co-expression network associated with the calcium signaling pathway. (**B**) Heat map illustrating the correlation between lncRNA and mRNA expression levels. (**C**) Bar graph depicting the expression levels of mRNAs in prepuberty, puberty, and postpuberty. * indicates *P* value < 0.05, ** indicate *P* value < 0.01, and NS indicate Not Significant.

How the deposited data were processed for this re-analysis (not part of the article)

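Hypothalamus RNA of 9 Dolang sheep was sequenced by the authors, with 3 animals each at prepuberty (120 days), puberty (130 days) and postpuberty (150 days) and 1 library per animal. The stage and the replicate number of each library were taken from its sample label. The replicate numbers do not pair animals across stages, so the libraries were treated as independent.

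The authors trimmed the reads with Trimmomatic, aligned them to the sheep genome ARS-UI_Ramb_v3.0 with HISAT2, and assembled and merged transcripts with StringTie. The deposited values are in FPKM for each transcript, as StringTie gives them, although the file is described as raw counts. The unit was checked on the values, which are not whole numbers. The number of transcripts with an FPKM of at least 0.5 in each library also equals the number in Supplementary Table S3. For differential expression the authors used RUVseq and edgeR on counts, and neither those counts nor the corrected values were used here. The paper's text names neither the RUVseq function nor the number of factors.

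A test for counts had been planned. As FPKM values are not counts, limma was used instead on log2(FPKM + 1), with the 3 stages as groups, all 9 libraries in 1 fit and a trend of variance with mean expression. The test, the pseudocount of 1 and the filter were settled after the unit was found, and after exploratory fits with both filters and both pseudocounts had been seen. The filter kept the 47002 transcripts whose mean FPKM reached 0.5 in at least 1 stage. They were 1589 lncRNAs, 27675 mRNAs (RefSeq identifiers starting with NM or XM) and 17738 other transcripts. No scaling between libraries was applied beyond the FPKM unit. Adjusted p-values follow Benjamini and Hochberg within lncRNAs and within mRNAs for each comparison, and a transcript was called at an absolute log2 fold change of at least 1 and an adjusted p-value below 0.05. Differences of single transcripts are also given by whether the libraries of 2 stages separate completely. The exact permutation test of 3 animals against 3 cannot give a two-sided p below 0.1.

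Correlations between lncRNAs and mRNAs are Pearson's r and Spearman's rho across the 9 libraries, with two-sided p-values from all 362880 permutations (from all permutations within stages where stage means were subtracted) and Benjamini-Hochberg adjustment over the 42 pairs of the lncRNAs and mRNAs in Figure 9 and Supplementary Figure S12. Factors of unwanted variation were computed on log2 values by the RUVr and RUVs models with 1 factor each, since RUVseq takes counts. Principal components, Spearman correlations between libraries and relative log expression used the same log2 values.

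The transcripts named in the text are those that the paper names in its results and in Figures 2E, 4, 6 and 9 and Supplementary Figures S5 and S12, together with all 8 transcripts of ARRB1, which its text names only as a gene, 85 in all. The 3 lncRNAs and 3 mRNAs with the smallest p-values past the thresholds in each comparison would have been added, and 0 passed. Identifiers such as MSTRG-2028.1 are written with a hyphen in place of the first point. Any other transcript is named as chosen after its values were seen. Gene symbols and the positions of genes come from the RefSeq annotation of ARS-UI_Ramb_v3.0, which matched 89672 of the 89674 RefSeq transcripts. Classes and lengths of lncRNAs come from Supplementary Table S5. Of Supplementary Table S12 only part was available here, so calls for mRNAs were not compared with it transcript by transcript.

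The depth behind the FPKM values, in mapped reads that the paper lists, was lowest in Puberty 2 (19347227) and highest in Prepuberty 3 (23966519). Precision was set by the spread between animals. It was tested on simulated data with the same spread in each of 9 libraries, with no difference or with 200 transcripts changed in puberty. The changed transcripts were mRNAs of higher mean expression, and each change was well above the threshold of the fold change. Recovery of changes near that threshold, or of lncRNAs at a low FPKM, was not tested. With the spread of all 9 libraries, limma recovered 88 of the 200 (44%) with 3 false calls. With the spread of the libraries other than Puberty 2 it recovered 152 (76%) with 8 false calls. Without any difference, 5.24% of transcripts had an unadjusted p-value below 0.05.

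Alternatives covered scaling by upper quartile, equal totals and quantiles, the filter, the pseudocount, the transcripts and libraries in the fit, the replicate number as a block, robust and untrended variance, factors of unwanted variation, the fold minimum, sums per gene, thresholds of expression, and leaving out each library in turn. Marker genes of cell types and tissues were listed from general knowledge before the values were available, and were used only to describe libraries. RT-qPCR, luciferase and transfection experiments and target predictions were not analysed here. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.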

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

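Most alternatives were set before the data were examined. A pseudocount of 0.1 in the tests, a filter of FPKM 0.5 in at least 3 libraries, a variance without trend, scaling to equal totals, quantile normalization, the FPKM summed per gene without Puberty 2 and the comparison of mRNAs and lncRNAs kept at the same FPKM were chosen after seeing the data. The filter on stage means, planned as an alternative, became the setting used throughout. The likelihood-ratio test, DESeq2, limma-voom and settings with TMM factors could not be run on FPKM values.

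With the setting used throughout, 0 lncRNAs and 0 mRNAs passed the thresholds in each comparison, and 41, 51 and 27 lncRNAs and 832, 910 and 451 mRNAs had an unadjusted p-value below 0.05 in prepuberty versus puberty, puberty versus postpuberty and prepuberty versus postpuberty. The counts remained 0 with upper-quartile scaling, no filter, only the 6 libraries compared, robust variance, no fold minimum, a pseudocount of 0.1, the stricter filter, no trend, equal totals and quantile normalization. With the replicate number as a block, as if animals were paired, 0 lncRNAs and 0 mRNAs passed. The residual correlation of libraries with the same number lay between -0.13 and 0.23, so the numbers gave no ground for pairing.

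With 1 factor of RUVr, 23 lncRNAs passed in prepuberty versus puberty (4 higher and 19 lower in prepuberty), 21 in puberty versus postpuberty (15 higher and 6 lower in puberty), 0 in prepuberty versus postpuberty and 29 in any comparison, together with 730 mRNAs. Among the named transcripts this gave 24 calls. With RUVs in its place, 2 lncRNAs passed in prepuberty versus puberty and 2 in puberty versus postpuberty, 2 in all, MSTRG-1622.21 and XR_006057736.2, both named after their values were seen. In a fit of lncRNAs alone, 1 passed in prepuberty versus postpuberty and 1 in any comparison, XR_009597841.1, which gave 1 call among the named transcripts. The cause was not tested for these, apart from the effect of a single library on RUVr.

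Across the 9 fits that each left out one library, between 0 and 3 lncRNAs passed in prepuberty versus puberty, 0 to 1 in puberty versus postpuberty, 0 to 3 in prepuberty versus postpuberty and 0 to 3 in any comparison. Between 0 and 1 mRNAs passed, and named transcripts gave 0 to 6 calls. The 3 lncRNAs passed without Prepuberty 1 and were MSTRG-19537.30, MSTRG-2028.1 and XR_009599079.1, each listed at 0 in that library and present in the other prepuberty libraries. The mRNA, RPL37A (named after its values were seen), also passed without Prepuberty 1. Without Postpuberty 1 the lncRNA MSTRG-13211.2, listed at 0 in that library, passed in puberty versus postpuberty.

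The number of lncRNAs expressed moved with the FPKM threshold. At a threshold of 1 it was 516 in prepuberty, 612 in puberty, 546 in postpuberty and 356 in all 3 stages, and at 0.1 it was 1398 in all 3 stages. Puberty had the highest number at each threshold, with medians and with 2 of 3 libraries, and after scaling to equal totals (1074, 1150 and 1131). Leaving out each library gave 968 to 1035 in prepuberty, 1043 to 1262 in puberty, 1029 to 1105 in postpuberty and 683 to 785 in all 3 stages. The 1043 without Puberty 2 lay within the 1029 to 1063 of postpuberty with as many libraries.

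Of 11 log2 fold changes examined under the alternatives, 8 kept their direction under every one. For the alternatives together, 256 values kept direction and side of the threshold, 4 passed the threshold (XR_006059048.1 in both comparisons and XR_009597841.1 in puberty versus postpuberty with RUVr, and XR_009597841.1 in prepuberty versus postpuberty with lncRNAs alone) and 4 were reversed. For 2 of these, XR_006059052.1 in prepuberty versus puberty, the value ranged from -0.071 (without Prepuberty 3) to 1.34 across the fits that left out one library and was -0.26 for the FPKM summed per gene. The latter came from Puberty 2, as the sum gave 0.08 without it. For the FPKM summed per gene without Puberty 2, the other 2 reversed values were close to 0, -0.039 for the gene of XR_009597486.1 in prepuberty versus puberty and 0.023 for that of XR_006059048.1 in puberty versus postpuberty.

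For the 10 correlations given in full, 94 values under the alternatives kept direction and side of an unadjusted p of 0.05. Another 8 came below it, 8 rose above it and 10 were reversed. All 8 that rose above it belong to XR_009599055.1 with P2RX6 (exact permutation p = 0.0417 with all 9 libraries). With stage means subtracted, r was -0.281 for XR_009597486.1 and SRC, -0.698 for XR_009599055.1 and SRC, 0.246 for XR_009599055.1 and XM_060406679.1, 0.0436 for XR_009597486.1 and XM_060406688.1, 0.437 for XR_009599055.1 and XM_060406688.1, 0.719 for XR_009597486.1 and P2RX6, and 0.0606 for XR_009597841.1 and SPHK2. By construction this setting removes differences between stages, and its p-values came from permutations within stages. Leaving out each library moved r of XR_009599055.1 and XM_060406688.1 from -0.429 to 0.129. The number of the 42 pairs with an absolute r of at least 0.7 and an unadjusted exact p below 0.05 was 7, and was 4 on unlogged FPKM, 1 with stage means subtracted (with permutations within stages), and 3 to 11 with each library left out (11 without Prepuberty 1 and 3 without Prepuberty 2).

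Over all kept transcripts, libraries whose nearest library by Euclidean distance belonged to the same stage numbered 1 of 9. They numbered 3 with 1 factor of RUVs and 2 with a pseudocount of 0.1. Over lncRNAs the numbers were 4, 3 and 3 in the same order. The 3 over all kept transcripts with RUVs are the puberty libraries. Over these transcripts the factor made Puberty 2 the nearest library of all other 8, so the higher number is no evidence of grouping by stage. The mRNA median exceeded the lncRNA median in 0 of 9 libraries over all transcripts and in 8 of 9 over mRNAs with a mean FPKM of at least 0.5 in a stage, since this filter removes the mRNAs near 0. The number of the 129 lncRNAs highest in the stage of their cluster was 126, 88 with medians, and 86 without Puberty 2.

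FPKM values carry no read counts, so the depth behind a single transcript could not be weighed. In simulated data with large changes of more abundant mRNAs, 88 of 200 were recovered with the spread of all libraries. With the spread of the libraries other than Puberty 2, 152 were recovered. Recovery of lncRNAs at a low FPKM was not tested. These rates therefore do not apply to the real libraries without Puberty 2, which gave 0 lncRNAs. With 3 animals in a stage, complete separation of 2 stages cannot give a p below 0.1 for a single transcript.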

Differences from the paper's values

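The paper's total of 129 differentially expressed lncRNAs stands against 0 here. None of the alternatives set before the data were examined came within 1.5 times the paper's number, and the nearest was 1 factor of RUVr with 29. The paper's Supplementary Table S6 lists 69 lncRNAs in prepuberty versus puberty, 103 in puberty versus postpuberty and 34 in prepuberty versus postpuberty, against 0 here in each, and no alternative came within 1.5 times these numbers either. The FDR column of that table is not the Benjamini-Hochberg adjustment of its p-values, which would give 442, 469 and 42 lncRNAs at the same thresholds. Unadjusted p-values below 0.05 were found here for 41, 51 and 27 lncRNAs. Of the lncRNAs called with RUVr, 28 of 29 are among the paper's 129, as are 1 of 2 called with RUVs, 3 of 3 called without Prepuberty 1, 1 of 1 without Postpuberty 1 and 1 of 1 in the fit of lncRNAs alone.

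The paper's number of 206 differentially expressed mRNAs stands against 0 here, with 832, 910 and 451 mRNAs at an unadjusted p-value below 0.05. With 1 factor of RUVr it was 730, and no alternative came within 1.5 times the paper's number.

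Named transcripts passed the thresholds under a few settings. With 1 factor of RUVr, MSTRG-10773.1, MSTRG-1264.1, MSTRG-2663.10, MSTRG-6189.45, MSTRG-7551.4, MSTRG-8480.1, XR_006059048.1, XR_006061275.2 and XM_060415478.1 of DNM2 passed in both comparisons that include puberty. XR_001040276.4 and XR_006060044.2 passed in prepuberty versus puberty, and XR_006057311.2, XR_006060577.2, XR_009597841.1 and XM_042251892.2 in puberty versus postpuberty. Without Prepuberty 1, MSTRG-19537.30, MSTRG-2028.1 and XR_009599079.1 passed in both comparisons that include prepuberty. MSTRG-13211.2 passed in puberty versus postpuberty without Postpuberty 1, and XR_009597841.1 in prepuberty versus postpuberty when lncRNAs were fitted alone.

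The paper's 1194 co-expression relations stand against 489 of the same pairs with an absolute r of at least 0.7 here. The largest number under an alternative set before the data were examined was 630 without Puberty 2, and none came within 1.5 times the paper's number.

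A mean FPKM was counted as different when it was more than 1.5 times the paper's value, or the reverse, and also farther from it than the SD between libraries. The mean FPKM of GNAQ in puberty is about 6.6 in Figure 6A, read by eye, against 10.2 here. It remained above that value under every alternative. The difference fell within this tolerance without Puberty 1 (8.94) and without Puberty 3 (9.93), and did not without Puberty 2 (11.6) or when summed per gene (10.2). The mean FPKM of PRKCA XM_060395902.1 in prepuberty is about 7.9 in Figure 6A, read by eye, against 4.12 here. It fell within the tolerance for the sum of all PRKCA transcripts (9.46) and without Prepuberty 2 (5.75), and did not without Prepuberty 1 (3.72) or Prepuberty 3 (2.89).

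An r was counted as different when its sign differed or when it was farther from the paper's than its jackknife standard error, which was wide (0.449, 0.467 and 0.399 for the 3 pairs below). The paper's r of XR_009599055.1 with CAMK2G XM_060406679.1 is -0.773 in Supplementary Table S10, against -0.308 here. The alternatives within that error were unlogged FPKM (-0.366), leaving out Puberty 2 (-0.519) and leaving out Postpuberty 3 (-0.618), all of them weaker than the paper's. For XM_060406688.1 the paper's r is also -0.773, against -0.0769 here, and only leaving out Postpuberty 3 (-0.429) came within the error. The paper's r of XR_009597841.1 with SPHK2 is -0.905, against -0.373 here, and only leaving out Puberty 2 (-0.786) came within the error.

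The paper's log2 fold changes in its supplementary tables are on another scale than log2(FPKM + 1). The log2 ratio of mean FPKM of XR_006059048.1 was 3.43 in prepuberty versus puberty against the paper's 3.32, and -3.36 in puberty versus postpuberty against the paper's -3.16. That of XR_009597486.1 was 1.33 in prepuberty versus puberty against the paper's 1.37, and that of XR_006059052.1 was 0.57 against 0.656. For XR_003588146.3 it was -1.48 in puberty versus postpuberty against the paper's -1.53, and for PRKCA XM_060395902.1 -2.41 against -1.77. XR_009597841.1 had 4.72 in prepuberty versus postpuberty against the paper's 3.86, and 4.28 in puberty versus postpuberty against 3.27. Each of the 8 values had the paper's sign and was no farther from it than its standard error, which lay between 0.85 and 1.47.

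Several statements of the paper stand against other values here. Libraries of the same stage cluster together in the paper after correction. Here, without correction, the nearest library (Euclidean distance on log2 values) belonged to the same stage for 4 of 9 libraries over lncRNAs. Over all kept transcripts it did so for 1 of 9. The paper describes mRNA expression as higher than lncRNA expression, while the median of all mRNAs was higher in 0 of 9 libraries here. Those mRNAs were not filtered, whereas all lncRNAs had reached the FPKM of the filter. For mRNAs kept at that FPKM the median was higher in 8 of 9, as the paper describes, in a comparison chosen after seeing the values. GNAQ and PRKCA are significantly lower in puberty than in both other stages in the paper, while their adjusted p-values here lay between 0.788 and 0.844 and no setting that was run called them. The paper describes ARRB1 as lower in postpuberty than in prepuberty, while its summed FPKM here was 32.4 in postpuberty and 30.4 in prepuberty. CAMK2G and SPHK2, which the paper calls significantly higher in later stages, did not pass the thresholds here under any setting that was run. Of the correlations that the paper calls significant, those of XR_009597486.1 and XR_009599055.1 with SRC and of XR_009597486.1, XR_009599055.1 and MSTRG-2028.1 with P2RX6 had unadjusted exact permutation p-values between 0.0417 and 0.123 here, and adjusted ones between 0.250 and 0.307. Unadjusted p-values below 0.05 were reached without Puberty 1 by XR_009597486.1 with SRC (r 0.736) and with P2RX6 (-0.785). Without Prepuberty 1 they were reached by XR_009599055.1 with SRC (0.685) and MSTRG-2028.1 with P2RX6 (-0.885). Without Postpuberty 3 this held for XR_009599055.1 with SRC (0.724). Without Puberty 2 it held for XR_009597486.1 with both CAMK2G transcripts (-0.896 and -0.771) and XR_009597841.1 with SPHK2 (-0.786). In the other direction, XR_009599055.1 with P2RX6 (exact permutation p = 0.0417 with all 9 libraries) rose above 0.05 under 8 alternatives.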

Other observations

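Of the tests in this part, the simulation of 1 deviant library was chosen before its result was seen, and all other tests only after the pattern had been seen. The explanations are hypotheses, as they were found and tested on the same libraries.

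Puberty 2 was unlike the other 8 libraries. Its Spearman correlation with any other library was at most 0.323, while the other libraries correlated with each other at between 0.674 and 0.770, and it held 29.7% of the variance within stages. A mislabelled stage is argued against by that highest correlation of 0.323, since a library of another stage would correlate with that stage as its members do. Lower depth alone is argued against by Postpuberty 2, which had the next fewest mapped reads and a median correlation of 0.734 with the libraries other than Puberty 2. Another cell mix alone is argued against because genes of the same brain cell type moved apart. In 4 of the 5 lists for neurons, oligodendrocytes, astrocytes, microglia and endothelium, Puberty 2 had genes both above and below all other libraries, against at most 1 list for any other library. Among astrocyte genes, SLC1A2 had an FPKM of 0.00353 against 23.1 to 76 in the others, and ALDH1L1 had 59.1 against 16.9 to 24.2. Among endothelial genes, CLDN5 had 624 against 54.7 to 114, and CDH5 had 1.91 against 5.28 to 10.7.

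A dependence on length may explain part of the deviation. Across 12425 genes, the log2 ratio of Puberty 2 to the other libraries had a Spearman correlation of -0.448 with the span of the gene, outside the range of -0.149 to 0.113 of the other libraries, and across 951 lncRNAs it had -0.302 with their length. Genes are not independent replicates, so no p is given. All 8 ribosomal protein genes of the list were highest in Puberty 2. Degraded RNA, a different library preparation or a different computation of FPKM could each give such a dependence, and the values do not separate them. A biological difference of this animal stays open and was not tested, and so does a different dissection that goes along with such a technical difference.

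The transcripts called with 1 factor of RUVr may come from this library. Data simulated without any difference between stages, with 1 library deviating like Puberty 2, gave 37 lncRNAs past the thresholds with that factor, against 29 in the real libraries, and 0 with limma alone or with RUVs. A real difference between stages was not excluded by this test.

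The higher number of lncRNAs in puberty is also consistent with an effect of 1 library. With 2 libraries per stage, 1043 lncRNAs were expressed in puberty without Puberty 2, within the 968 to 1063 of the other stages, and 1158 and 1173 in the pairs with Puberty 2. Of the 79 lncRNAs of cluster 3, 71 had their highest value in Puberty 2. A difference of the pubertal stage itself remains possible for the 42 lncRNAs of the cluster that were highest in puberty without Puberty 2.

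The comparisons were repeated for each split of the 6 libraries into 3 against 3, in fits of those libraries alone, and transcripts at an unadjusted p-value below 0.05 were counted. For lncRNAs, 5 of the 10 splits gave as many as the real split in prepuberty versus puberty (31), 3 in puberty versus postpuberty (39) and 4 in prepuberty versus postpuberty (62). For mRNAs the numbers were 7, 8 and 6 of the 10 splits, with 638, 655 and 920 mRNAs in the real ones. Each number includes the real split, so in every comparison other splits gave at least as many transcripts. By these counts the real grouping did not stand out from the other groupings. A difference between stages is not excluded, and 10 splits could in no case give a share under 0.1.

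Single libraries also differed in genes of neighbouring tissues. TTR had an FPKM of 7590 in Puberty 3 and of between 9.07 and 723 elsewhere. The other 3 choroid plexus genes of the list that reached an FPKM of 1, KL (9.17), CLIC6 (6.24) and KCNJ13 (29.8), were also highest in Puberty 3, 3 of 3, which is consistent with RNA from choroid plexus in that library. Of the 4 genes of the list in the table, 1 reached an FPKM of 1 in all libraries.

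CD74 had an FPKM of 655 in Prepuberty 1 and 913 in Postpuberty 3, and of between 52.8 and 263 elsewhere. Of the other 9 genes of the lymphocyte and leukocyte list, 8 were highest in Postpuberty 3 and 0 in Prepuberty 1. Among the libraries other than Postpuberty 3, 8 of the 9 were highest in Prepuberty 1. These values are consistent with RNA from lymphocytes in each of the 2 libraries. In the table 4 of the 10 genes reached an FPKM of 1 in all libraries, PTPRC, CD74, CD52 and CORO1A, which microglia also express. An immune response of these animals was not tested.

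PRL had an FPKM of 200 in Postpuberty 1 and 77.8 in Puberty 3, and of between 0.0562 and 74.4 elsewhere. Of the other 4 anterior pituitary genes of the list that reached an FPKM of 1, 2 were highest in Postpuberty 1, among them GH with 12.2. RNA from the anterior pituitary and a difference in these genes within the hypothalamus cannot be told apart with so few abundant genes.

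Among hypothalamic neuropeptide genes, 2 of 16 reached an FPKM of 1 in all libraries. CRH had an FPKM of 118 in Prepuberty 1 and of between 0.392 and 7.14 in the other libraries. GNRH1 was listed at 0 in all 9 libraries. No explanation was tested for these values.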
